# reString: an open-source Python software to perform automatic functional enrichment retrieval, results aggregation and data visualization

**DOI:** 10.1038/s41598-021-02528-0

**Published:** 2021-12-06

**Authors:** Stefano Manzini, Marco Busnelli, Alice Colombo, Elsa Franchi, Pasquale Grossano, Giulia Chiesa

**Keywords:** Data mining, Data processing, Gene ontology, Software

## Abstract

Functional enrichment analysis is an analytical method to extract biological insights from gene expression data, popularized by the ever-growing application of high-throughput techniques. Typically, expression profiles are generated for hundreds to thousands of genes/proteins from samples belonging to two experimental groups, and after ad-hoc statistical tests, researchers are left with lists of statistically significant entities, possibly lacking any unifying biological theme. Functional enrichment tackles the problem of putting overall gene expression changes into a broader biological context, based on pre-existing knowledge bases of reference: database collections of known expression regulation, relationships and molecular interactions. STRING is among the most popular tools, providing both protein–protein interaction networks and functional enrichment analysis for any given set of identifiers. For complex experimental designs, manually retrieving, interpreting, analyzing and abridging functional enrichment results is a daunting task, usually performed by hand by the average wet-biology researcher. We have developed reString, a cross-platform software that seamlessly retrieves from STRING functional enrichments from multiple user-supplied gene sets, with just a few clicks, without any need for specific bioinformatics skills. Further, it aggregates all findings into human-readable table summaries, with built-in features to easily produce user-customizable publication-grade clustermaps and bubble plots. Herein, we outline a complete reString protocol, showcasing its features on a real use-case.

## Introduction

In the recent years, -omics techniques—which allow the analysis of samples “as a whole”, including genomics and epigenomics, transcriptomics, proteomics, metabolomics and lipidomics—have rapidly transitioned from niche commodities to widespread tools^1^. Array- or next generation sequencing-based methods allow for the simultaneous analysis of the expression profile of tens of thousands of genes^2^, and mass-spec based methods can quantitatively resolve hundreds of different proteins within a sample^3,4^.

In a typical experimental workflow, the abundance of mRNA transcripts or proteins are obtained for hundreds to thousands of analytes at the same time, and their increased or decreased abundance with respect to a reference experimental group is evaluated with *ad-hoc* statistical tools. The analytes that survive the false discovery rate (FDR) threshold face researchers with the challenge of extracting biologically relevant information from them.

Usually, genes with the most extreme fold change between experimental groups (likely mirrored by lower FDR) are investigated to a deeper level in search of a biological mechanism, yet often the vast majority of leftover genes are so numerous, showing only moderated fold changes, that the challenge of extracting more information requires more advanced tools. Noteworthily, a meager ~ 20% difference in the expression levels of genes all members of the same pathway may hold more clues than a 20-fold change in the expression of a single gene^5^.

To put all the changes in the abundance of analytes into a wider biological context, these are arranged into sets on the basis of pre-existing knowledge about their biological function, including—but not limited to—functional properties, known interactions, shared regulation, phenotype associations and molecular products. An incredible variety of different methods has been generated to analyze these sets as a whole^6^. Further, there is a broad choice of knowledge bases, including the famed Kyoto Encyclopedia of Genes and Genomes (KEGG)^7–10^, Gene Ontology (GO) terms^11^ and Reactome pathways^12^. By tapping these knowledge bases, functional enrichment analysis can really extract biological insights from -omics data, in their literal meaning of “as a whole”.

Many websites offer friendly frontends to provide users with the possibility of upload custom lists of identifiers and retrieve functional enrichment info, such as DAVID^13,14^ (https://david.ncifcrf.gov/), Enrichr^15,16^ (https://maayanlab.cloud/Enrichr/), WebGIVI^17^ (http://raven.anr.udel.edu/webgivi/), g:Profiler^18^ (https://biit.cs.ut.ee/gprofiler/gost) and STRING^19^ (https://string-db.org/). While this approach might be handy for a few searches, this manual approach rapidly becomes extensively tiring and time-consuming. While it is possible to automatize the process by interacting with most of these services via custom APIs (application programming interface), this approach is viable only to those researchers with specific bioinformatics skills.

We have developed reString, a software that leverages STRING APIs to automatically perform functional enrichment analysis on multiple user-provided gene/protein lists, rendering the handling of even the most complicate experimental layout a lightweight task. One key feature of reString is the ability of aggregating the results from functional enrichment of different experimental comparisons, and produce human-readable summaries that can be furthermore tailored to the user’s needs, visualized and saved as publication-grade clustermaps and bubble plots. reString is cross-platform and all its features can be easily accessed via a graphical user interface (GUI).

Herein, we outline reString features by outlining a detailed step-by-step protocol that can be easily practiced with included sample files. Further, we process differentially expressed gene lists from an own, real-world dataset to further showcase the reString application.

## Materials and methods

### Software

Data was processed with SciPy (version 1.3.1)^20^, Numpy (version 1.15.4)^21^, and Pandas (version 0.23.4)^22^. Tabular data images were made with LibreOffice’s Calc (https://www.libreoffice.org/). Data visualization was performed with matplotlib (version 3.0.2)^23^ and seaborn (version 0.9.0)^24^ libraries for the Python programming language. reString can be automatically installed via pip, the Python package installer (as detailed in “Procedure”), downloaded from GitHub (https://github.com/Stemanz/restring) or from the Python package Index, PyPI (https://pypi.org/project/restring/).

### Software setup

reString is a Python program that needs a working Python 3.6 + environment. In its GUI form it leverages tkinter^25^, the Python binding to the Tk GUI toolkit, which is included in most distributions. reString will work out of the box (when installed via pip, see below) within a standard Python installation that can be obtained at https://www.python.org/ for Windows, macOS, GNU/linux distributions and other platforms.

### Statistical and analyses

Statistical analyses are detailed for each individual analysis in the appropriate figure or table caption, and were performed with GraphPad Prism software version 9.1.1 (223).

### Procedure

The following protocol illustrates how to prepare an environment to use reString, as well as how to analyze sample RNAseq results. An active internet connection is required to download software and data. Further detailed and up-to-date information on additional features of reString can be found at the project’s repository (https://github.com/Stemanz/restring).

### Procedure–installation

The following describes a general protocol to set up Python 3.x in the system as well as to install reString.

For a more specific protocol, please refer to the online documentation or Supplementary Materials and Methods at “Installation in depth” to watch YouTube videos with step-by-step instructions tailored for Windows 10, Ubuntu GNU/linux, Raspberry Pi OS and Mac OS fresh installs, or search YouTube for “How to install reString in” followed by your OS name. A following section, “Installation troubleshooting”, will cover and provide solutions to most common hiccups that might happen during the installation.

Some commands need to be executed from the UNIX shell (the Terminal app) and are prefixed by the “$” symbol, which shall not be inputted with the commands. The same commands can be inputted in the Windows Command Prompt (Users would see a “>” symbol at the end instead of a “$” symbol).

1. *Download and install Python.* Head over to https://www.python.org/downloads/ and get the latest Python release for your operating system. Windows users can also install Python through the Microsoft store. Please note that Python might already be installed in your system; check whether this is the case and also whether its version is 3.8 or greater (open a terminal—see below—and type ‘python --version’; inspect the output. Windows users should alternatively search for Python in the Start Menu, or type ‘py’ in a terminal). Install the software by following on screen instructions.

An alternative easy way to obtain an up-to-date Python distribution, packed with pre-installed scientific libraries, is installing the free and open source Individual Edition of Anaconda, available for Windows, Linux and Mac (https://www.anaconda.com/), as outlined here^26^.

1. *Optional for GNU/linux*: While all libraries needed by reString are included by default (or being installed) in MacOS and Windows, GNU/Linux distros vary greatly in this respect.We can assume that the average GNU/Linux user will be able to address any installation/dependency issue that may incur. A few tips: many distros may bundle both Python 2.x and 3.x: in this case, python3 and pip3 should be used instead of python and pip commands. Additionally, not all Debian-based distro include tkinter, a library which reString rely upon. This can be fixed with this terminal command (please otherwise refer to updated or specific distros documentation for any issue):
  $ sudo apt-get install python3-tk
2. *Open a terminal*. On macOS, this is done by running the Terminal app from the Utilities (to access Utilities, from Finder ⌘ + ⇧ + U, or Go > Utilities). On Windows, bring up the Start menu and type ‘cmd’ in the search field, then run it.
3. *Install reString*. reString and its dependencies can be automatically installed from the command line. Type:
  $ pip install restring
4. *Optional troubleshooting for Windows*: it is possible that after the installation the system does not know where to find pip, the Python package manager. Should this occur, locate the folder containing it by typing in a terminal:
  > cd\
    > dir pip.exe /a /s
  The folder containing it (for example: C:\Users\username\AppData\Local\Programs\Python39\Scripts) needs to be added to the environment PATH variable. Start typing “environment variables” in the Windows search box, and click on “Edit the system environment variables”. Open a dialog by clicking on “Environment variables”, then double-click on PATH. Add the folder to the list, OK and exit. Close and reopen the terminal.
5. *Run reString*. The installation takes care of creating a script that automatically runs the graphical user interface (GUI), that can be invoked directly from the terminal:
  $ restring-gui
  reString should launch and the User should see the program’s main window (Supplementary Fig. S1). Steps 1 and 3 will not be needed anymore to run reString.
  If the program fails to start (this might happen on some GNU/linux systems and Windows), alternatively type:
  $ python -c "import restring; restring.restring_gui()"
  Please note that on some Windows setups the antivirus might scan restring-gui.exe for threats. This is normal and should not take longer than a few seconds. Also on Windows, if the system fonts are scaled to 125% or above, reString fonts might be displayed too large. Reduce system fonts scaling to 100% to solve the issue.
  *Update reString*. To periodically ensure that reString is up to date, type in the terminal:
  $ pip install restring --upgrade

### Procedure–analysis

The protocol is illustrated through an example experiment which makes use of sample files, that Users can analyze to familiarize themselves with the file format accepted by reString. Ideally, each file should have a name that serves as the label for the experimental condition. The file structure is detailed in Supplementary Fig. S2.

1. *Download sample files*: in the program’s main app, choose “File > Download sample data”. Alternatively, download them from https://github.com/Stemanz/restring/raw/main/data/restring_sample_tables.zip.
2. *Prep sample files:* After downloading sample data (the file is called restring_sample_tables.zip and is found in the default browser’s download folder, usually Downloads), unzip the folder and copy it over to any desired location. In our example, we will be using the home directory (on the Mac, Finder > Go > Home, or ⌘ + ⇧ + H).
3. *Create the output folder*. Create a folder of choice to store the results. In this example, we will create the folder output within the sample data folder.
4. *Choose the input files*. Tell reString what input files to process, choose “File > Open...” or click “Open files..”. The file choosing dialog will open (Supplementary Fig. S3). Select all of them and click “Open”. For each file successfully opened, reString prints a message on the textual output frame (Supplementary Fig. S4). The frame is scrollable so that Users can always inspect each step of the analysis. When working with your files, put all input files you want to process together, in one or more analyses, in the same folder. Input files can be individually selected from any one folder, but each time input files are added, the input files list is reset.
5. *Choose the output folder.* Choose a previously created folder to store the analysis results. Choose “File > Set output folder” or click “Set folder” to open the dialog (Supplementary Fig. S5).
6. *Run the analysis with defaults settings*. Choose “Analysis > New analysis” or click the “New analysis” button to start retrieving and aggregating results automatically. Please note that the computer must be connected to the internet. Refer to “Procedure–analysis parameters” to learn about all settings.

reString will automatically retrieve from String functional enrichment information for statistically significant terms from KEGG Pathways, Gene Ontology (Biological Processes, Molecular Function and Cellular Component), and Reactome Pathways knowledge bases. These will be stored in a subfolder of the output folder with the same name as the input file and are equivalent to those that Users can manually download from STRING (Supplementary Fig. S6). Depending which genes were selected in the analysis, file names are prepended with “UP_”, “DOWN_” or “ALL_” (upregulated, downregulated and all genes simultaneously, see “Procedure–analysis parameters”). reString details all steps it takes to retrieve functional enrichment analysis information automatically from STRING (Supplementary Fig. S7). reString will then aggregate retrieved results (Supplementary Fig. S8) and, for each functional enrichment searched (KEGG, Function, Component, Process and RCTM), produce two tables that contain the abridged version of the whole analysis: results and summary (Fig. 1).

**Figure 1:**
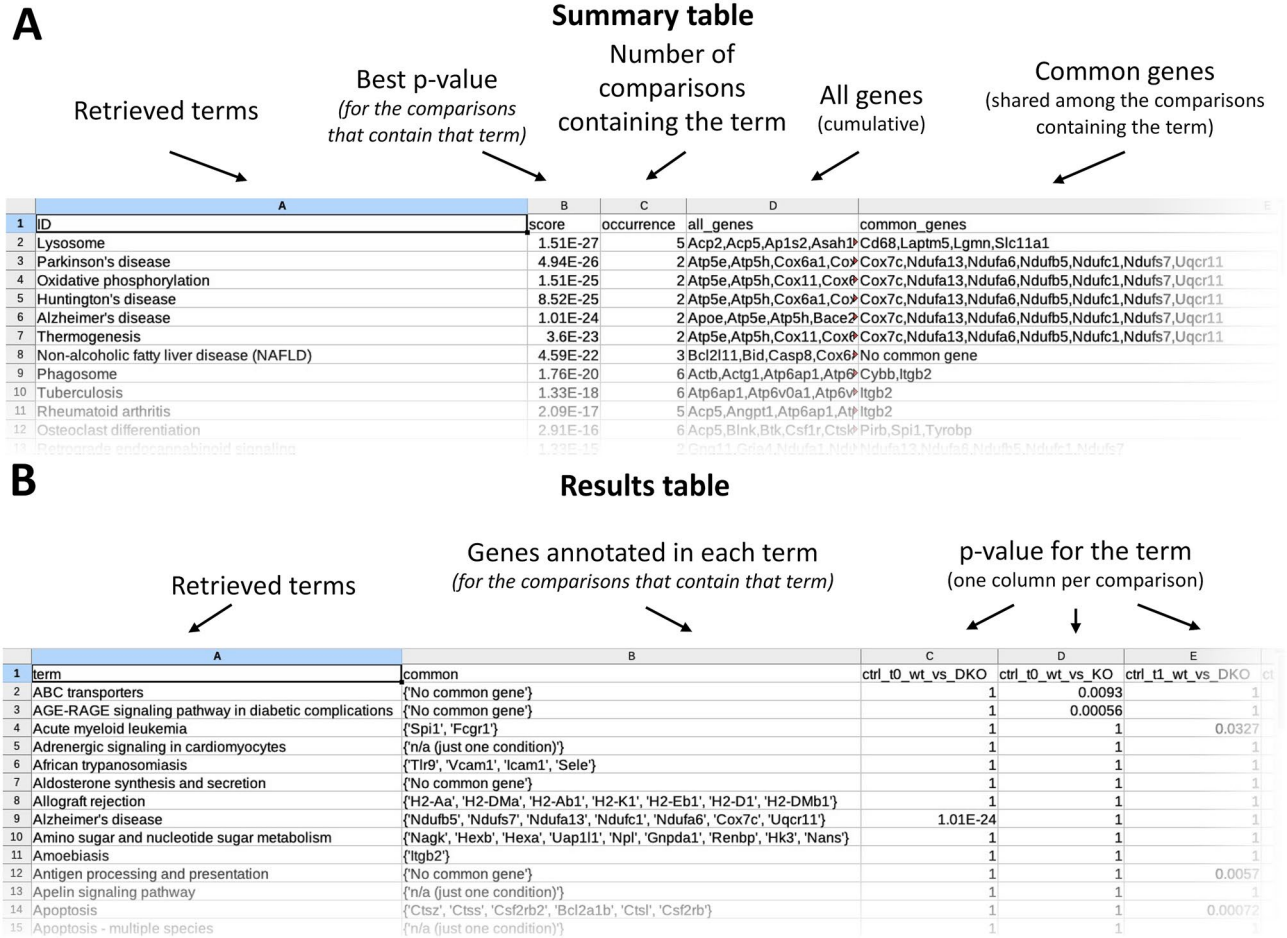
Structure of the summaries generated by reString. When running an analysis, reString will look for identifiers in the files specified, interrogate STRING to get functional enrichment data back (these tables, analogous to the ones that would be manually retrieved, will be saved into subfolders of the output folder), then write aggregated results and summaries. These are found in the specified output directory, and take the form of “results”- or “summary”-type tables, in .tsv (tab separated values) format, that can be opened out-of-the-box by Excel or Calc.

### Procedure–analysis parameters

The retrieval of functional enrichment information and the following aggregation is performed by reString with default settings, that can be adjusted.

#### Species

reString defaults to *Mus musculus*, but a different species can be selected: “Analysis > Set species” will open the species selection dialog (Supplementary Fig. S9). For species that are not listed, a taxonomy identifier can be manually set.

#### Upregulated and/or downregulated genes

reString knows from the input files whether genes/proteins are up- or downregulated in any given comparison between two conditions (Supplementary Figs. S2 and S10). This allows four types of different analyses to be selected via “Analysis > DE genes settings”: (i) “Upregulated genes only”: Functional enrichment info is searched for upregulated genes only; (ii) “Downregulated genes only”: Functional enrichment info is searched for downregulated genes only; (iii) “Upregulated and Downregulated, separately”: This is the default option. For every comparison, both upregulated and downregulated genes are considered, but separately. This means that functional enrichment info is retrieved for upregulated and downregulated genes separately, but the terms are aggregated from both. If a term shows up in both UP and DOWN gene lists, then the lowest P-value is recorded; (iv) “All genes together”: Functional enrichment info is searched for all genes together, and the resulting aggregation will reflect the functional enrichment analysis retrieved with all genes combined.

#### STRING API version

reString defaults to using the latest STRING version. To maintain compatibility with previous versions, it is possible to choose a specific version via “Analysis > Choose STRING version”.

#### Setting a statistical background

The enrichment analysis on the input is performed by STRING, which will list any term observed more frequently than expected against a background^19^. This defaults to the entire genome of the selected organism, but it can otherwise be set to a user-specified list of identifiers. A headerless, one-column table or plain textfile with one identifier per line can be set via “Analysis > Custom background”. To clear the custom background and revert to the default setting, “Analysis > Clear custom background”.

### Procedure–data visualization

reString integrates a flexible data visualization tool that aids Researchers to visualize the aggregated results and produce publication-quality heatmaps and clustermaps with a few clicks. The window can be opened via “Analysis > Draw clustermap” (Supplementary Fig. S11), and it is intended to work with reString results-type tables (Fig. 1). The tool produces customizable heatmaps or clustermaps for each enriched term across selected experimental conditions.

Another built-in tool has been designed to work with reString summary-type tables (Fig. 1), accessed through “Analysis > Draw bubble plot” (Supplementary Fig. S12). This produces a bubble plot, where for all enriched terms three stats are graphically displayed: the number of all genes annotated for that term in all experimental conditions (*x* axis), the number of common genes across all experimental conditions (bubble size) and the lower FDR score of the term in all experimental condition (color).

Detailed information on each tool and option can be found in the Supplementary Materials and Methods or in the online documentation (https://github.com/Stemanz/restring/blob/main/README.md).

### Animals and experimental procedures

Procedures involving animals and their care were conducted in accordance with institutional guidelines, in compliance with national (D.L. No. 26, March 4, 2014, G.U. No. 61 March 14, 2014), international (EEC Council Directive 2010/63, September 22, 2010: Guide for the Care and Use of Laboratory Animals, United States National Research Council, 2011) laws and policies and the ARRIVE guidelines^27^. The experimental protocol was approved by the Italian Ministry of Health (Protocollo 2012/4).

Apoe knockout (EKO) mice (https://www.jax.org/strain/002052) in the C57BL/6J background were purchased from Charles River Laboratories (Calco, Italy); double Apoe and Apoa1 knockouts (DKO) were generated as previously described^28,29^.

Eight weeks old male mice were randomly divided, genotype-wise, into 8 groups and fed either a normal laboratory diet (NLD, 4RF21, Mucedola, Italy) or a Western-type diet (WD, TD.88137, Envigo, Italy) for 6 or 22 weeks, and sacrificed as described^30^. Briefly, mice were euthanized by exsanguination under general anesthesia with 2% isoflurane (Merial Animal Health, Woking, UK), where blood was removed by perfusion with 1 × PBS. Aortas were then snap-frozen in liquid nitrogen for RNA-seq analyses (n = 3) or longitudinally opened, pinned flat on a black wax surface in ice-cold PBS and photographed unstained for en face analysis (n = 6–7)^30–36^.

### RNA extraction

Total RNA was isolated from mouse aorta and extracted as previously described^36^. RNA was quantified and purity was checked, and 1 μg RNA was retrotranscribed to cDNA, as described^37^. Possible gDNA contamination was ruled out by running a PCR on 20 ng of cDNA/RNA with a primer pair producing two amplicons of different size on cDNA (193 bp) and gDNA (677 bp), see Supplementary Table S1 and Supplementary Fig. S13.

### Quantitative PCR

Twenty ng of cDNA were used as template for each qPCR reaction, performed on a CFX Connect thermal cycler with iTAQ Universal Sybr Green Supermix (Bio-Rad, Segrate, Italy). Conditions and primers are detailed in Supplementary Table S1. A final melting curve analysis was always performed. Fold changes relative to the control group were calculated with the ΔΔCt method^38^. The gene cyclophilin A (Ppia) was used as reference gene^39^.

### RNA-seq analyses

The quality of the mRNA was tested using the Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA) prior to RNAseq; samples with RIN < 7.0 were discarded. RNA samples were processed using the RNA-Seq Sample Prep kit from Illumina (Illumina, Inc., CA, USA). Clusters of tagged libraries (8–9 per single Illumina flowcell, created using the Illumina Cluster Station) were sequenced on a Genome Analyzer IIx (Illumina, Inc., CA, USA) to produce 50 nt-long, unpaired reads. Reads were mapped on the UCSC genome assembly mm10 (reference strain C57BL6/J) using the classic tuxedo suite bowtie and tophat programs^40^. Estimation of gene expression levels was performed using cufflinks^40^. Genes with an adjusted *P* value lower than 0.05 were considered differentially expressed (DE). All data and materials have been made publicly available at NCBI GEO. Data sets can be accessed at (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE173974)﻿.

### Data processing and visualization

Gene ontology analyses were performed with reString by querying STRING^41^ as thoroughly described in this manuscript; and terms with adjusted P-values lower than 0.05 were considered significant. Principal Component Analysis was performed with Scikit-learn^42^. Data visualization was performed with reString, as well as SciPy^43^, matplotlib^23^ and seaborn^24^ libraries for the Python programming language.

## Results and discussion

We have developed reString as a tool to help Researchers without prior bioinformatics knowledge tackle the issue of retrieving, analyzing, and summarizing functional enrichment results from complex experimental layouts.

A typical, moderately sized experimental layout is shown in Fig. 2. Therein, three different sample types (in our example, identified with different colors: red, blue and green) are subjected to two different treatments, whose impact is assayed at two different time points by RNAseq. This translates to 12 different comparisons, if the focus of the experiment is prioritizing the differences among the genotypes, as schematized in Fig. 3. The task of manually retrieving, inspecting and analyzing functional enrichment results from all these analyses looks daunting, yet that is how it is managed in a sizeable number of research groups.

**Figure 2:**
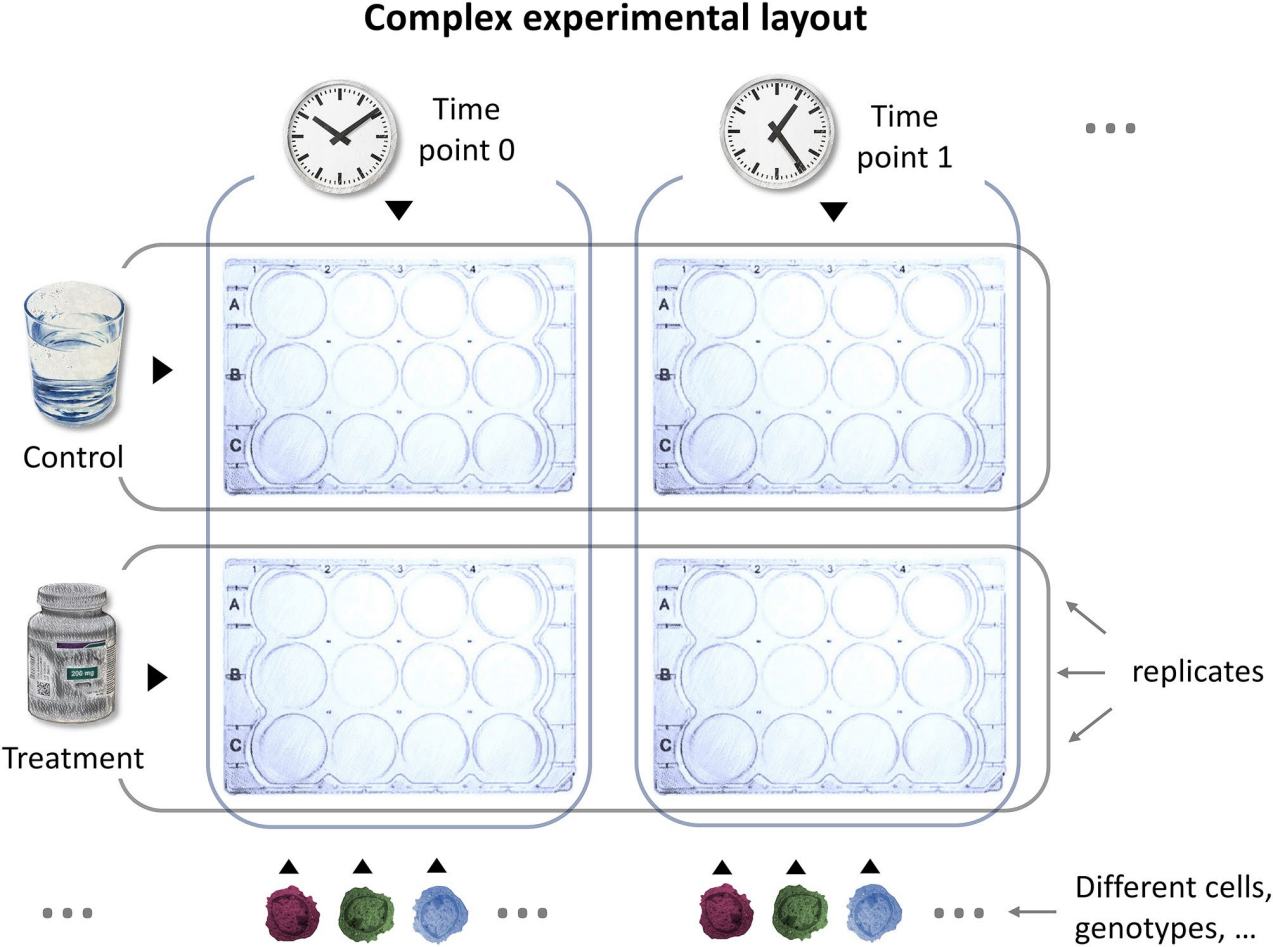
Hypothetical scheme of an experimental setup. Modern high-throughput -omic approaches generate huge lists of differentially expressed (DE) genes/proteins, which can in turn be used for functional enrichment studies. Manually reviewing a large number of such analyses is time consuming, especially for experimental designs with more than a few groups. A prototypical example is shown in the picture. This example setup has two treatments, given at two time points to three different sample types (represented with different colors). While this represents a fairly common experimental design, the inspection of functional enrichment results for such all possible combinations would require substantial effort. reString makes it easy to automatically deal with this situation.

**Figure 3:**
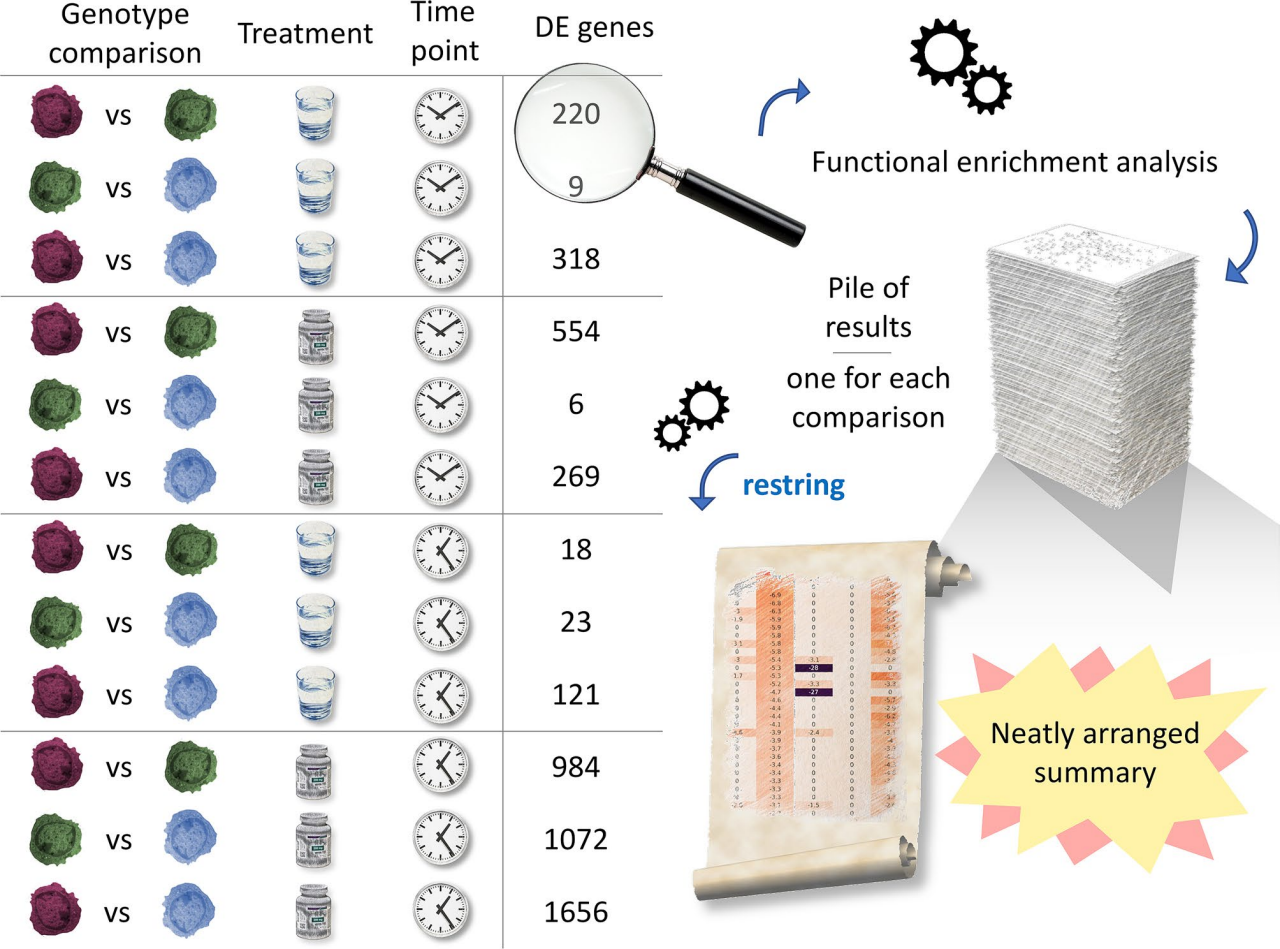
Comparisons generated from the example experimental setup. The example experimental setup has two treatments, given at two time points to three different sample types (represented with different colors). After quantifying gene expression by RNAseq, the experimental workflow (either managed in-house or sent to the Researcher by a company) generates DE genes lists for every comparison. As in many experimental pipelines, each list of DE genes is investigated with functional enrichment tools, such as STRING. Every comparison generates one or more tables (depending on the criteria the genes of interested are selected with), and reString makes it easy to generate summary reports from all of them, automatically.

reString was designed to work with input tables that are only required to contain the desired genes and the fold change information of each gene (Supplementary Fig. S2). To obtain a list of genes or proteins to work with, a conventional approach is filtering the full list of entries, that can comprise hundreds to thousands of identifiers, by means of P-value, false discovery rate or desired fold change threshold. RNAseq or proteomics services provide tabular data that contain this information which can be easily handled by simple spreadsheets, such as Microsoft Office’s Excel or LibreOffice’s Calc.

With reString, retrieving functional enrichment data and producing summaries from the 12 sample data tables takes no longer than ~ 5 min. With a few further clicks, results can be visualized and saved as clustermaps and bubble plots.

reString leverages STRING APIs to automatically retrieve functional enrichment information from KEGG^7^, GO^11^ (Biological Processes, Molecular Function, Cellular Component), and Reactome^12^ pathways knowledge bases. For each User-supplied file, reString (depending on the analysis settings) either splits the gene list into up- or downregulated genes, or takes all genes, and queries the remote server retrieving functional annotation information, if the gene lists contain sufficient elements to produce statistically significant results. The five knowledge bases considered produce tab-delimited text files that are each saved in a folder bearing the same name of the input file from which it was generated, and are available to the Researcher for further inspection. These files are analogous to the ones that would be downloaded by hand from the STRING website (Supplementary Fig. S6). File names are prepended by reString with either “UP_, “DOWN_” or “ALL_” as a way to identify whether they were produced with upregulated, downregulated or all genes of each input file, respectively. After fetching functional enrichment data, for each knowledge base (internally referred to as *kind* within the application code and documentation), reString produces two types of abridged summaries by aggregating information from files of all comparisons (Fig. 1). The whole procedure is summarized in Fig. 4.

**Figure 4:**
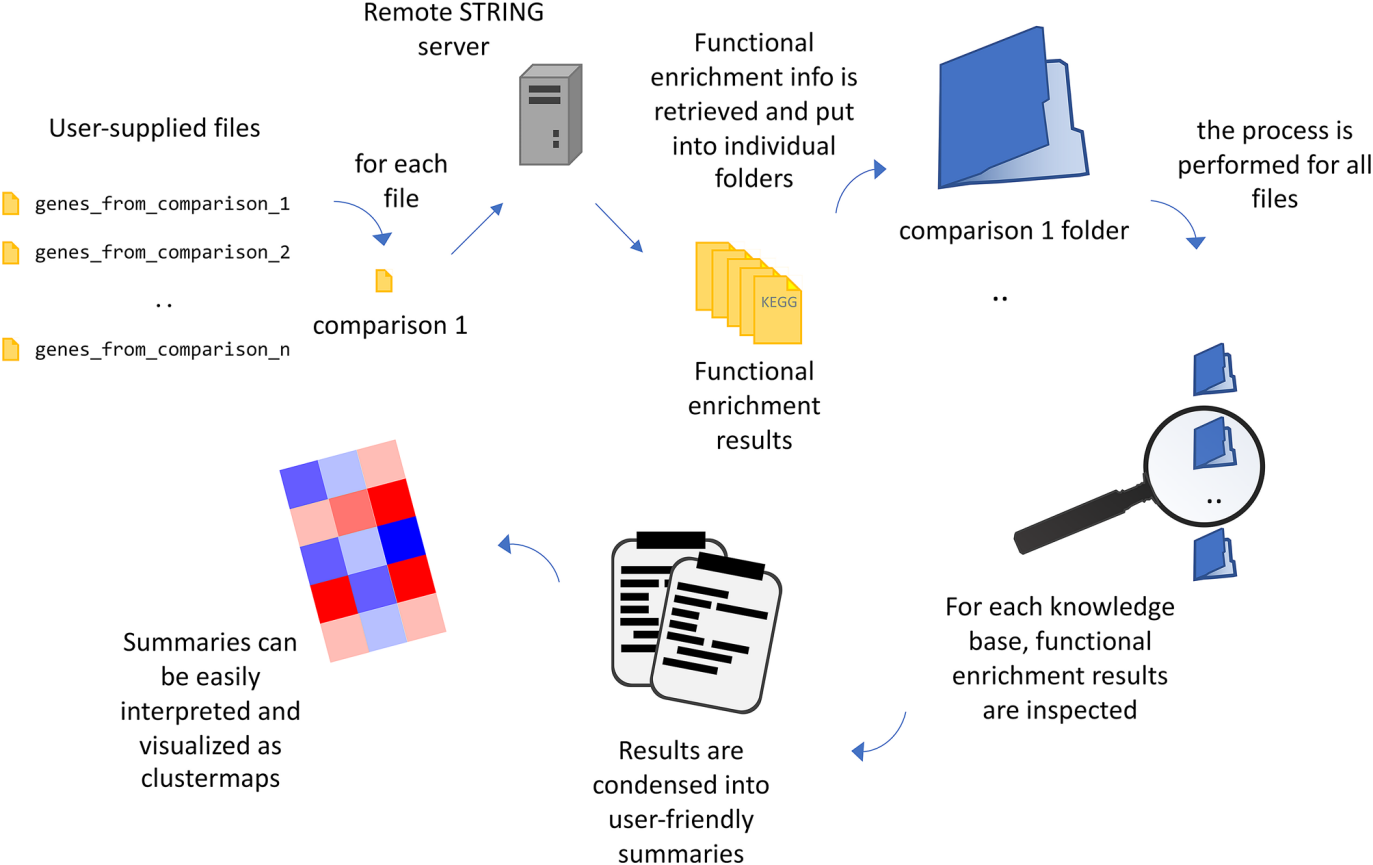
Schematics of reString workflow. reString works with user-supplied files that contain gene or protein identifiers, along with information of their expression in two experimental conditions in the form of fold change. For each input file, reString retrieves functional enrichment from the remote STRING server, then creates a folder where it stores the results (for KEGG Pathways, Reactome Pathways, and gene Ontology Biological Processes, Molecular Function and Cellular Component). Depending on the analysis settings, results can be retrieved for upregulated or downregulated genes only, for both up- and downregulated genes taken separately, or from all genes simultaneously. Then, results are condensed and abridged into user-friendly summaries.

Summary-type tables contain, for each term (the nature of the term depends on the type of knowledge base queried, for instance KEGG pathways or Reactome pathways), the lower P-value score ever observed across all comparisons, the number of comparisons where the term has been found enriched in a statistically significant way (indicated with “occurrence” in the table), a list of unique identifiers gathered from all comparisons (“all_genes” column), and a list of identifiers that is shared between all comparisons where the term is statistically significant (“common_genes” column). In the case there are no shared genes, even though the term is found across multiple comparisons, reString marks the condition as “No common gene”. Conversely, if the term shows up in only one comparison, reString marks the condition as “n/a: just one condition”, and the gene identifiers of that one condition can be found under “all_genes” (Fig. 1A). This summary is useful to rapidly identify the strongest (by statistical significance) terms with respect to all comparisons simultaneously—or a subset thereof, as well as to readily identify the underlying genes.

Results-type tables contain, for each term, the genes that were found common among all comparisons, as well as the corresponding FDR-value of that term in every comparison (one column per comparison, Fig. 1B). In the case a comparison failed to enrich in a statistically significant way for the term being considered, a *P* value of 1 is assigned by default. In case the aggregation is set to consider upregulated and downregulated genes separately (see “Procedure–analysis parameters” in Materials and methods), in the unlikely case the term is enriched in both, the lowest P-value is taken into account. This summary is especially useful to map the distribution of the statistical significance of each term across all comparisons, and to present this result graphically with the reString built-in clustermap drawing tool (Supplementary Fig. S11).

An example of a clustermap drawn from aggregated results of Reactome pathways from sample data is shown in Fig. 5. In addition to rapidly conveying the message of which terms are enriched in a particular comparison, with respect to the entirety of experimental conditions, the way reString organizes the functional enrichment files makes it easy to retrieve which genes are contained in a clustermap block. For instance, to investigate the genes related to Immune System term in the Reactome Pathways, it is sufficient to open the corresponding folder of the desired experimental condition (for instance, treatment_t1_red_VS_treatment_t1_blue_FC), and pick the corresponding RCTM tables (Supplementary Fig. S14). Furthermore, if the analysis was run with up- and downregulated genes separately (as per default), it is easy to determine what list the term is contained in.

**Figure 5:**
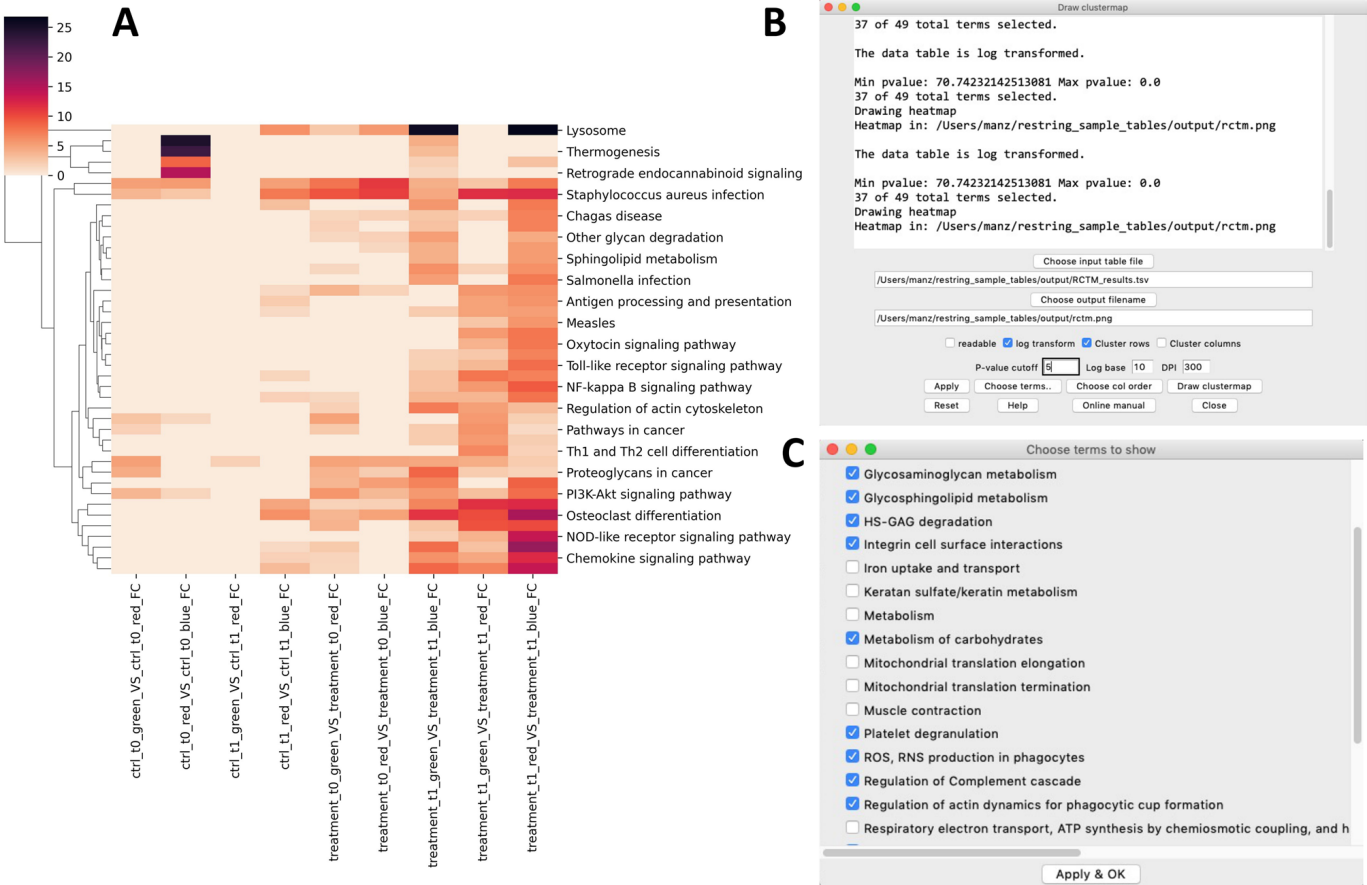
Visualization of a “results”-type table with built-in clustermap tool. The clustermap showing the results for Reactome Pathways obtained with the sample files is shown in (**A**). After running reString with sample input files, it is possible to quickly personalize and draw a clustermap of the results via the built-in clustermap tool (**B**). In this example, the FDR values have been log-transformed, and a cutoff of 5 (corresponding to FDR < 0.00001) has been applied to restrict the plot to the most significant enriched terms. Further, it is possible to remove form the plot terms that are deemed unfit, as shown in (**C**).

An example of a bubble plot drawn from aggregated results of KEGG pathways is shown in Fig. 6. This kind of visualization helps identifying, at a glance, the terms that contain the highest number of enriched genes, the number of shared genes across considered experimental conditions and the corresponding FDR. This tool, smoothly integrating with the clustermap tool, helps providing a clearclut graphical visualization of relevant information of common elements of the functional enrichment of a large number of experimental conditions.

**Figure 6:**
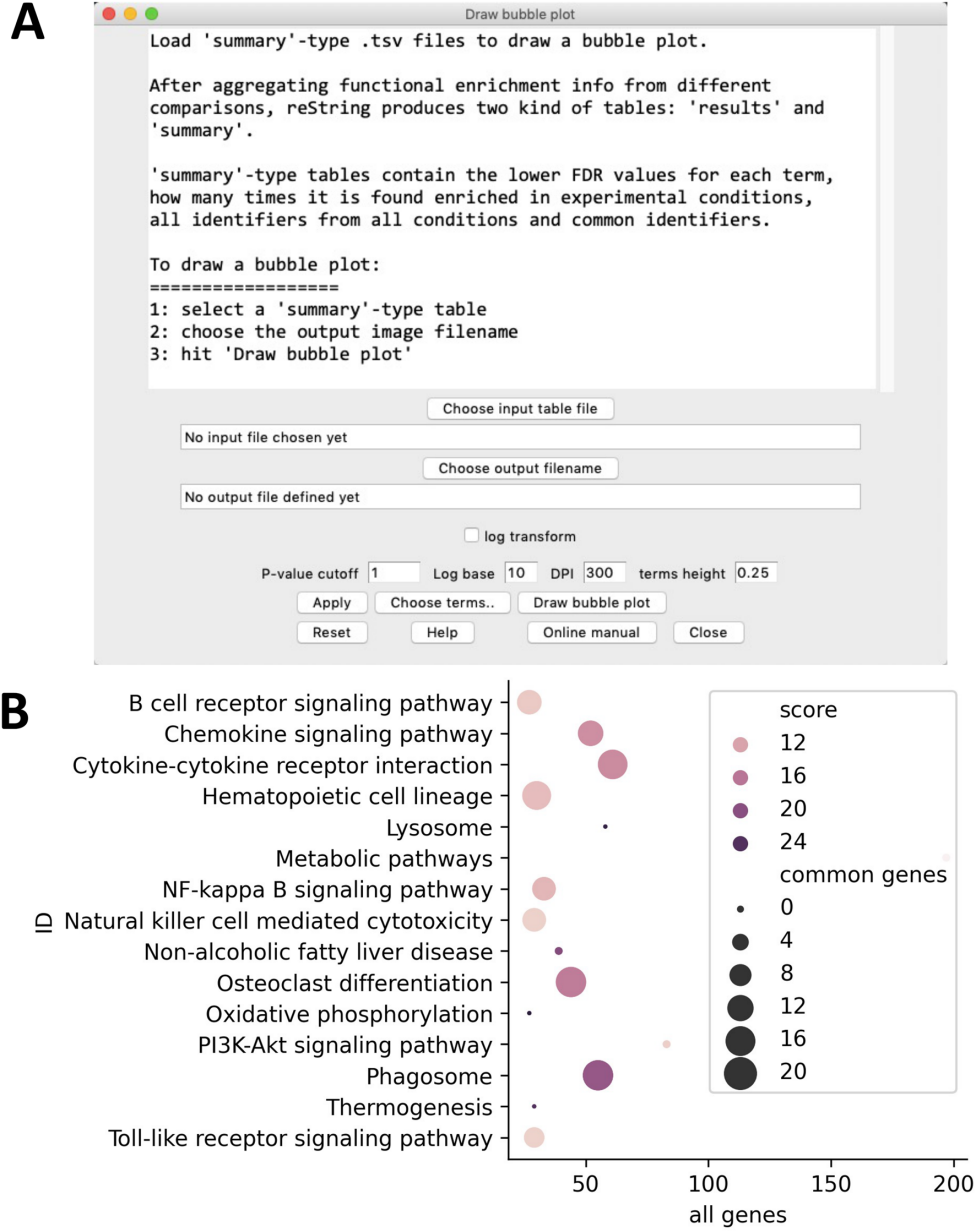
Visualization of a “summary”-type table with built-in bubble plot tool. An example bubble plot showing the results for selected KEGG Pathways is shown in (**A**). After running reString with sample input files, it is possible to quickly personalize and draw a bubble plot of the results via the built-in bubble plot tool (**B**). Similarly to the clustermap tool, customization options are available.

The software tool described in the present manuscript has already been employed previously^30^. To further demonstrate the usefulness of reString in the handling of functional enrichment results from complex experimental layouts in just a few clicks, we used it to process RNAseq data generated in our laboratory. 

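RNA from 25 whole aortas was sequenced as 50 nt unpaired reads, with 4 libraries for DKO on NLD at 6 weeks and 3 for each of the other 7 groups of genotype, diet and time. EKO mice lack Apoe, DKO mice lack Apoe and Apoa1, NLD is the normal laboratory diet and WD the Western-type diet, each fed for 6 or 22 weeks. Apoa1, the gene of apolipoprotein A-I, lies on chromosome 9 of mm10 from 46228630 to 46230469 and was between 0 and 1.97 FPKM in the 25 libraries of both genotypes, so its level cannot check the genotype labels. Apoe, the gene of apolipoprotein E, lies on chromosome 7 of mm10 from 19696244 to 19701310 and was between 2.97 and 20.7 FPKM in 24 libraries. Ppia, the reference gene of the qPCR, was between 1029.8 and 1348 FPKM in the 6 libraries of EKO at 22 weeks and between 449.9 and 842 FPKM in the other 19. The values are FPKM, fragments scaled to transcript length and to the mapped total, made by the authors with Cufflinks after alignment to mm10. Read counts cannot be recovered from them, so the depth behind each value is unknown. Fold changes were taken on log2(FPKM + 1), which understates them for genes of low level. The 12797 genes with a mean of at least 1 FPKM over all libraries were tested in limma with 1 mean per group, moderated variances with a trend and robust estimation, and Benjamini-Hochberg adjusted p under 0.05 within each comparison. Gene lists were tested for over-representation among the genes called higher and among those called lower by one-sided Fisher's exact test, adjusted over 54 lists and 2 directions in each comparison. Replicate 2 of EKO on WD at 22 weeks, called the partial library here, lists 68.5% of the 8646 genes with a mean over 5 FPKM in the 2 other replicates at 0. In the text order of the chromosomes its values stop on chromosome 15 between Tmem184b, which starts at 79360684, and Mir1943, which starts at 79375228. Counts are therefore given as deposited and, by an alternative chosen after seeing the data, with this library's values after the stop taken as missing for 8713 of the tested genes. As deposited, the zeros of the partial library lower the mean of EKO on WD at 22 weeks for these genes, whatever their level in the 2 other replicates. Fold changes of single genes, with their standard errors and adjusted p, come from the fit with the missing values set aside, and the adjusted p as deposited is added where it did not pass.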

To this aim, we performed RNAseq on mouse aortas of two different mouse strains, knockout for Apoe (EKO), the gene encoding for apolipoprotein E, and double knockout for Apoe and Apoa1, the gene encoding for apolipoprotein A-I (DKO). Both genotypes are severely dyslipidemic (EKO mice are strongly hyperlipidemic, DKO almost completely lack high-density lipoproteins) and are prone to atherosclerosis development. For each mouse line, the experimental plan envisaged two different time points, and two different dietary treatments, a standard laboratory diet (NLD), extremely low in dietary fats and without cholesterol, or a Western-type diet, enriched in fats and cholesterol (WD—Supplementary Fig. S15).

Atherosclerosis development was evaluated in the whole aorta. After 6 weeks on NLD, no atherosclerotic plaques were visible in any genotype, whereas on WD both EKO and DKO mice showed initial atherosclerosis development. A comparable plaque development was observed in mice of both genotypes even after 22 weeks at NLD. Twenty-two weeks on WD worsened atherosclerotic plaques, dramatically increasing lesion size in both DKO and EKO mice (Fig. 7 and Supplementary Fig. S16).

**Figure 7:**
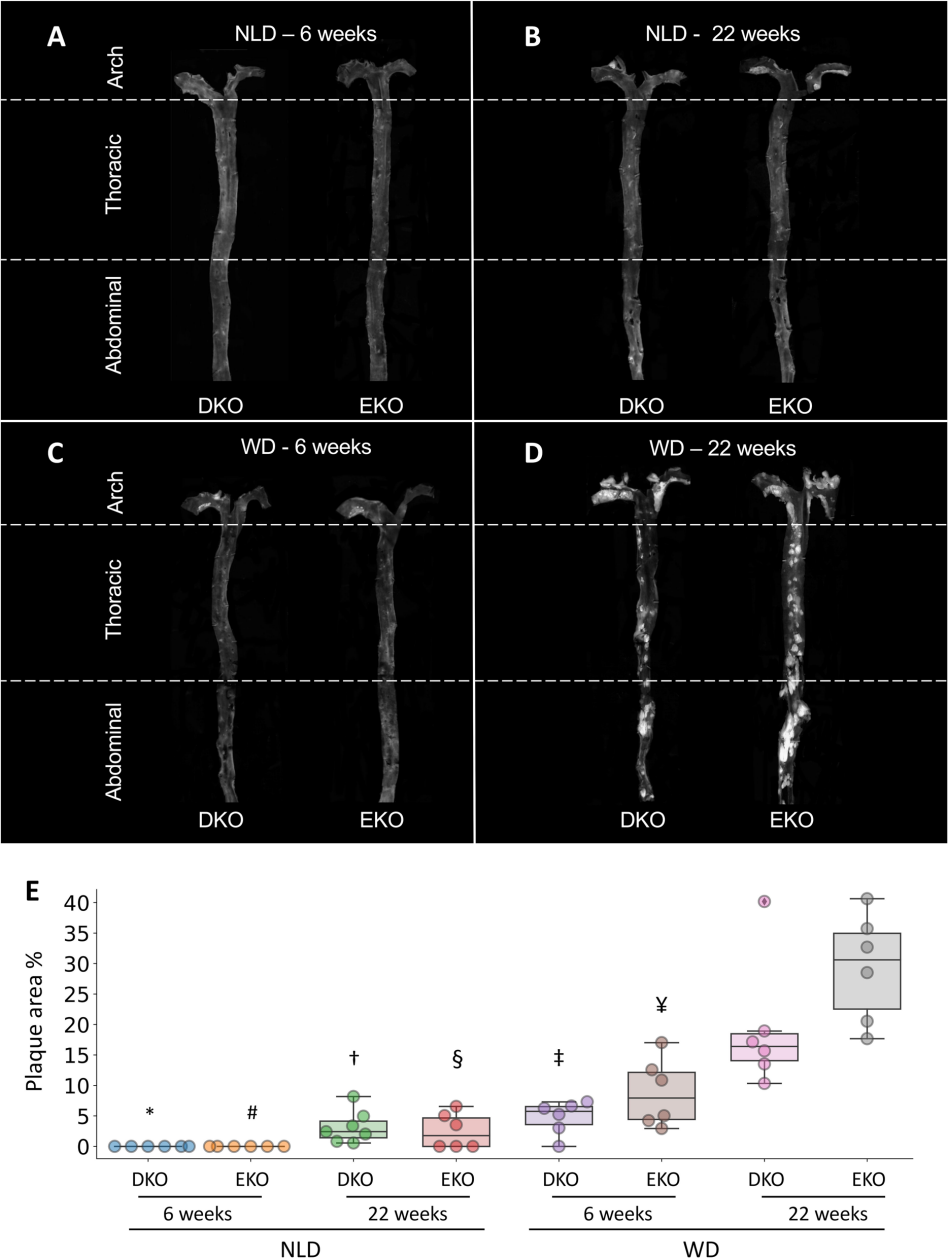
Quantification of aortic plaque area by en-face analysis. At the end of the dietary treatments, whole aortas were collected and the *en-face* analysis was performed to quantify the percentage of aortic surface covered by atherosclerotic plaques (white areas) (**A**–**D**). Data is shown as box plots, with upper and lower ends of the boxes indicating the 25th and 75th percentiles, respectively (**E**). The length of the box shows the interquartile range within which 50% of the values are located. The solid grey lines denote the median. Statistically significant differences were determined with Welch’s ANOVA followed by Dunnett’s post-hoc test, as follows: EKO 22 weeks at WD versus * DKO, 6 weeks NLD (*p* = 0.0065); # EKO, 6 weeks NLD (*p* = 0.0065); † DKO, 22 weeks WD (*p* = 0.0067); § EKO, 22 weeks (*p* = 0.0071); ‡ DKO, 6 weeks WD (*p* = 0.010); ¥ EKO, 6 weeks WD (*p* = 0.025).

After the necessary bioinformatic analyses (reads QC, trimming, mapping, transcript abundance estimation, etc.), we produced reString-compliant lists of DE genes for twelve comparisons. As an example, aggregated results for KEGG Pathways are shown in Fig. 8. Transcript abundance estimation was validated by quantitative polymerase chain reaction on 6 randomly picked genes and was found to closely match RNA-seq results (Supplementary Fig. S17).

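Cd68 encodes a glycoprotein of macrophage endosomes and lysosomes and lies on chromosome 11 of mm10 from 69664213 to 69666170. In EKO, Cd68 averaged 13.0 ± 2.40 FPKM (SD, n = 3) on NLD and 42.6 ± 17.2 FPKM (SD, n = 3) on WD at 6 weeks. At 22 weeks, Cd68 in EKO was 52.7 ± 15.8 FPKM (SD, n = 3) on NLD and 335 ± 94.7 FPKM (SD, n = 3) on WD. In DKO, Cd68 averaged 8.40 ± 0.747 FPKM (SD, n = 4) on NLD and 50.9 ± 28.0 FPKM (SD, n = 3) on WD at 6 weeks, and 27.1 ± 17.5 FPKM (SD, n = 3) and 55.5 ± 15.2 FPKM (SD, n = 3) at 22 weeks. Lgals3 encodes galectin-3, a lectin of lipid-laden macrophages, and lies on chromosome 14 of mm10 from 47373860 to 47386167. In EKO, Lgals3 averaged 16.8 ± 3.70 FPKM (SD, n = 3) on NLD and 68.4 ± 36.9 FPKM (SD, n = 3) on WD at 6 weeks. At 22 weeks, Lgals3 in EKO was 78.6 ± 9.98 FPKM (SD, n = 3) on NLD and 632 ± 131 FPKM (SD, n = 3) on WD. In DKO, Lgals3 averaged 8.27 ± 1.69 FPKM (SD, n = 4) on NLD and 73.3 ± 40.1 FPKM (SD, n = 3) on WD at 6 weeks, and 28.3 ± 21.3 FPKM (SD, n = 3) and 88.3 ± 34.2 FPKM (SD, n = 3) at 22 weeks. Ctsl encodes the lysosomal protease cathepsin L and lies on chromosome 13 of mm10 from 64361890 to 64370772. In EKO, Ctsl averaged 167 ± 25.6 FPKM (SD, n = 3) on NLD and 195 ± 72.9 FPKM (SD, n = 3) on WD at 6 weeks. At 22 weeks, Ctsl in EKO was 252 ± 9.31 FPKM (SD, n = 3) on NLD and 1559 ± 549.9 FPKM (SD, n = 3) on WD. In DKO, Ctsl averaged 150.4 ± 12.5 FPKM (SD, n = 4) on NLD and 191 ± 48.7 FPKM (SD, n = 3) on WD at 6 weeks, and 188 ± 75.8 FPKM (SD, n = 3) and 189.9 ± 73.6 FPKM (SD, n = 3) at 22 weeks. Nos2 encodes the inducible nitric oxide synthase of activated macrophages and lies on chromosome 11 of mm10 from 78920787 to 78960226. In EKO, Nos2 averaged 0.884 ± 0.103 FPKM (SD, n = 3) on NLD and 1.49 ± 0.194 FPKM (SD, n = 3) on WD at 6 weeks. At 22 weeks, Nos2 in EKO was 1.63 ± 0.128 FPKM (SD, n = 3) on NLD and 5.38 ± 0.613 FPKM (SD, n = 3) on WD. In DKO, Nos2 averaged 1.06 ± 0.4 FPKM (SD, n = 4) on NLD and 2.17 ± 0.196 FPKM (SD, n = 3) on WD at 6 weeks, and 1.34 ± 0.388 FPKM (SD, n = 3) and 3.09 ± 1.19 FPKM (SD, n = 3) at 22 weeks. Elovl3 encodes a fatty acid elongase of brown fat and lies on chromosome 19 of mm10 from 46131897 to 46135694. In EKO, Elovl3 averaged 10.9 ± 6.96 FPKM (SD, n = 3) on NLD and 55.0 ± 41.3 FPKM (SD, n = 3) on WD at 6 weeks. At 22 weeks, Elovl3 in EKO was 42.0 ± 33.0 FPKM (SD, n = 3) on NLD and 9.18 and 44.9 FPKM in replicates 1 and 3 (replicate 2 listed at 0) on WD. In DKO, Elovl3 averaged 24.2 ± 11.8 FPKM (SD, n = 4) on NLD and 119.5 ± 58.8 FPKM (SD, n = 3) on WD at 6 weeks, and 63.3 ± 33.2 FPKM (SD, n = 3) and 65.5 ± 26.1 FPKM (SD, n = 3) at 22 weeks. Nnmt encodes nicotinamide N-methyltransferase and lies on chromosome 9 of mm10 from 48538002 to 48607655. In EKO, Nnmt averaged 32.6 ± 4.22 FPKM (SD, n = 3) on NLD and 38.4 ± 10.1 FPKM (SD, n = 3) on WD at 6 weeks. At 22 weeks, Nnmt in EKO was 46.8 ± 5.39 FPKM (SD, n = 3) on NLD and 54.5 and 33.2 FPKM in replicates 1 and 3 (replicate 2 listed at 0) on WD. In DKO, Nnmt averaged 10.4 ± 2.90 FPKM (SD, n = 4) on NLD and 11.1 ± 0.556 FPKM (SD, n = 3) on WD at 6 weeks, and 15.7 ± 6.33 FPKM (SD, n = 3) and 9.17 ± 1.01 FPKM (SD, n = 3) at 22 weeks. Cd68, Lgals3, Ctsl and Nos2 were higher in EKO on WD at 22 weeks than in DKO on WD at 22 weeks, EKO on NLD at 22 weeks and EKO on WD at 6 weeks in limma, as deposited and with the missing values set aside. Nnmt was higher in EKO than in DKO on both diets at both times with the missing values set aside, and Elovl3 passed in none of the 12 comparisons in either fit (limma, 3 of the 12 at an unadjusted p under 0.05 with the missing values set aside).

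**Figure D1:**
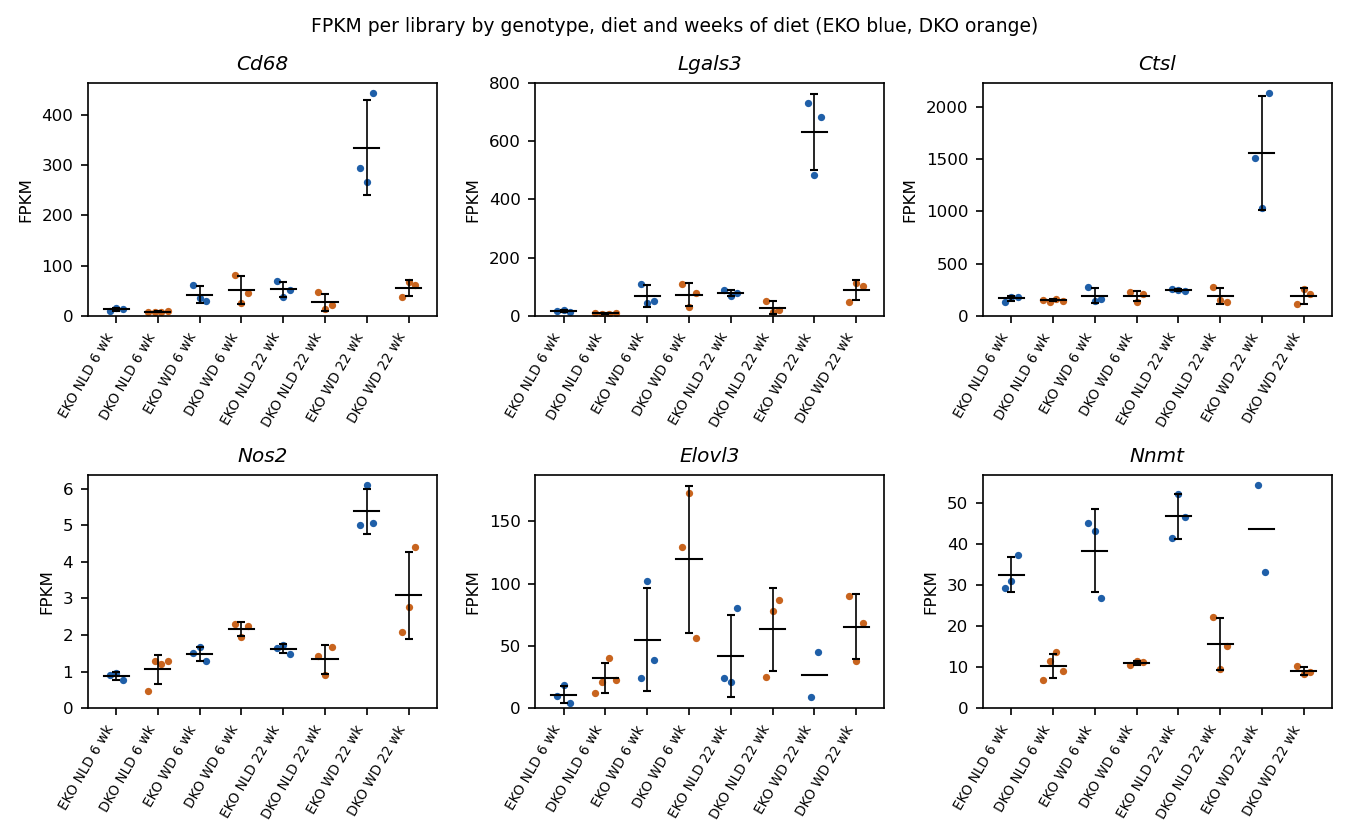
FPKM of Cd68, Lgals3, Ctsl, Nos2, Elovl3 and Nnmt per library (points) on a linear axis that starts at 0, by genotype, diet and time, with the mean (line) and SD (bars) of groups with over 2 values. Values of the partial library are left out for Elovl3 and Nnmt, which lie after the point where its values stop. Cd68, Lgals3 and Ctsl sit highest in EKO on WD at 22 weeks.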

**Figure 8:**
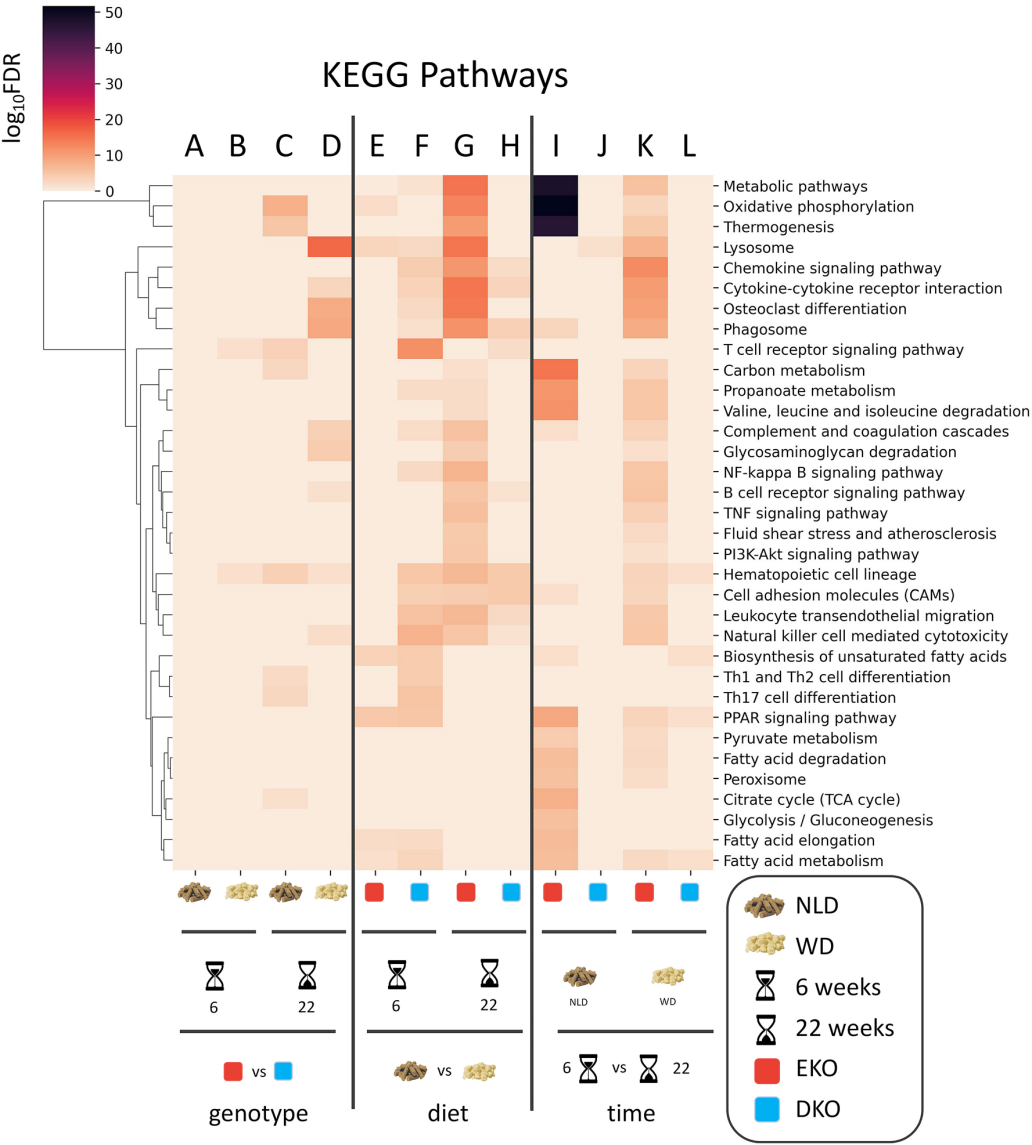
Aggregation of functional enrichment results—KEGG. reString was used to retrieve and process functional enrichment data of from lists of differently expressed genes, taken from multiple one-to-one comparisons. Aggregated data for KEGG Pathways has been processed and customized with reString, and it is shown unmodified from the program (to the exception of the graphical legend, **A**–**L**). Eyeing the clustermap immediately delivers take-away messages that would have been otherwise tricky to obtain, such as: (i) the two genotypes show differences at the latest time point. At WD, pathways show more robust FDR scores (**C**,**D**); (ii) diet differences push changes in gene expression at the latest time point in EKO (**G**) but not in DKO (H); (iii) eating WD rather than NDL drives dramatic changes in the metabolism of EKO at 6 (**I**), but not at 22 weeks (**K**); conversely, the passing of time does yield less dramatic changes in gene expression in DKO (**J**,**L**).

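Ctsl, the gene of cathepsin L, rose more with WD at 22 weeks in EKO than in DKO, with a difference in log2 fold change of 2.56 (standard error 0.46, adjusted p = 0.0053, 0.067 as deposited). Loxl2, which crosslinks collagen, rose more with WD at 22 than at 6 weeks in EKO (difference of 1.92, standard error 0.34, adjusted p = 0.0021). Lyz1, a lysozyme gene of myeloid cells, rose more with time on WD in EKO than in DKO (difference of 2.60, standard error 0.42, adjusted p = 3.6e-04). On NLD, the complex V subunit gene Atp5h rose more with time in EKO than in DKO (difference of 1.54, standard error 0.36, adjusted p = 0.014, 0.28 as deposited). The difference between the genotypes in the response to WD was tested directly for every gene. At 22 weeks 19 genes had a higher and 6 a lower response in EKO than in DKO as deposited, and 452 and 105 with the missing values set aside. At 6 weeks this test called Scarna8 alone as deposited, a small RNA gene chosen after its values were seen, and 4 genes with the missing values set aside. Of 113 lysosome genes tested for a response to WD at 22 weeks that differs between the genotypes, 34 had a higher response in EKO, 1 had a lower response in EKO and 78 did not pass with the missing values set aside (59 had a higher response in EKO and 3 had a lower response in EKO adjusted over the list alone). Fisher's exact test gave adjusted p = 8.9e-21 for the list and adjusted p = 0.54 with an estimated correlation. Limma called no member as deposited (19 had a higher response in EKO and 2 had a lower response in EKO at an unadjusted p under 0.05, 3 had a higher response in EKO adjusted over the list alone). The difference between the genotypes in the change with time called 66 genes with a higher and 62 with a lower change in EKO on NLD as deposited (403 and 95 with the missing values set aside), and 160 and 79 on WD (986 and 160). The response to WD differed between 22 and 6 weeks for 103 genes in EKO as deposited, 68 of them higher, and for 2759 with the missing values set aside, 1205 of them higher. In DKO the same test called 1 gene as deposited, the small RNA gene Snord2, chosen after its values were seen, and 5 with the missing values set aside. The count of the diet-by-genotype test at 22 weeks was 613 without the partial library and between 7 and 26 without any other of the 12 libraries.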

Although there was a comparable plaque development in the two genotypes, the transcriptome analysis revealed different gene expression signatures.

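Over the mean of the 4 diet and time groups, Lgals3, the gene of galectin-3, was higher in EKO with a log2 fold change of 1.37 (standard error 0.23, adjusted p = 2.6e-04). Fuca2, a fucosidase gene, had a log2 fold change of 0.56 (standard error 0.08, adjusted p = 2.9e-05), and Soat1, which esterifies cholesterol, a log2 fold change of 0.56 (standard error 0.12, adjusted p = 0.0019). Apoc3, an apolipoprotein gene next to Apoa1, lies on chromosome 9 of mm10 from 46233050 to 46235636 and was lower in EKO on NLD at 22 weeks, at 1.93 ± 0.998 FPKM (SD, n = 3) against 7.02 ± 1.74 FPKM (SD, n = 3), a log2 fold change of -1.49 (standard error 0.44, adjusted p = 0.042, 0.18 as deposited). In all, 253 genes were higher and 100 lower in EKO as deposited, and 2020 higher and 264 lower with the missing values set aside (1290 and 394 after median-ratio rescaling as well). Among 113 lysosome genes over the mean of the 4 groups, 60 were higher in EKO and 53 did not pass with the missing values set aside (73 were higher in EKO adjusted over the list alone). Over-representation had adjusted p = 2.1e-18 by Fisher's exact test and adjusted p = 0.48 with an estimated correlation. As deposited, 9 were higher in EKO and 104 did not pass (18 were higher in EKO adjusted over the list alone, Fisher's exact test adjusted p = 0.02, adjusted p = 0.98 with an estimated correlation). By group, limma called 0 of these higher on NLD and 0 on WD at 6 weeks (5 and 9 at an unadjusted p under 0.05), and 3 on NLD and 74 on WD at 22 weeks with the missing values set aside. Of 77 cytosolic ribosome genes over the mean of the 4 groups, 69 were higher in EKO, 2 were lower and 6 did not pass with the missing values set aside (72 were higher in EKO and 2 were lower adjusted over the list alone). The cytosolic ribosome list as a whole had adjusted p = 1.1e-44 (Fisher's exact test) and adjusted p = 0.45 with an estimated correlation. As deposited, 15 were higher in EKO, 1 was lower and 61 did not pass (21 were higher in EKO and 1 was lower adjusted over the list alone, Fisher's exact test adjusted p = 2.3e-09, adjusted p = 0.98 with an estimated correlation). By group, 1 of these ribosome genes was called higher on NLD and 1 on WD at 6 weeks (median log2 fold changes -0.04 and 0.11), and 70 and 68 at 22 weeks (medians 1.13 and 1.01) with the missing values set aside. Of the 77, 72 share 5% or more of their 50 nt stretches with other transcripts. Rps12, a gene of the small ribosomal subunit, had a log2 fold change of 1.39 (standard error 0.07, adjusted p = 3.0e-12). The 5 EKO libraries of 22 weeks other than the partial one stood above every other library by over 1 log2 unit for 63 genes, 12 of them ribosomal, and below every other library for 52. Counts as deposited were 2314 in all without the partial library.

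**Figure D2:**
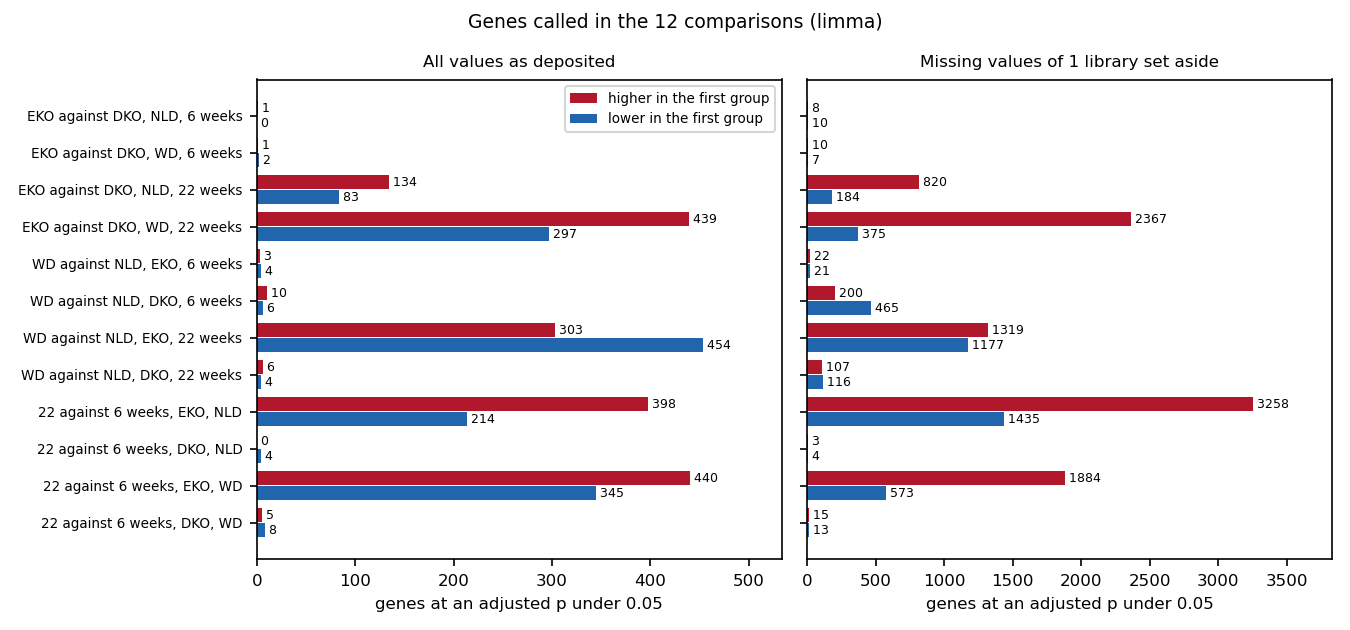
Number of genes called higher and lower in limma in each of the 12 comparisons, as deposited and with the missing values set aside. The bars start at 0 on a linear axis, and the comparisons that hold EKO at 22 weeks have the tallest bars.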

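At 22 weeks on WD, Soat1 was higher in EKO, at 19.3 ± 4.27 FPKM (SD, n = 3) against 4.63 ± 1.25 FPKM (SD, n = 3) in DKO, a log2 fold change of 1.85 (standard error 0.24, adjusted p = 1.1e-05). Col1a1, a fibrillar collagen gene, lies on chromosome 11 of mm10 from 94936224 to 94953042 and was 688 ± 93.9 FPKM (SD, n = 3) in EKO and 167 ± 66.7 FPKM (SD, n = 3) in DKO, a log2 fold change of 2.13 (standard error 0.36, adjusted p = 2.0e-04). On NLD at 22 weeks the hemoglobin gene Hba-a2, which red cells carry, was 1353 ± 516 FPKM (SD, n = 3) in EKO and 173 ± 151 FPKM (SD, n = 3) in DKO, a log2 fold change of 3.23 (standard error 0.58, adjusted p = 7.8e-04). Nnmt, which methylates nicotinamide, was higher in EKO at 6 weeks on NLD (log2 fold change 1.60, standard error 0.24, adjusted p = 0.0059, 1 as deposited) and on WD (log2 fold change 1.67, standard error 0.26, adjusted p = 0.0061, 1 as deposited). At 22 weeks Nnmt had a log2 fold change of 1.58 (standard error 0.26, adjusted p = 3.7e-04, 0.97 as deposited) on NLD. On NLD at 6 weeks limma called 1 gene as deposited, Gm5506, and 18 with the missing values set aside (155 and 666 at an unadjusted p under 0.05). On WD at 6 weeks it called 3 and 17, and the 3 as deposited were Gm8580, Scarna8 and Snora21, of which Gm8580 was chosen after its values were seen. On NLD at 22 weeks 134 higher and 83 lower genes in EKO were called as deposited, and 820 higher and 184 lower with the missing values set aside (548 and 234 after median-ratio rescaling as well). On WD at 22 weeks the counts were 439 higher and 297 lower as deposited (329 and 408 after median-ratio rescaling) and 2367 higher and 375 lower with the missing values set aside (1667 and 555 after rescaling). Of 23 pathway lists, 5 were over-represented among the higher genes on WD at 22 weeks as deposited and 8 with the missing values set aside, and 2 on NLD at 22 weeks with the missing values set aside. Camera with an estimated correlation called no pathway list in these comparisons in either fit (2 at an unadjusted p under 0.05 with the missing values set aside, none as deposited, lowest adjusted p = 0.26). As deposited, list members after the stop share a 0 in the partial library, which can raise the estimated correlation and hide a list. No pathway list passed Fisher's exact test in either 6-week comparison, and none had an unadjusted p under 0.05 there. Of 8 erythroid marker genes on NLD at 22 weeks, 6 were higher in EKO and 2 did not pass with the missing values set aside (6 were higher in EKO adjusted over the list alone). For the erythroid marker list, Fisher's exact test gave adjusted p = 9.2e-05 and adjusted p = 0.99 with an estimated correlation. As deposited, 2 were higher in EKO and 6 did not pass (4 were higher in EKO adjusted over the list alone, Fisher's exact test adjusted p = 0.16). Of 31 collagen and matrix genes on WD at 22 weeks, 22 were higher in EKO and 9 did not pass with the missing values set aside (24 were higher in EKO and 1 was lower adjusted over the list alone). By Fisher's exact test the collagen and matrix list had adjusted p = 5.3e-09 and adjusted p = 0.73 with an estimated correlation. Fitted as deposited, 7 were higher in EKO and 24 did not pass (10 were higher in EKO and 1 was lower adjusted over the list alone, Fisher's exact test adjusted p = 0.0019, adjusted p = 0.99 with an estimated correlation). Left out in turn, EKO replicate 1 at 6 weeks on NLD gave 3 genes, EKO replicates 1 and 2 and DKO replicate 2 at 6 weeks on WD gave 1 each, and at 22 weeks on WD EKO replicates 1, 2 and 3 gave 6303, 2733 and 6621 and DKO replicate 1 gave 439.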

The comparison between genotypes (Fig. 8A–D), in accordance with the absence of plaque development after 6 weeks on NLD, did not reveal significantly enriched pathways between EKO and DKO (Fig. 8A), and showed the greatest differences after 22 weeks of dietary treatments (Fig. 8C,D). 

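Scd1, the main stearoyl-CoA desaturase gene of fat, was listed at 0 in all 6 libraries on WD at 6 weeks and between 1262 and 4253 FPKM in the 7 on NLD. Its neighbours Scd3 and Scd4 were higher in the libraries without Scd1. Scd4 averaged 36.2 ± 21.3 FPKM (SD, n = 3) in EKO and 25.2 ± 1.80 FPKM (SD, n = 3) in DKO on WD, against 0.831 ± 0.231 FPKM (SD, n = 3) and 0.749 ± 0.212 FPKM (SD, n = 4) on NLD. In the other 11 libraries, the partial one set aside, Scd1 was back between 1062 and 6070.1 FPKM, Scd3 and Scd4 fell again in DKO on WD by 22 weeks with the missing values set aside, and in EKO on WD their change with time did not pass in either fit. Mmp12, the macrophage elastase gene, rose at 6 weeks in DKO from 0.451 ± 0.245 FPKM (SD, n = 4) to 15.9 ± 7.59 FPKM (SD, n = 3), a log2 fold change of 3.44 (standard error 0.55, adjusted p = 0.0043, 0.36 as deposited). Lum, a matrix proteoglycan gene, rose at 22 weeks in EKO from 72.0 ± 20.9 FPKM (SD, n = 3) to 449 ± 79.0 FPKM (SD, n = 3), a log2 fold change of 2.66 (standard error 0.42, adjusted p = 2.0e-04). Chad, a cartilage matrix gene, rose at 22 weeks in DKO from 0.907 ± 0.202 FPKM (SD, n = 3) to 14.3 ± 11.4 FPKM (SD, n = 3), a log2 fold change of 2.67 (standard error 0.39, adjusted p = 0.0017). Acta2, smooth muscle actin, fell at 22 weeks in DKO from 3224 ± 749.8 FPKM (SD, n = 3) to 1054 ± 603 FPKM (SD, n = 3), a log2 fold change of -1.79 (standard error 0.37, adjusted p = 0.024, 1 as deposited). At 6 weeks WD called 3 higher and 4 lower genes in EKO as deposited and 22 higher and 21 lower with the missing values set aside. The 7 as deposited included Scd1 and Scd4, 3 small RNA genes (Scarna8, Snora23 and Snord2) and 2 pseudogene-like genes (Gm5506 and Rpl31-ps12). In DKO at 6 weeks the counts were 10 higher and 6 lower as deposited and 200 higher and 465 lower with the missing values set aside (238 and 193 after median-ratio rescaling as well). At 22 weeks they were 303 higher and 454 lower in EKO as deposited (306 and 265 after rescaling) and 1319 higher and 1177 lower with the missing values set aside (1557 and 846 after rescaling). In DKO at 22 weeks they were 6 higher and 4 lower as deposited and 107 higher and 116 lower with the missing values set aside (153 and 56 after rescaling). Pathway lists over-represented among the higher genes numbered 3 of 23 in DKO at 6 weeks and 8 in EKO at 22 weeks as deposited, and 2, 11, 11 and 3 in EKO and DKO at 6 weeks and EKO and DKO at 22 weeks with the missing values set aside, where 5 lists were over-represented among the lower genes in EKO at 22 weeks. With an estimated correlation, camera called none of the pathway lists for WD against NLD in either fit (10 list tests at an unadjusted p under 0.05, lowest adjusted p = 0.072). Of 12 sterol efflux genes in DKO at 6 weeks with WD, 5 rose and 7 did not pass with the missing values set aside (8 rose adjusted over the list alone). In Fisher's exact test the list had adjusted p = 1.7e-05 and adjusted p = 0.13 with an estimated correlation. As deposited, limma called no member (3 rose at an unadjusted p under 0.05, 1 rose adjusted over the list alone). Among 31 collagen and matrix genes in DKO at 6 weeks with WD, 13 fell and 18 did not pass with the missing values set aside (21 fell adjusted over the list alone). The adjusted p of the list was 1.0e-09 among the lower genes in Fisher's exact test, with adjusted p = 0.49 with an estimated correlation. In limma as deposited no member passed (12 fell at an unadjusted p under 0.05, 10 fell adjusted over the list alone). The count in EKO at 6 weeks was 4 without EKO NLD replicate 3 or EKO WD replicate 2, and in DKO at 6 weeks it lay between 3 and 28 without each of its 7 libraries. At 22 weeks it was 293, 271 and 226 without EKO NLD replicates 1 to 3 and 7329, 2514 and 7435 without EKO WD replicates 1 to 3, and in DKO 2 without NLD replicate 3 and 16, 4 and 5 without WD replicates 1 to 3.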

The comparison between diets (Fig. 8E–H) clearly showed that DKO had a more pronounced response to dietary treatment after 6 weeks (Fig. 8F), whereas EKO had a massive increase in enriched pathways after 22 weeks on WD (Fig. 8G).

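Lyz1, a lysozyme gene that may share reads with other genes, rose in EKO on WD from 16.8 ± 4.05 FPKM (SD, n = 3) at 6 weeks to 152 ± 38.0 FPKM (SD, n = 3) at 22 weeks, a log2 fold change of 3.11 (standard error 0.30, adjusted p = 2.2e-07). Col3a1, a fibrillar collagen gene, fell in EKO on NLD from 594 ± 217 FPKM (SD, n = 3) to 195 ± 40.4 FPKM (SD, n = 3), a log2 fold change of -1.54 (standard error 0.32, adjusted p = 0.0016). Cma1, a mast cell chymase gene, rose on NLD in both genotypes, in EKO from 2.49 ± 1.52 FPKM (SD, n = 3) to 9.57 ± 1.85 FPKM (SD, n = 3) (log2 fold change 1.67, standard error 0.32, adjusted p = 9.2e-04). In DKO, Cma1 rose from 2.31 ± 0.515 FPKM (SD, n = 4) to 10.6 ± 4.87 FPKM (SD, n = 3), a log2 fold change of 1.72 (standard error 0.30, adjusted p = 0.033, 0.075 as deposited). Chad rose in DKO on WD with a log2 fold change of 2.43 (standard error 0.39, adjusted p = 0.0065). From 6 to 22 weeks 398 genes rose and 214 fell in EKO on NLD as deposited (259 and 328 after median-ratio rescaling), and 3258 rose and 1435 fell with the missing values set aside (2139 and 2267 after rescaling). The median log2 fold change of all tested genes in this comparison was 0.12, and 0.00389 after rescaling, so the rise of a list in it is read against that shift. In EKO on WD 440 rose and 345 fell as deposited (365 and 466 after rescaling), and 1884 and 573 with the missing values set aside (1626 and 814 after rescaling). In DKO on NLD 4 fell as deposited, the small RNA genes Mir140, Mir1982, Mir27a and Snord2 (225 genes at an unadjusted p under 0.05), and Cma1, Mcpt4 and Tpsb2 rose in addition with the missing values set aside. In DKO on WD 5 rose and 8 fell as deposited (328 at an unadjusted p under 0.05), and 15 and 13 with the missing values set aside. Pathway lists over-represented among the genes that rose numbered 2 of 23 in EKO on NLD and 7 in EKO on WD as deposited, and 11 and 11 with the missing values set aside, where 3 lists were over-represented among the genes that fell in DKO on WD. None of the pathway lists passed over time in camera with an estimated correlation in either fit (5 list tests at an unadjusted p under 0.05, lowest adjusted p = 0.18). Of 7 mast cell marker genes in DKO on NLD over time, 3 rose and 4 did not pass with the missing values set aside (4 rose adjusted over the list alone). Tested as a list, they had adjusted p = 1.1e-08 in Fisher's exact test and adjusted p = 0.067 with an estimated correlation. No member passed in limma as deposited (4 rose at an unadjusted p under 0.05, 4 rose adjusted over the list alone, adjusted p = 0.025 with an estimated correlation). Among the collagen and matrix genes (31 tested) in EKO on NLD over time, 20 fell and 11 did not pass with the missing values set aside (22 fell adjusted over the list alone). The list had adjusted p = 5.9e-11 among the lower genes by Fisher's exact test and adjusted p = 0.88 with an estimated correlation. In the values as deposited, 2 fell and 29 did not pass (10 fell adjusted over the list alone, Fisher's exact test adjusted p = 1). In the same comparison, EKO on NLD over time, 11 of 16 brown adipocyte markers (median log2 fold change 1.73) and 11 of 20 pan-adipocyte markers rose with the missing values set aside. Of 20 macrophage marker genes in EKO on WD over time, 17 rose and 3 did not pass with the missing values set aside (17 rose adjusted over the list alone). Together they had adjusted p = 8.9e-11 in Fisher's exact test and adjusted p = 0.31 with an estimated correlation. As deposited, 3 rose and 17 did not pass (3 rose adjusted over the list alone, Fisher's exact test adjusted p = 0.27). Counts moved over 1.5 times in EKO on NLD without EKO NLD 6-week replicates 2 and 3 (330 and 203) or 22-week replicates 1 and 3 (257 and 255), and in DKO on NLD without 22-week replicate 2 (9). On WD they did so in EKO without 6-week replicates 1 and 3 (523 and 413) and 22-week replicates 1, 2 and 3 (7015, 2317 and 7150), and in DKO without 6-week replicates 1, 2 and 3 (5, 3 and 5) and 22-week replicates 2 and 3 (7 and 4).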

The intra-genotype comparison between time points (Fig. 8I–L) strikingly shows how, albeit with different contributions of the different dietary treatments, there are profound changes in the gene expression profile that are still ongoing in EKO in the transition between 6 and 22 weeks (Fig. 8I,K) that are mostly absent in DKO (Fig. 8J,L). We hypothesize that DKO mice might reach a transcriptional steady state earlier than EKO.

By scrutinizing reString aggregated results (Supplemental Data Sets) we could readily observe interesting trends in some of the pathways that were modulated across all experimental conditions:

*Hematopoietic cell lineage* (mmu04640). The aggregated results showed that the “Hematopoietic cell lineage” was the most influenced pathway, the expression level of its constituent genes being impacted in 8 out of 12 experimental conditions. 

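Il7r, the interleukin-7 receptor gene of lymphoid cells, rose in EKO on NLD from 0.514 ± 0.0255 FPKM (SD, n = 3) at 6 weeks to 2.73 ± 0.746 FPKM (SD, n = 3) at 22 weeks, a log2 fold change of 1.28 (standard error 0.34, adjusted p = 0.0071). Csf2rb, the shared beta chain of the receptors for interleukin-3, interleukin-5 and GM-CSF, lies on chromosome 15 of mm10 from 78325800 to 78351001 and rose in the same comparison from 3.42 ± 1.34 FPKM (SD, n = 3) to 9.65 ± 2.95 FPKM (SD, n = 3), a log2 fold change of 1.27 (standard error 0.29, adjusted p = 0.0031). Il3ra, the interleukin-3 receptor alpha chain gene, had a log2 fold change of 0.97 (standard error 0.25, adjusted p = 0.0063). The list of the hematopoietic cell lineage pathway holds 63 tested genes. As deposited it passed Fisher's exact test in none of the 12 comparisons, and in none at an unadjusted p under 0.05. With the missing values set aside it was over-represented among the higher genes in 4 of the 12, WD against NLD in DKO at 6 weeks, in EKO at 22 weeks and in DKO at 22 weeks, and 22 against 6 weeks in EKO on WD. Camera with a preset correlation called it in 8 of the 12 as deposited and with an estimated correlation in none. Of 63 hematopoietic cell lineage genes in EKO on NLD over time, 20 rose, 2 fell and 41 did not pass with the missing values set aside (20 rose and 2 fell adjusted over the list alone). The hematopoietic cell lineage list did not pass Fisher's exact test in this comparison (adjusted p = 0.66). As deposited, 4 rose and 59 did not pass (4 rose and 1 fell adjusted over the list alone, Fisher's exact test adjusted p = 1). Without the partial library it was called in 2 of the 12 comparisons.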

Compared to DKO, EKO had this pathway enriched at the longest time point, regardless of the diet administered. 

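On WD at 22 weeks Il7r was 24.2 ± 6.91 FPKM (SD, n = 3) in EKO and 4.84 ± 0.644 FPKM (SD, n = 3) in DKO, a log2 fold change of 2.07 (standard error 0.34, adjusted p = 1.3e-04). Csf2rb2, a paralog of Csf2rb that may share reads with it, was 31.6 ± 8.96 FPKM (SD, n = 3) in EKO and 7.43 ± 1.29 FPKM (SD, n = 3) in DKO, a log2 fold change of 1.93 (standard error 0.31, adjusted p = 1.2e-04). Csf2rb, the shared receptor beta chain gene, had a log2 fold change of 1.32 (standard error 0.29, adjusted p = 0.0025). Among 63 hematopoietic cell lineage genes on WD at 22 weeks, 17 were higher in EKO, 1 was lower and 45 did not pass with the missing values set aside (18 were higher in EKO and 1 was lower adjusted over the list alone). The hematopoietic cell lineage list did not pass Fisher's exact test in this comparison (adjusted p = 0.35). As deposited, 4 were higher in EKO and 59 did not pass (4 were higher in EKO adjusted over the list alone, Fisher's exact test adjusted p = 0.80). Among the hematopoietic cell lineage genes (63 tested) on NLD at 22 weeks, limma called no member with the missing values set aside (12 were higher in EKO and 3 were lower at an unadjusted p under 0.05) or as deposited (8 were higher in EKO and 2 were lower at an unadjusted p under 0.05), and no member passed adjusted over the list alone. Of 10 neutrophil marker genes on WD at 22 weeks, 5 were lower and 5 did not pass with the missing values set aside (7 were lower adjusted over the list alone). Fisher's exact test gave adjusted p = 5.1e-05 among the lower genes for the list and adjusted p = 0.60 with an estimated correlation. Fitted as deposited, 7 were lower and 3 did not pass (8 were lower adjusted over the list alone, Fisher's exact test adjusted p = 4.1e-08, adjusted p = 0.99 with an estimated correlation). Neutrophil genes after the stop hold a 0 in the partial library, which lowers them in EKO as deposited, so the smaller p there adds no support.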

In EKO, WD administration and the passing of time synergistically enriched this pathway. Conversely, in DKO, WD only increased the expression of these genes mainly after 6 weeks.

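In EKO at 22 weeks Il7r rose with WD with a log2 fold change of 2.74 (standard error 0.34, adjusted p = 1.9e-05), and on WD it rose with time with a log2 fold change of 2.67 (standard error 0.34, adjusted p = 6.7e-06). Csf2rb rose with WD at 22 weeks from 9.65 ± 2.95 FPKM (SD, n = 3) to 36.6 ± 9.36 FPKM (SD, n = 3), a log2 fold change of 1.83 (standard error 0.29, adjusted p = 2.3e-04), and with time on WD with a log2 fold change of 2.22 (standard error 0.29, adjusted p = 1.2e-05). Il1r1, the interleukin-1 receptor gene, rose with WD at 22 weeks from 6.22 ± 0.186 FPKM (SD, n = 3) to 12.3 ± 0.738 FPKM (SD, n = 3), a log2 fold change of 0.88 (standard error 0.18, adjusted p = 0.0019). In the hematopoietic cell lineage list of 63 genes in EKO at 22 weeks, 19 rose and 44 did not pass with the missing values set aside (20 rose and 1 fell adjusted over the list alone). Over-representation had adjusted p = 7.2e-05 by Fisher's exact test and adjusted p = 0.38 with an estimated correlation. As deposited, 4 rose, 1 fell and 58 did not pass (4 rose and 1 fell adjusted over the list alone, Fisher's exact test adjusted p = 0.39). Of 63 hematopoietic cell lineage genes in EKO on WD over time, 22 rose, 1 fell and 40 did not pass with the missing values set aside (26 rose and 2 fell adjusted over the list alone). The hematopoietic cell lineage list as a whole had adjusted p = 4.0e-04 (Fisher's exact test) and adjusted p = 0.38 with an estimated correlation. As deposited, 3 rose and 60 did not pass (5 rose and 1 fell adjusted over the list alone, Fisher's exact test adjusted p = 1). Whether the response to WD was larger at 22 than at 6 weeks in EKO was tested directly. Il7r had a difference in log2 fold change of 1.39 (standard error 0.47, adjusted p = 0.043, 0.14 as deposited) and Il1r1 a difference of 1.18 (standard error 0.25, adjusted p = 0.0047, 0.057 as deposited). Among 63 hematopoietic cell lineage genes tested for a response to WD in EKO that differs between 22 and 6 weeks, 7 had a higher response at 22 weeks and 56 did not pass with the missing values set aside (5 had a higher response at 22 weeks adjusted over the list alone). The hematopoietic cell lineage list did not pass Fisher's exact test in this comparison (adjusted p = 1). The limma fit as deposited called no member (4 had a higher response at 22 weeks and 8 had a lower response at 22 weeks at an unadjusted p under 0.05, 1 had a higher response at 22 weeks adjusted over the list alone).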

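In DKO at 6 weeks Il7r rose with WD from 0.286 ± 0.0891 FPKM (SD, n = 4) to 3.21 ± 1.75 FPKM (SD, n = 3), a log2 fold change of 1.61 (standard error 0.31, adjusted p = 0.012, 0.06 as deposited). At 22 weeks in DKO, Il7r had a log2 fold change of 1.43 (standard error 0.34, adjusted p = 0.039, 0.15 as deposited), and Csf3r, the G-CSF receptor gene of neutrophils, rose from 1.33 ± 0.629 FPKM (SD, n = 3) to 5.72 ± 2.17 FPKM (SD, n = 3), a log2 fold change of 1.50 (standard error 0.33, adjusted p = 0.03, 0.50 as deposited). Retnlg, a secreted product of neutrophils, rose at 22 weeks from 1.15 ± 1.27 FPKM (SD, n = 3) to 38.8 ± 26.3 FPKM (SD, n = 3), a log2 fold change of 4.16 (standard error 0.98, adjusted p = 0.042, 0.14 as deposited). Among the hematopoietic cell lineage genes (63 tested) in DKO at 6 weeks, 5 rose and 58 did not pass with the missing values set aside (5 rose adjusted over the list alone). For the hematopoietic cell lineage list, Fisher's exact test gave adjusted p = 0.023 and adjusted p = 0.49 with an estimated correlation. By limma, no member passed as deposited (9 rose and 1 fell at an unadjusted p under 0.05, 3 rose adjusted over the list alone). In the hematopoietic cell lineage list of 63 genes in DKO at 22 weeks, 5 rose and 58 did not pass with the missing values set aside (13 rose adjusted over the list alone). By Fisher's exact test the hematopoietic cell lineage list had adjusted p = 0.0038 and adjusted p = 0.072 with an estimated correlation. As deposited, no member passed in limma (6 rose and 1 fell at an unadjusted p under 0.05, 2 rose adjusted over the list alone). Among 10 neutrophil marker genes in DKO at 22 weeks, 7 rose and 3 did not pass with the missing values set aside (10 rose adjusted over the list alone). In Fisher's exact test the list had adjusted p = 3.0e-11 and adjusted p = 0.072 with an estimated correlation. Limma called no member as deposited (10 rose at an unadjusted p under 0.05, 10 rose adjusted over the list alone, adjusted p = 0.03 with an estimated correlation). Of 63 hematopoietic cell lineage genes tested for a response to WD in DKO that differs between 22 and 6 weeks, limma called no member with the missing values set aside (1 had a higher response at 22 weeks and 1 had a lower response at 22 weeks at an unadjusted p under 0.05) or as deposited (no member at an unadjusted p under 0.05), and no member passed adjusted over the list alone.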

*Lysosome* (mmu04142) and *Phagosome* (mmu04145). These pathways were also among the ones mostly affected, being significantly enriched in 6 comparisons. 

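Cd63, a tetraspanin gene of late endosomes, was 666 ± 117 FPKM (SD, n = 3) in EKO on WD at 22 weeks and 132 ± 44.5 FPKM (SD, n = 3) in DKO, a log2 fold change of 2.37 (standard error 0.26, adjusted p = 1.5e-06). Slc11a1, a metal transporter gene of phagosomes, rose with time in EKO on WD from 7.66 ± 2.74 FPKM (SD, n = 3) to 44.8 ± 9.98 FPKM (SD, n = 3), a log2 fold change of 2.43 (standard error 0.32, adjusted p = 1.2e-05). As deposited, the lysosome list and the phagosome list were over-represented among the higher genes in 3 of the 12 comparisons each, EKO against DKO on WD at 22 weeks, WD against NLD in EKO at 22 weeks, and 22 against 6 weeks in EKO on WD. With the missing values set aside the lysosome list passed in 5, adding WD against NLD in DKO at 6 weeks and 22 against 6 weeks in EKO on NLD, and the phagosome list in 4, adding WD against NLD in DKO at 6 weeks. With an estimated correlation, camera called either list in none of the 12 in either fit (3 comparisons each at an unadjusted p under 0.05 with the missing values set aside, none as deposited). Of 20 proton pump genes on WD at 22 weeks, 15 were higher in EKO, 1 was lower and 4 did not pass with the missing values set aside (17 were higher in EKO and 1 was lower adjusted over the list alone). The adjusted p of the list was 9.1e-07 in Fisher's exact test, with adjusted p = 0.26 with an estimated correlation. As deposited, 2 were higher in EKO, 1 was lower and 17 did not pass (3 were higher in EKO and 1 was lower adjusted over the list alone, Fisher's exact test adjusted p = 0.78). The phagosome list was called in 2 comparisons without EKO WD 22-week replicate 1 or 3.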

EKO fed WD for the longest time had the highest enrichment of the Lysosome pathway, compared to DKO. Yet, six weeks at WD were already sufficient to change the expression of these genes in both genotypes, although only in EKO the passing of time further enriched it.

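On WD at 22 weeks Ctsl, the cathepsin L gene, was higher in EKO than in DKO with a log2 fold change of 3.05 (standard error 0.32, adjusted p = 9.7e-07). Ctsb, the cathepsin B gene, lies on chromosome 14 of mm10 from 63122462 to 63145923 and was 1312 ± 300.0 FPKM (SD, n = 3) in EKO and 326 ± 37.1 FPKM (SD, n = 3) in DKO, a log2 fold change of 1.99 (standard error 0.19, adjusted p = 2.8e-07). Fuca2, a fucosidase gene, was 15.3 ± 1.89 FPKM (SD, n = 3) in EKO and 5.54 ± 0.559 FPKM (SD, n = 3) in DKO, a log2 fold change of 1.32 (standard error 0.16, adjusted p = 4.0e-06). Cd68 had a log2 fold change of 2.57 (standard error 0.40, adjusted p = 8.7e-05) and Lgals3 a log2 fold change of 2.89 (standard error 0.47, adjusted p = 1.3e-04). Ctsd, the cathepsin D gene, was 2623 and 3904 FPKM in replicates 1 and 3 (replicate 2 listed at 0) in EKO and 697 ± 40.2 FPKM (SD, n = 3) in DKO. Among the lysosome genes (113 tested) on WD at 22 weeks, 74 were higher in EKO, 1 was lower and 38 did not pass with the missing values set aside (80 were higher in EKO and 2 were lower adjusted over the list alone). Tested as a list, they had adjusted p = 1.9e-26 in Fisher's exact test and adjusted p = 0.26 with an estimated correlation. Fitted as deposited, 19 were higher in EKO and 94 did not pass (22 were higher in EKO and 2 were lower adjusted over the list alone, Fisher's exact test adjusted p = 4.7e-07, adjusted p = 0.99 with an estimated correlation). The median log2 fold change of the lysosome list was 0.68 with the missing values set aside and -0.65 as deposited, where the members after the stop hold a 0 in the partial library. Of 20 foam cell marker genes on WD at 22 weeks, 17 were higher in EKO and 3 did not pass with the missing values set aside (17 were higher in EKO adjusted over the list alone). The list had adjusted p = 5.3e-09 by Fisher's exact test and adjusted p = 0.26 with an estimated correlation. As deposited, 4 were higher in EKO and 16 did not pass (4 were higher in EKO adjusted over the list alone, Fisher's exact test adjusted p = 0.051). Among 20 macrophage marker genes on WD at 22 weeks, 15 were higher in EKO and 5 did not pass with the missing values set aside (17 were higher in EKO and 2 were lower adjusted over the list alone). Together they had adjusted p = 9.1e-07 in Fisher's exact test and adjusted p = 0.69 with an estimated correlation. As deposited, 3 were higher in EKO and 17 did not pass (3 were higher in EKO and 2 were lower adjusted over the list alone, Fisher's exact test adjusted p = 0.23).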

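At 6 weeks Ctsz, the cathepsin Z gene, rose with WD in EKO from 113 ± 17.9 FPKM (SD, n = 3) to 255 ± 14.6 FPKM (SD, n = 3), a log2 fold change of 1.17 (standard error 0.22, adjusted p = 0.028, 1 as deposited). In DKO, Ctsz rose from 127 ± 28.0 FPKM (SD, n = 4) to 292 ± 94.5 FPKM (SD, n = 3), a log2 fold change of 1.16 (standard error 0.21, adjusted p = 0.0095, 1 as deposited). Ctss, the cathepsin S gene of macrophages, rose in DKO from 16.2 ± 2.55 FPKM (SD, n = 4) to 133 ± 74.9 FPKM (SD, n = 3), a log2 fold change of 2.76 (standard error 0.48, adjusted p = 0.0072, 0.80 as deposited), and Cd68 with a log2 fold change of 2.32 (standard error 0.37, adjusted p = 0.0042). In the lysosome list of 113 genes in EKO at 6 weeks, 2 rose and 111 did not pass with the missing values set aside (16 rose and 4 fell adjusted over the list alone). The lysosome list did not pass Fisher's exact test in this comparison (adjusted p = 0.43). As deposited, limma called no member (5 rose and 1 fell at an unadjusted p under 0.05, no member passed adjusted over the list alone). Of 113 lysosome genes in DKO at 6 weeks, 12 rose, 2 fell and 99 did not pass with the missing values set aside (19 rose and 6 fell adjusted over the list alone). Fisher's exact test gave adjusted p = 6.8e-06 for the list and adjusted p = 0.51 with an estimated correlation. In the values as deposited, 1 rose and 112 did not pass (2 rose adjusted over the list alone, Fisher's exact test adjusted p = 0.92). With time on WD in EKO, Ctsl rose with a log2 fold change of 2.99 (standard error 0.32, adjusted p = 1.0e-06) and Fuca2 with a log2 fold change of 1.49 (standard error 0.16, adjusted p = 7.1e-07). Among 113 lysosome genes in EKO on WD over time, 65 rose, 5 fell and 43 did not pass with the missing values set aside (67 rose and 7 fell adjusted over the list alone). Over-representation had adjusted p = 2.6e-24 by Fisher's exact test and adjusted p = 0.18 with an estimated correlation. As deposited, 17 rose, 1 fell and 95 did not pass (18 rose and 4 fell adjusted over the list alone, Fisher's exact test adjusted p = 1.5e-05, adjusted p = 0.81 with an estimated correlation). Among the lysosome genes (113 tested) in DKO on WD over time, limma called no member with the missing values set aside (no member at an unadjusted p under 0.05) or as deposited (no member at an unadjusted p under 0.05), and no member passed adjusted over the list alone. The difference between the genotypes in the change with time on WD was tested directly, and Ctsl had a difference of 3.05 (standard error 0.46, adjusted p = 1.6e-04) and Lgmn, a lysosomal protease gene, a difference of 2.23 (standard error 0.38, adjusted p = 5.7e-04). In the lysosome list of 113 genes tested for a change over time on WD that differs between the genotypes, 51 had a higher change in EKO and 62 did not pass with the missing values set aside (62 had a higher change in EKO and 3 had a lower change in EKO adjusted over the list alone). The lysosome list as a whole had adjusted p = 1.2e-25 (Fisher's exact test) and adjusted p = 0.17 with an estimated correlation. As deposited, 9 had a higher change in EKO and 104 did not pass (12 had a higher change in EKO adjusted over the list alone, Fisher's exact test adjusted p = 0.0013, adjusted p = 0.92 with an estimated correlation).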

Similarly, EKO fed WD for the longest time showed the highest enrichment of the Phagosome pathway, compared to DKO (Fig. 8D). 

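Fcgr3, an immunoglobulin G receptor gene, lies on chromosome 1 of mm10 from 171051169 to 171065915 and was 104 ± 18.8 FPKM (SD, n = 3) in EKO and 28.1 ± 5.91 FPKM (SD, n = 3) in DKO, a log2 fold change of 1.86 (standard error 0.29, adjusted p = 1.0e-04). Sec61g, a subunit gene of the translocation channel of the endoplasmic reticulum, had a log2 fold change of 1.24 (standard error 0.16, adjusted p = 1.5e-05). Of 123 phagosome genes on WD at 22 weeks, 63 were higher in EKO, 2 were lower and 58 did not pass with the missing values set aside (73 were higher in EKO and 2 were lower adjusted over the list alone). For the phagosome list, Fisher's exact test gave adjusted p = 6.9e-15 and adjusted p = 0.26 with an estimated correlation. As deposited, 12 were higher in EKO, 2 were lower and 109 did not pass (14 were higher in EKO and 3 were lower adjusted over the list alone, Fisher's exact test adjusted p = 0.016, adjusted p = 0.99 with an estimated correlation). Among 123 phagosome genes on NLD at 22 weeks, 6 were higher in EKO, 1 was lower and 116 did not pass with the missing values set aside (6 were higher in EKO and 1 was lower adjusted over the list alone). The phagosome list did not pass Fisher's exact test in this comparison (adjusted p = 1). Fitted as deposited, 1 was higher in EKO and 122 did not pass (1 was higher in EKO adjusted over the list alone, Fisher's exact test adjusted p = 1).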

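Itgb2, the beta-2 integrin gene of leukocytes, rose with WD in DKO at 6 weeks from 5.87 ± 2.24 FPKM (SD, n = 4) to 19.7 ± 8.89 FPKM (SD, n = 3), a log2 fold change of 1.53 (standard error 0.38, adjusted p = 0.033, 0.18 as deposited). Ncf4, a subunit gene of the phagocyte NADPH oxidase, rose in DKO at 22 weeks from 2.54 ± 0.99 FPKM (SD, n = 3) to 7.37 ± 1.50 FPKM (SD, n = 3), a log2 fold change of 1.26 (standard error 0.27, adjusted p = 0.026, 0.12 as deposited). In EKO at 22 weeks Ncf4 rose from 4.71 ± 1.88 FPKM (SD, n = 3) to 19.1 ± 1.21 FPKM (SD, n = 3), a log2 fold change of 1.86 (standard error 0.27, adjusted p = 8.7e-05). Among the phagosome genes (123 tested) in EKO at 6 weeks, 1 rose and 122 did not pass with the missing values set aside (1 rose adjusted over the list alone). The phagosome list did not pass Fisher's exact test in this comparison (adjusted p = 1). In limma as deposited no member passed (3 rose at an unadjusted p under 0.05, no member passed adjusted over the list alone). In the phagosome list of 123 genes in DKO at 6 weeks, 8 rose, 3 fell and 112 did not pass with the missing values set aside (14 rose and 8 fell adjusted over the list alone). By Fisher's exact test the phagosome list had adjusted p = 0.0082 and adjusted p = 0.49 with an estimated correlation. No member passed in limma as deposited (10 rose and 2 fell at an unadjusted p under 0.05, 1 rose adjusted over the list alone). Of 123 phagosome genes in DKO at 22 weeks, 3 rose and 120 did not pass with the missing values set aside (5 rose and 1 fell adjusted over the list alone). The phagosome list did not pass Fisher's exact test in this comparison (adjusted p = 0.79). The limma fit as deposited called no member (7 rose at an unadjusted p under 0.05, 1 rose adjusted over the list alone). Among 123 phagosome genes in EKO at 22 weeks, 46 rose, 1 fell and 76 did not pass with the missing values set aside (53 rose and 3 fell adjusted over the list alone). In Fisher's exact test the list had adjusted p = 2.9e-14 and adjusted p = 0.16 with an estimated correlation. In the values as deposited, 10 rose, 2 fell and 111 did not pass (10 rose and 5 fell adjusted over the list alone, Fisher's exact test adjusted p = 0.0091, adjusted p = 0.82 with an estimated correlation). Among the phagosome genes (123 tested) in EKO on NLD over time, 43 rose, 5 fell and 75 did not pass with the missing values set aside (46 rose and 5 fell adjusted over the list alone). The phagosome list did not pass Fisher's exact test in this comparison (adjusted p = 0.067). As deposited, 5 rose, 1 fell and 117 did not pass (5 rose and 1 fell adjusted over the list alone, Fisher's exact test adjusted p = 1). In the phagosome list of 123 genes in EKO on WD over time, 57 rose and 66 did not pass with the missing values set aside (63 rose adjusted over the list alone). The adjusted p of the list was 1.6e-15 in Fisher's exact test, with adjusted p = 0.18 with an estimated correlation. As deposited, 11 rose and 112 did not pass (11 rose and 1 fell adjusted over the list alone, Fisher's exact test adjusted p = 0.046, adjusted p = 0.81 with an estimated correlation). Of 123 phagosome genes in DKO on NLD over time, limma called no member with the missing values set aside (17 rose at an unadjusted p under 0.05) or as deposited (3 rose at an unadjusted p under 0.05), and no member passed adjusted over the list alone. Among 123 phagosome genes in DKO on WD over time, limma called no member with the missing values set aside (8 rose and 1 fell at an unadjusted p under 0.05, 1 rose adjusted over the list alone) or as deposited (4 rose at an unadjusted p under 0.05, no member passed adjusted over the list alone). Among the phagosome genes (123 tested) tested for a change over time on WD that differs between the genotypes, 34 had a higher change in EKO and 89 did not pass with the missing values set aside (51 had a higher change in EKO adjusted over the list alone). Tested as a list, they had adjusted p = 6.9e-10 in Fisher's exact test and adjusted p = 0.17 with an estimated correlation. As deposited, 4 had a higher change in EKO and 119 did not pass (7 had a higher change in EKO adjusted over the list alone, Fisher's exact test adjusted p = 0.57).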

In the diet comparisons, DKO had this pathway enriched at both time points (Fig. 8F,H)—only at the latest for EKO (Fig. 8G); in the time point comparisons, this pathway was enriched only in EKO in both dietary treatments (Fig. 8I,K), with the highest enrichment at WD.

*PPAR signaling pathway* (mmu03320) and *Fatty acid metabolism* (mmu01212). These pathways were enriched in 5 out of 12 comparisons and showed no difference between the two genotypes, when fed the same diet for the same time.

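Scd3, a stearoyl-CoA desaturase gene, rose with WD at 6 weeks in EKO from 2.65 ± 1.58 FPKM (SD, n = 3) to 122 ± 74.3 FPKM (SD, n = 3), a log2 fold change of 4.97 (standard error 0.45, adjusted p = 2.4e-06, 0.096 as deposited). In DKO, Scd3 rose from 2.05 ± 0.839 FPKM (SD, n = 4) to 84.2 ± 4.80 FPKM (SD, n = 3), a log2 fold change of 4.84 (standard error 0.42, adjusted p = 2.0e-06). Scd2, another desaturase gene, rose in DKO at 6 weeks from 41.4 ± 4.69 FPKM (SD, n = 4) to 199 ± 42.5 FPKM (SD, n = 3), a log2 fold change of 2.22 (standard error 0.38, adjusted p = 0.0059, 0.69 as deposited). Fabp3, a fatty acid carrier gene of oxidative tissue, rose in EKO on NLD with time from 66.0 ± 26.5 FPKM (SD, n = 3) to 453 ± 220.1 FPKM (SD, n = 3), a log2 fold change of 2.70 (standard error 0.49, adjusted p = 6.2e-04, 0.32 as deposited). As deposited the PPAR signaling and fatty acid metabolism lists were each over-represented in 1 of the 12 comparisons, WD against NLD in DKO at 6 weeks, and each in 3 at an unadjusted p under 0.05. The call of both rests on Scd3 and Scd4 alone, while their neighbour Scd1, a member of both lists, is listed at 0 in every library of that group, and FPKM alone cannot tell whether this 0 is its expression. With the missing values set aside the PPAR signaling list was over-represented in 4, WD against NLD in EKO and in DKO at 6 weeks and 22 against 6 weeks in EKO on NLD, and among the lower genes for 22 against 6 weeks in DKO on WD. The fatty acid metabolism list was over-represented in the last 3 of these. Camera with an estimated correlation called either list in none of the 12 in either fit (none at an unadjusted p under 0.05). Of 62 PPAR signaling genes in EKO at 6 weeks, 3 rose, 1 fell and 58 did not pass with the missing values set aside (16 rose and 1 fell adjusted over the list alone). The list had adjusted p = 0.017 by Fisher's exact test and adjusted p = 0.80 with an estimated correlation. Fitted as deposited, 1 rose, 1 fell and 60 did not pass (2 rose and 1 fell adjusted over the list alone, Fisher's exact test adjusted p = 0.35). The 3 counted as risen here with the missing values set aside are Scd3, Scd4 and Fabp3, the last with a log2 fold change of 2.37 (standard error 0.49, adjusted p = 0.04, 1 as deposited), and the 1 counted as fallen is Scd1, so the call leans on a single locus as well. Among 62 PPAR signaling genes in DKO at 6 weeks, 7 rose, 2 fell and 53 did not pass with the missing values set aside (14 rose and 2 fell adjusted over the list alone). Together they had adjusted p = 6.6e-04 in Fisher's exact test and adjusted p = 0.49 with an estimated correlation. As deposited, 2 rose, 1 fell and 59 did not pass (2 rose and 1 fell adjusted over the list alone, Fisher's exact test adjusted p = 0.036, adjusted p = 0.78 with an estimated correlation). Of 54 fatty acid metabolism genes in DKO at 6 weeks, 5 rose, 1 fell and 48 did not pass with the missing values set aside (6 rose and 1 fell adjusted over the list alone). Fisher's exact test gave adjusted p = 0.015 for the list and adjusted p = 0.51 with an estimated correlation. As deposited, 2 rose, 1 fell and 51 did not pass (2 rose and 1 fell adjusted over the list alone, Fisher's exact test adjusted p = 0.036, adjusted p = 0.78 with an estimated correlation). Among the PPAR signaling genes (62 tested) in EKO on NLD over time, 29 rose, 2 fell and 31 did not pass with the missing values set aside (31 rose and 2 fell adjusted over the list alone). Over-representation had adjusted p = 0.002 by Fisher's exact test and adjusted p = 0.88 with an estimated correlation. By limma, no member passed as deposited (7 rose at an unadjusted p under 0.05, no member passed adjusted over the list alone). Among 54 fatty acid metabolism genes in EKO on NLD over time, 25 rose, 1 fell and 28 did not pass with the missing values set aside (29 rose and 1 fell adjusted over the list alone). The fatty acid metabolism list as a whole had adjusted p = 0.0052 (Fisher's exact test) and adjusted p = 0.88 with an estimated correlation. As deposited, no member passed in limma (4 rose at an unadjusted p under 0.05, no member passed adjusted over the list alone). In the PPAR signaling list of 62 genes in DKO on WD over time, 1 rose, 2 fell and 59 did not pass with the missing values set aside (1 rose and 3 fell adjusted over the list alone). For the PPAR signaling list, Fisher's exact test gave adjusted p = 0.047 among the lower genes and adjusted p = 0.78 with an estimated correlation. As deposited, 1 rose and 61 did not pass (1 rose and 2 fell adjusted over the list alone, Fisher's exact test adjusted p = 0.52). In this comparison the gene counted as risen is Scd1 in both fits, and with the missing values set aside the 2 that fell are Scd3 and Scd4, in this list as in the fatty acid metabolism list, so the call is that of a single locus. Of 62 PPAR signaling genes on NLD at 22 weeks, 1 was higher in EKO, 1 was lower and 60 did not pass with the missing values set aside (1 was higher in EKO adjusted over the list alone). The PPAR signaling list did not pass Fisher's exact test in this comparison (adjusted p = 1). Limma called no member as deposited (1 was lower at an unadjusted p under 0.05, no member passed adjusted over the list alone). Among 62 PPAR signaling genes on WD at 22 weeks, 6 were higher in EKO, 2 were lower and 54 did not pass with the missing values set aside (5 were higher in EKO and 1 was lower adjusted over the list alone). The PPAR signaling list did not pass Fisher's exact test in this comparison (adjusted p = 1). As deposited, 1 was lower and 61 did not pass (1 was lower adjusted over the list alone, Fisher's exact test adjusted p = 1). Among the fatty acid metabolism genes (54 tested) on WD at 22 weeks, 8 were higher in EKO and 46 did not pass with the missing values set aside (8 were higher in EKO adjusted over the list alone). The fatty acid metabolism list did not pass Fisher's exact test in this comparison (adjusted p = 1). As deposited, limma called no member (26 were lower at an unadjusted p under 0.05, no member passed adjusted over the list alone). In DKO at 6 weeks the call of both lists as deposited was lost without each of the 7 libraries in turn.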

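Cs, the citrate synthase gene, rose in EKO on NLD from 173 ± 38.3 FPKM (SD, n = 3) at 6 weeks to 458 ± 139.9 FPKM (SD, n = 3) at 22 weeks, a log2 fold change of 1.39 (standard error 0.42, adjusted p = 0.016, 0.11 as deposited). Pdhb, a subunit gene of pyruvate dehydrogenase, rose from 155 ± 60.2 FPKM (SD, n = 3) to 461 ± 153 FPKM (SD, n = 3), a log2 fold change of 1.60 (standard error 0.47, adjusted p = 0.013, 0.089 as deposited). Plin1, which coats lipid droplets in adipocytes, rose from 142 ± 42.7 FPKM (SD, n = 3) to 392 ± 103 FPKM (SD, n = 3), a log2 fold change of 1.47 (standard error 0.39, adjusted p = 0.0081, 0.70 as deposited). Of 29 citrate cycle genes in EKO on NLD over time, 20 rose, 1 fell and 8 did not pass with the missing values set aside (23 rose and 1 fell adjusted over the list alone). By Fisher's exact test the citrate cycle list had adjusted p = 1.4e-05 and adjusted p = 0.88 with an estimated correlation. As deposited, 1 fell and 28 did not pass (1 fell adjusted over the list alone, Fisher's exact test adjusted p = 1). Of 20 pan-adipocyte marker genes in EKO on NLD over time, 11 rose and 9 did not pass with the missing values set aside (16 rose adjusted over the list alone). In Fisher's exact test the list had adjusted p = 0.027 and adjusted p = 0.88 with an estimated correlation. In limma as deposited no member passed (3 rose at an unadjusted p under 0.05, no member passed adjusted over the list alone). Of 20 smooth muscle marker genes in EKO on NLD over time, 12 fell and 8 did not pass with the missing values set aside (13 fell adjusted over the list alone). The adjusted p of the list was 3.1e-06 among the lower genes in Fisher's exact test, with adjusted p = 0.88 with an estimated correlation. No member passed in limma as deposited (3 fell at an unadjusted p under 0.05, 2 fell adjusted over the list alone). Among 29 citrate cycle genes in EKO on WD over time, 1 fell and 28 did not pass with the missing values set aside (1 fell adjusted over the list alone). The citrate cycle list did not pass Fisher's exact test in this comparison (adjusted p = 1). In the values as deposited, 1 fell and 28 did not pass (1 fell adjusted over the list alone, Fisher's exact test adjusted p = 1).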

The most striking visual impact of the reString output heatmap is the block containing *Metabolic pathways* (mmu 01100), *Oxidative phosphorylation* (mmu 00190) and *Thermogenesis* (mmu 04714) in the time comparison. At NLD, the enrichment of those pathways in EKO is paramount (Fig. 8I). These pathways are also enriched at WD (Fig. 8K), but their enrichment is lower than at NLD, suggesting that the feeding at WD initiates earlier to modulate the expression of the genes annotated in those pathways, and that the transcriptional equilibrium that is reached at 22 weeks at WD is more similar to the one already established at 6 weeks at WD, than what happens at NLD at later stages. 

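Atp5h, a subunit gene of ATP synthase, rose in EKO on NLD from 188 ± 31.5 FPKM (SD, n = 3) at 6 weeks to 665 ± 126 FPKM (SD, n = 3) at 22 weeks, a log2 fold change of 1.81 (standard error 0.26, adjusted p = 5.2e-05). Ndufs6, a subunit gene of complex I, lies on chromosome 13 of mm10 from 73319876 to 73328482 and rose from 78.6 ± 17.3 FPKM (SD, n = 3) to 285 ± 70.2 FPKM (SD, n = 3), a log2 fold change of 1.84 (standard error 0.30, adjusted p = 1.9e-04). Uqcr11, a subunit gene of complex III, had a log2 fold change of 1.90 (standard error 0.30, adjusted p = 1.6e-04). These subunit genes share 5% or more of their 50 nt stretches with other transcripts. Of the 68 oxidative phosphorylation genes that share less, 60 rose with the missing values set aside (median 1.29). Ucp1, the uncoupling protein gene of brown fat, rose from 442 ± 88.3 FPKM (SD, n = 3) to 1911 ± 619 FPKM (SD, n = 3), a log2 fold change of 2.08 (standard error 0.50, adjusted p = 0.0044, 0.64 as deposited). Of 89 oxidative phosphorylation genes in EKO on NLD over time, 80 rose and 9 did not pass with the missing values set aside (83 rose adjusted over the list alone). Tested as a list, they had adjusted p = 7.6e-36 in Fisher's exact test and adjusted p = 0.88 with an estimated correlation. As deposited, 14 rose and 75 did not pass (22 rose adjusted over the list alone, Fisher's exact test adjusted p = 3.1e-05, adjusted p = 0.96 with an estimated correlation). Of 158 thermogenesis genes in EKO on NLD over time, 106 rose, 6 fell and 46 did not pass with the missing values set aside (113 rose and 8 fell adjusted over the list alone). The list had adjusted p = 8.5e-27 by Fisher's exact test and adjusted p = 0.88 with an estimated correlation. As deposited, 17 rose and 141 did not pass (20 rose adjusted over the list alone, Fisher's exact test adjusted p = 3.0e-04, adjusted p = 0.96 with an estimated correlation). Of 16 brown adipocyte marker genes in EKO on NLD over time, 11 rose and 5 did not pass with the missing values set aside (12 rose and 1 fell adjusted over the list alone). Together they had adjusted p = 0.0028 in Fisher's exact test and adjusted p = 0.88 with an estimated correlation. As deposited, 1 rose and 15 did not pass (1 rose adjusted over the list alone, Fisher's exact test adjusted p = 1). In the same comparison 69 of 77 cytosolic ribosome genes rose as well with the missing values set aside (median log2 fold change 1.09), and the 5 EKO libraries of 22 weeks other than the partial one stand apart from the other 19 as a set. Across 24 libraries, the mean level of the oxidative phosphorylation genes went with that of 14 brown adipocyte markers after removal of the group means (Pearson r = 0.952, Spearman rho = 0.928, permutation p = 2e-05 for each, 1 relation tested, r = 0.949 without the 2 farthest libraries). The calls of both lists as deposited were lost without EKO NLD 6-week replicate 2 or 3 or EKO NLD 22-week replicate 1 or 3.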

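On WD, Atp5h in EKO was 256 ± 62.2 FPKM (SD, n = 3) at 6 weeks and 383 ± 76.2 FPKM (SD, n = 3) at 22 weeks, a log2 fold change of 0.59 (standard error 0.26, adjusted p = 0.13, 0.19 as deposited). Uqcr11, chosen here after its values were seen, was 400.3 ± 118 FPKM (SD, n = 3) and 311 ± 111 FPKM (SD, n = 3), a log2 fold change of -0.39 (standard error 0.30, adjusted p = 0.42, 0.42 as deposited). Among 89 oxidative phosphorylation genes in EKO on WD over time, limma called no member with the missing values set aside (3 rose and 3 fell at an unadjusted p under 0.05) or as deposited (52 fell at an unadjusted p under 0.05), and no member passed adjusted over the list alone. Among 158 thermogenesis genes in EKO on WD over time, 3 rose, 3 fell and 152 did not pass with the missing values set aside (3 rose and 1 fell adjusted over the list alone). The thermogenesis list did not pass Fisher's exact test in this comparison (adjusted p = 1). Fitted as deposited, 1 rose, 1 fell and 156 did not pass (1 rose adjusted over the list alone, Fisher's exact test adjusted p = 1). The difference between the responses to WD at 22 and at 6 weeks in EKO, which equals the difference between the changes with time on WD and on NLD, was tested directly. Uqcr11 had a difference of -2.30 (standard error 0.43, adjusted p = 0.0026, 0.055 as deposited), and Ndufs7, a subunit gene of complex I, a difference of -2.28 (standard error 0.47, adjusted p = 0.0041, 0.06 as deposited). Among the oxidative phosphorylation genes (89 tested) tested for a response to WD in EKO that differs between 22 and 6 weeks, 70 had a lower response at 22 weeks and 19 did not pass with the missing values set aside (80 had a lower response at 22 weeks adjusted over the list alone). Fisher's exact test gave adjusted p = 2.4e-45 among the lower genes for the list and adjusted p = 0.50 with an estimated correlation. The limma fit as deposited called no member (78 had a lower response at 22 weeks at an unadjusted p under 0.05, 72 had a lower response at 22 weeks adjusted over the list alone). The median log2 fold change of the list with WD in EKO was 0.62 at 6 weeks and -1.06 at 22 weeks with the missing values set aside. Among 16 brown adipocyte marker genes tested for a response to WD in EKO that differs between 22 and 6 weeks, 11 had a lower response at 22 weeks and 5 did not pass with the missing values set aside (13 had a lower response at 22 weeks adjusted over the list alone). Over-representation had adjusted p = 2.4e-06 among the lower genes by Fisher's exact test and adjusted p = 0.50 with an estimated correlation. As deposited, 1 had a lower response at 22 weeks and 15 did not pass (13 had a lower response at 22 weeks adjusted over the list alone, Fisher's exact test adjusted p = 0.93). With the level of 14 brown adipocyte markers as a covariate, the median difference of the oxidative phosphorylation list went from -1.68 to -0.12.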

Interestingly, no such thing happens in DKO mice. This finding is further supported by the “immune-metabolic” block of pathways enriched at 22 weeks in EKO in the diet comparison (Fig. 8G), but again not in DKO (Fig. 8H).

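In DKO on NLD, Ndufs6, chosen here after its values were seen, was 103 ± 25.0 FPKM (SD, n = 4) at 6 weeks and 125 ± 17.8 FPKM (SD, n = 3) at 22 weeks, a log2 fold change of 0.30 (standard error 0.28, adjusted p = 0.74, 1 as deposited). On WD it was 135 ± 29.8 FPKM (SD, n = 3) and 127 ± 40.0 FPKM (SD, n = 3), a log2 fold change of -0.13 (standard error 0.30, adjusted p = 0.96, 1 as deposited). Ucp1 in DKO was 912 ± 439 FPKM (SD, n = 4) and 1508 ± 637 FPKM (SD, n = 3) on NLD at 6 and 22 weeks. In the oxidative phosphorylation list of 89 genes in DKO on NLD over time, limma called no member with the missing values set aside (1 rose at an unadjusted p under 0.05) or as deposited (no member at an unadjusted p under 0.05), and no member passed adjusted over the list alone. Of 89 oxidative phosphorylation genes in DKO on WD over time, limma called no member with the missing values set aside (no member at an unadjusted p under 0.05) or as deposited (no member at an unadjusted p under 0.05), and no member passed adjusted over the list alone. Among the thermogenesis genes (158 tested) in DKO on NLD over time, limma called no member with the missing values set aside (5 rose and 1 fell at an unadjusted p under 0.05) or as deposited (no member at an unadjusted p under 0.05), and no member passed adjusted over the list alone. In the thermogenesis list of 158 genes in DKO on WD over time, limma called no member with the missing values set aside (1 fell at an unadjusted p under 0.05) or as deposited (no member at an unadjusted p under 0.05), and no member passed adjusted over the list alone. The difference between the genotypes in the change with time on NLD was tested directly, and Ndufs6 had a difference of 1.55 (standard error 0.41, adjusted p = 0.035, 0.34 as deposited) and Uqcr11 a difference of 1.50 (standard error 0.42, adjusted p = 0.047, 0.51 as deposited). Among 89 oxidative phosphorylation genes tested for a change over time on NLD that differs between the genotypes, 9 had a higher change in EKO and 80 did not pass with the missing values set aside (40 had a higher change in EKO adjusted over the list alone). The oxidative phosphorylation list did not pass Fisher's exact test in this comparison (adjusted p = 0.10). By limma, no member passed as deposited (12 had a higher change in EKO at an unadjusted p under 0.05, no member passed adjusted over the list alone). The median difference of this list with the missing values set aside was 1.01, beside 1.03 of the brown adipocyte markers, and went to 0.47 with the level of these markers as a covariate. With that covariate 21 of the 89 were called higher, against 9 without it. Genes of the cytosolic ribosome had a median difference of 1.13 in the same test, with 62 of 77 called higher.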

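Uqcr11 in EKO at 22 weeks was lower on WD than on NLD, with a log2 fold change of -1.32 (standard error 0.30, adjusted p = 0.0053). Cxcl16, a chemokine gene of macrophages, rose from 10.3 ± 2.94 FPKM (SD, n = 3) to 60.3 ± 5.76 FPKM (SD, n = 3), a log2 fold change of 2.47 (standard error 0.29, adjusted p = 1.4e-05). Pik3r5, a phosphoinositide 3-kinase subunit gene of leukocytes, rose from 3.57 ± 0.791 FPKM (SD, n = 3) to 21.4 ± 2.90 FPKM (SD, n = 3) in EKO, a log2 fold change of 2.30 (standard error 0.27, adjusted p = 1.3e-05), and in DKO with a log2 fold change of 1.23 (standard error 0.27, adjusted p = 0.03, 0.12 as deposited). Dgat2, which makes triglycerides, was 712 ± 244 FPKM (SD, n = 3) in EKO on NLD and 108 and 257 FPKM in replicates 1 and 3 (replicate 2 listed at 0) on WD. Of 113 lysosome genes in EKO at 22 weeks, 60 rose, 7 fell and 46 did not pass with the missing values set aside (64 rose and 11 fell adjusted over the list alone). The lysosome list as a whole had adjusted p = 2.7e-28 (Fisher's exact test) and adjusted p = 0.16 with an estimated correlation. In the values as deposited, 13 rose, 2 fell and 98 did not pass (14 rose and 7 fell adjusted over the list alone, Fisher's exact test adjusted p = 9.4e-05, adjusted p = 0.82 with an estimated correlation). Among 113 lysosome genes in DKO at 22 weeks, limma called no member with the missing values set aside (10 rose and 13 fell at an unadjusted p under 0.05) or as deposited (3 rose and 1 fell at an unadjusted p under 0.05), and no member passed adjusted over the list alone. Of 142 chemokine signaling genes in EKO at 22 weeks, 45 rose, 12 fell and 85 did not pass with the missing values set aside (49 rose and 17 fell adjusted over the list alone). For the chemokine signaling list, Fisher's exact test gave adjusted p = 2.6e-11 and adjusted p = 0.23 with an estimated correlation. As deposited, 17 rose, 4 fell and 121 did not pass (22 rose and 22 fell adjusted over the list alone, Fisher's exact test adjusted p = 2.2e-06, adjusted p = 0.82 with an estimated correlation). Among 142 chemokine signaling genes in DKO at 22 weeks, 6 rose, 1 fell and 135 did not pass with the missing values set aside (22 rose and 9 fell adjusted over the list alone). By Fisher's exact test the chemokine signaling list had adjusted p = 0.022 and adjusted p = 0.26 with an estimated correlation. As deposited, no member passed in limma (17 rose and 2 fell at an unadjusted p under 0.05, 1 rose adjusted over the list alone). Among the oxidative phosphorylation genes (89 tested) in EKO at 22 weeks, 52 fell and 37 did not pass with the missing values set aside (75 fell adjusted over the list alone). In Fisher's exact test the list had adjusted p = 2.6e-29 among the lower genes and adjusted p = 0.44 with an estimated correlation. As deposited, 2 fell and 87 did not pass (76 fell adjusted over the list alone, Fisher's exact test adjusted p = 1). The brown adipocyte markers fell in the same comparison with the missing values set aside (6 of 16 called, median log2 fold change -1.45), and with the level of 14 of them as a covariate the median of the oxidative phosphorylation list went from -1.06 to -0.25. In the oxidative phosphorylation list of 89 genes in DKO at 22 weeks, 1 fell and 88 did not pass with the missing values set aside (1 fell adjusted over the list alone). The oxidative phosphorylation list did not pass Fisher's exact test in this comparison (adjusted p = 1). Limma called no member as deposited (no member at an unadjusted p under 0.05, no member passed adjusted over the list alone). Of 89 oxidative phosphorylation genes tested for a response to WD at 22 weeks that differs between the genotypes, 1 had a lower response in EKO and 88 did not pass with the missing values set aside (no member passed adjusted over the list alone). The oxidative phosphorylation list did not pass Fisher's exact test in this comparison (adjusted p = 1). As deposited, limma called no member (29 had a lower response in EKO at an unadjusted p under 0.05, no member passed adjusted over the list alone). From changes in gene expression over time in EKO that are mostly absent in DKO, the paper proposes that DKO mice might reach a transcriptional steady state earlier than EKO.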

In conclusion, we developed reString, a cross-platform software with a graphical user interface, written in Python, to enable all Researchers—especially including those without specific bioinformatics skills—the possibility of broadening the exploration of their RNAseq or high-throughput proteomics datasets, effortlessly automating a series of tasks that would be otherwise daunting if performed by hand. Furthermore, reString is actively maintained. While the tool is feature-complete, we plan to expand its features with new styling/charting options, broaden its support to STRING APIs—especially focusing on the Users’ feedback—and releasing bugfixes. Users can give feedback for troubles they may experience (“Help > Give feedback/Report an Issue” or “Help > Report a Bug”), or actively steer the app’s development by requesting new features (“Help > “Request a new feature”). We will also ensure compatibility with future STRING API versions. Last, reString is an open-source project and anyone with the adequate skill is welcome to peek into, exploit, contribute to and fork the project in order to expand and adapt it.

We detailed and showcased a full reString workflow by using sample data, and further demonstrated its applicability with a new RNAseq dataset.

## Supplementary Information

Supplementary Information 1.

Supplementary Information 2.

## Data Availability

The datasets generated and analysed during the current study are available in the Ncbi GEO repository, and can be accessed at: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?&acc=GSE173974.

# Supplementary material for: reString: an open-source Python software to perform automatic functional enrichment retrieval, results aggregation and data visualization
**Source:** Sci Rep. 2021 Dec 6;11:23458. doi: 10.1038/s41598-021-02528-0

Supplemental Material

reString: an open-source Python software to perform automatic functional enrichment retrieval, results aggregation and data visualization

Stefano Manzini^{1*}, Marco Busnelli^{1*}, Alice Colombo¹, Elsa Franchi¹, Pasquale Grossano²
and Giulia Chiesa¹

Università degli Studi di Milano,
20133 Milano, Italy

² Fondazione IRCCS Ca' Granda Ospedale Maggiore Policlinico, Milano

* These authors equally contributed to this work.

Supplementary Figure S1

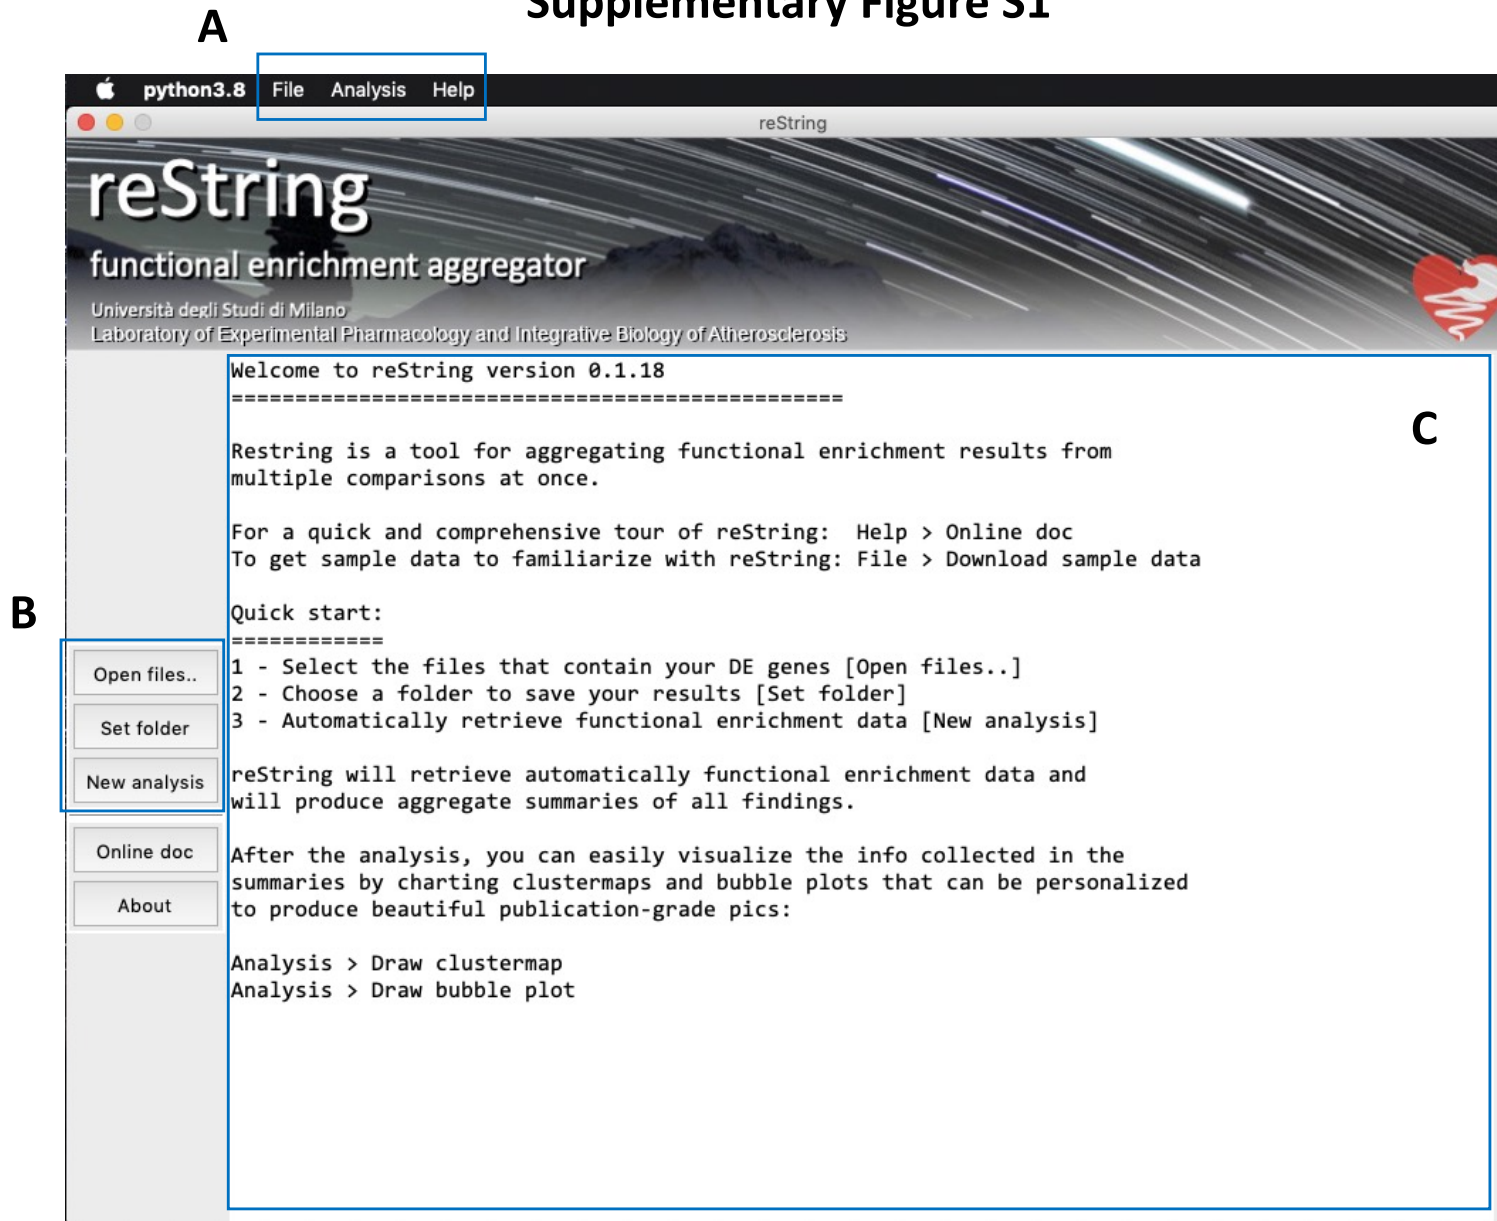

reString main window - This is how reString's main window is rendered in MacOS. File, Analysis and Help menus can be accessed from the top bar (**A**). The buttons on the left (**B**) allow for a quick analysis run, with default settings. The text output frame (**C**) welcomes the User with quick start tips, and is frequently updated in response to the User's inputs.

Supplementary Figure S2

A

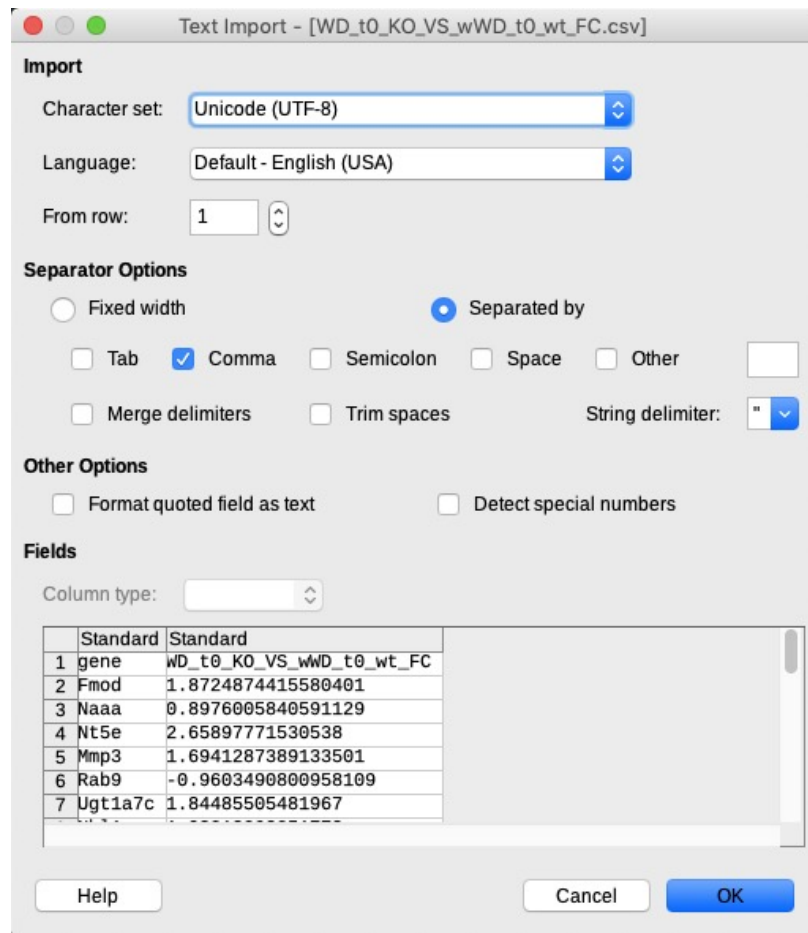

B

	A	B
1	gene	WD_t0_KO_VS_wWD_t0_wt_FC
2	Fmod	1.87248744155804
3	Naaa	0.897600584059113
4	Nt5e	2.65897771530538
5	Mmp3	1.69412873891335
6	Rab9	-0.960349080095811
7	Ugt1a7c	1.84485505481967
8	Nbl1	1.08318398251778
9	Hivep3	1.46512551034118
10	C1qtnf1	0.840380729624447
11	Mfsd12	1.36231920152028
12	Dixdc1	1.18120800893025
13	Cdon	1.24996955646313
14	Lgi2	1.76061908135067
15	Lrtm1	4.21100196997399
16	Smpd3	1.57722470420939
17	Krt80	1.38369904842478
18	Srpx	1.26274778936423
19	Plekha4	0.889494544216759
20	Dnm1	1.59420125785864
21	Cx3cr1	1.46453066933272
22	Ahsa1	-0.825053246115886
23	Ptcd3	-0.870003263946631
24	Dclk1	1.86249564157788
25	Prss12	2.06529485605382
26	Shc2	0.972079278772806
27	Ugp2	-1.0083463415568

Input files structure – Input files need to be tabular data, in either .csv (*comma separated values*), .tsv (*tab separated values*) or excel (.xlsx) files.

Please note that the .tdt (*tab delimited text*) extension for tabular data is discouraged as Libre Office's Calc tries to load the data as a Writer document rather than a spreadsheet.

Sample files downloadable from within reString are .csv files that can be seamlessly opened by either Excel or Libre Office's Calc.

In **A** is shown the text import dialog window of Calc. In **B**, the appearance of one file opened in Calc. The input file has two columns: gene (containing the gene IDs) and another labelled as the input filename (containing the fold change of the expression of that gene with respect to the comparison made). Handling RNAseq results to obtain this kind of tables should be straightforward for all researchers.

Even if not all analyses make use of the fold change information (column 2), input files shall contain it nonetheless.

Supplementary Figure S3

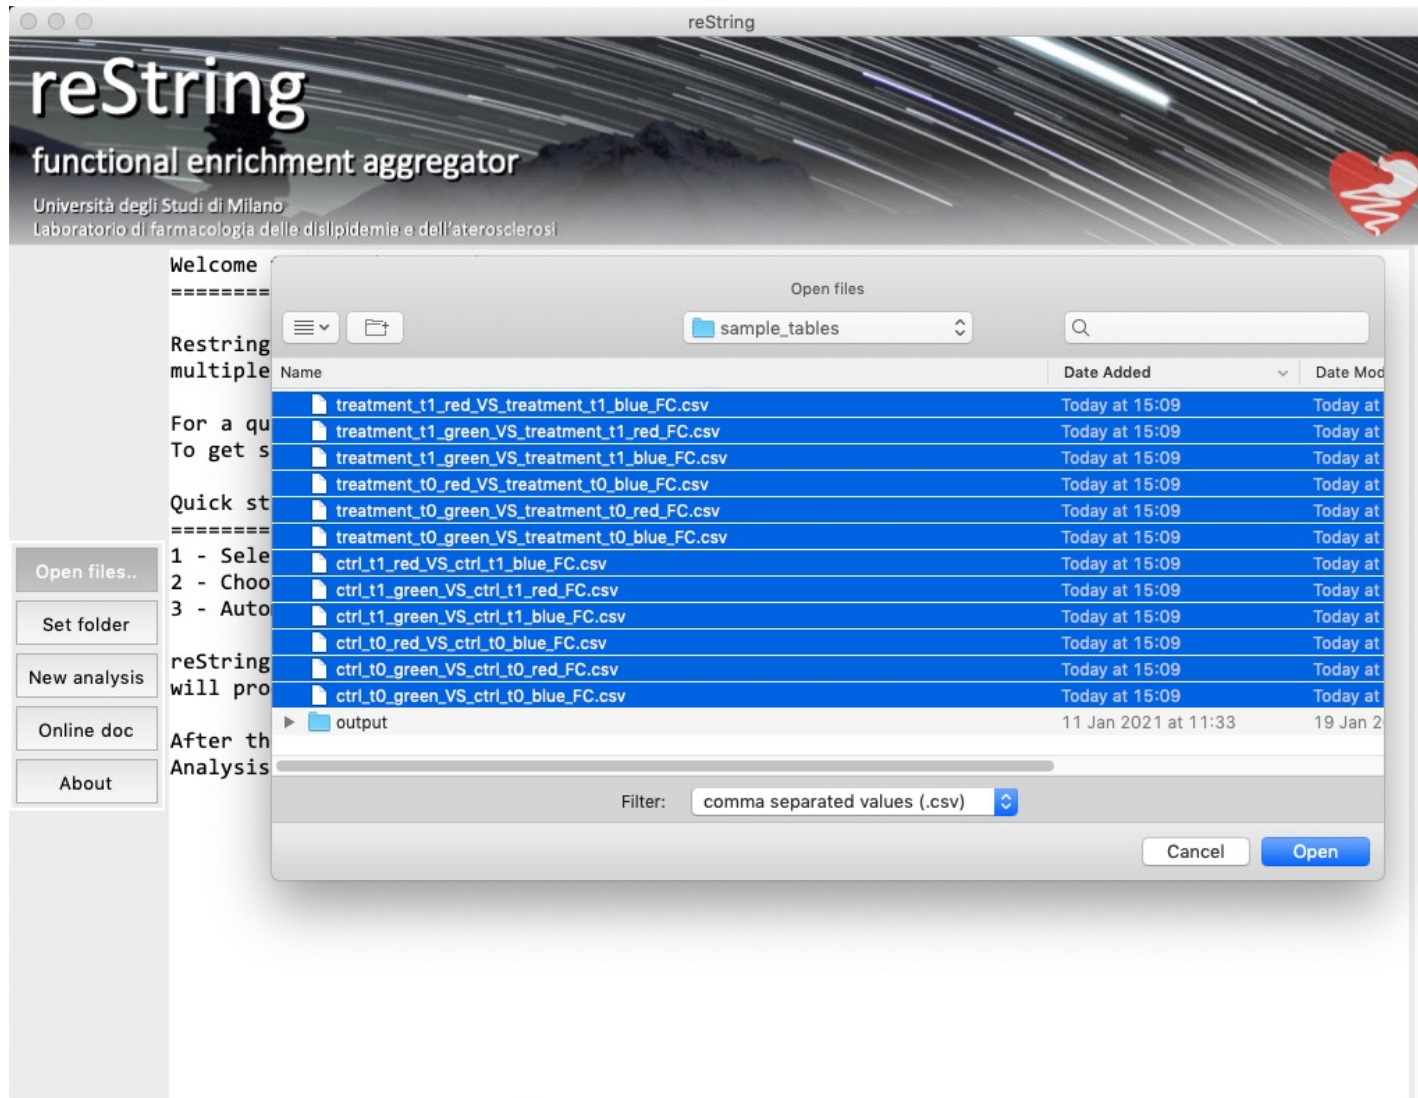

Input files dialog – Choose the files containing the gene lists of interest. Use the **Filter:** to focus on the desired file types in any directory.

Each time the step n. 4 is performed, the input file list is automatically cleared.

Supplementary Figure S4

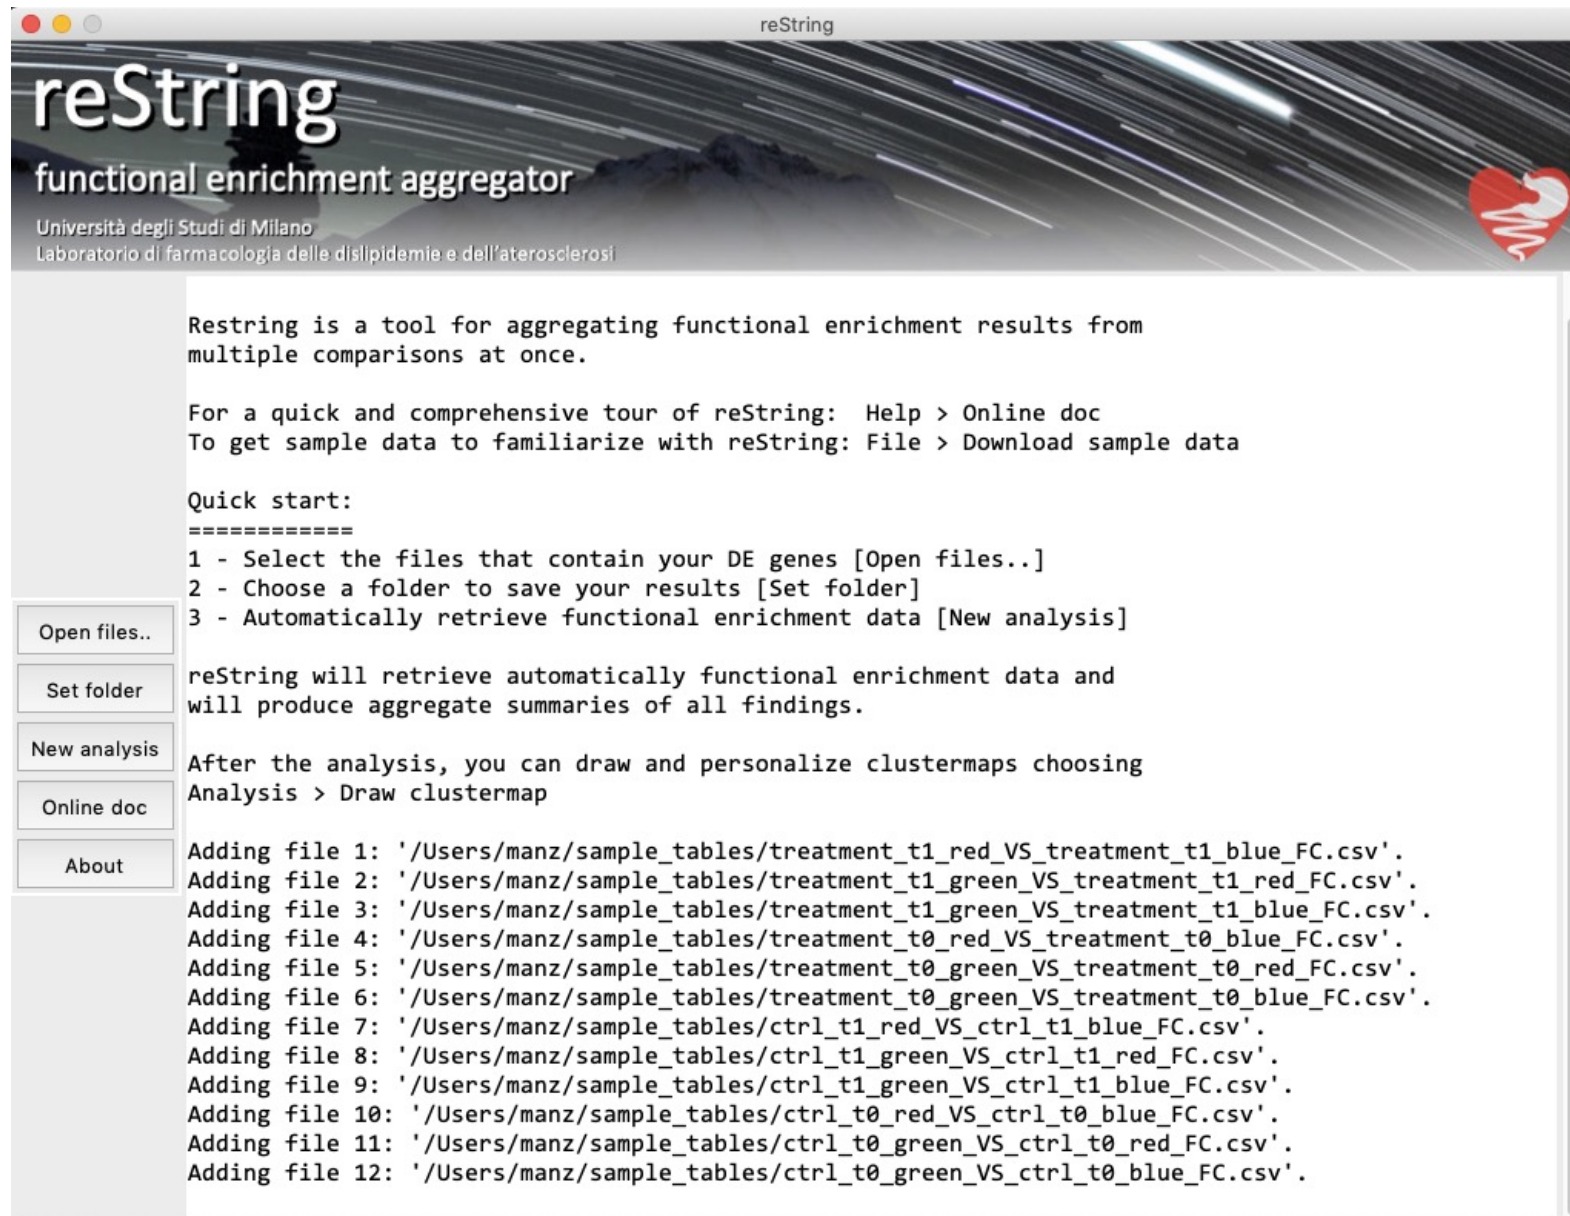

Adding input files – For each successfully loaded input file, reString outputs a message in the textual output frame. The frame is scrollable so that Users can always inspect each step of the analysis.

Supplementary Figure S5

A

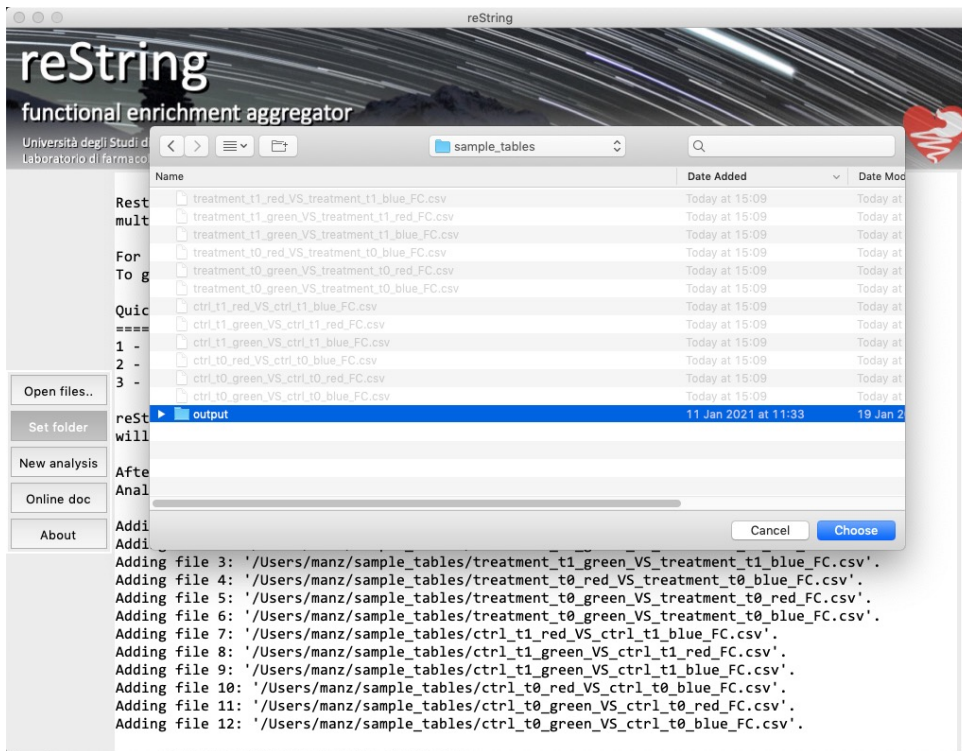

B

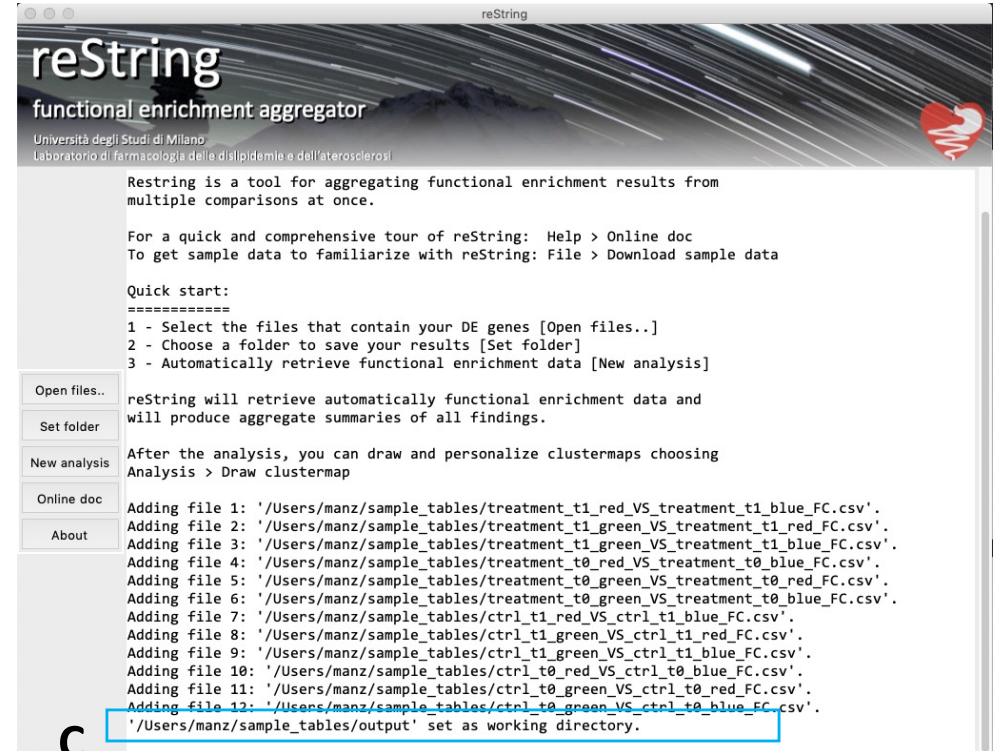

C

Choose output folder– Choose an existing folder to output the results files to. Navigate the file browser (A) to the desired output location and click Choose. The program will notify that the working directory has been set (B, C).

Supplementary Figure S6

A

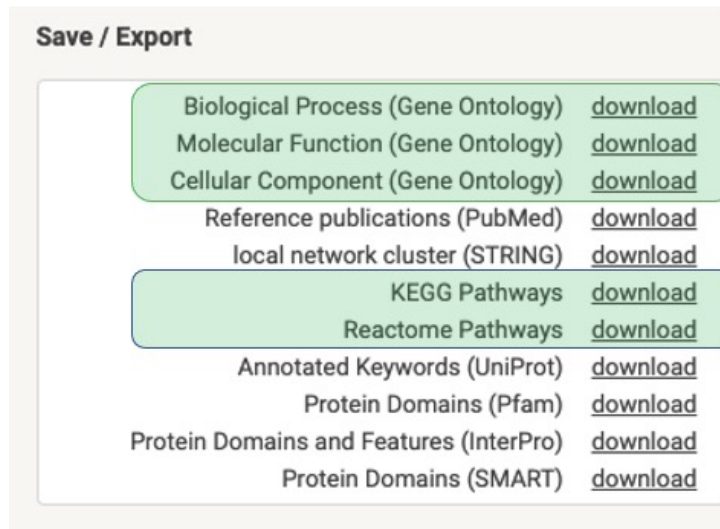

STRING website analysis tools – After performing PPI (*protein-protein interaction*) analysis with STRING, at the bottom of the page, the “Σ Analysis” button opens a dialog through which further functional enrichment data can be downloaded (**A**).

As an example, a KEGG enrichment file (saved by STRING as enrichment.KEGG.tsv) structure is shown in **B**, as it appears as opened with Libre Office’s Calc. “ALL_” was prepended to the filename by reString, as for this particular example the gene list used to retrieve KEGG information contained all genes, irrespective of their up- or down-regulation with respect to experimental groups.

B

ALL_enrichment.KEGG.tsv

A1	A	B	C	D	E	F	G
	#term ID	term description	observed gene count	background gene count	false discovery rate	matching proteins in your network (IDs)	matching proteins in your network (labels)
2	mmu04610	Complement and coagulation cascades	10	88	7.07E-06	Serp1g1,Cfb,C2,Procr,F3,Cd59a,C1ra,Cfh,Vwf,C1s1	Serp1g1,Cfb,C2,Procr,F3,Cd59a,C1ra,Cfh,Vwf,C1s1
3	mmu04512	ECM-receptor interaction	9	81	2.04E-05	Col1a1,Itga11,Col4a4,Lama2,Col6a6,Itgb4,Vwf,Reln,Col6a5	Col1a1,Itga11,Col4a4,Lama2,Col6a6,Itgb4,Vwf,Reln,Col6a5
4	mmu04510	Focal adhesion	12	195	5.38E-05	Col1a1,Egfr,Fgf,Itga11,Col4a4,Lama2,Col6a6,Itgb4,Vwf,Reln,Pdgfra,Col6a5	Col1a1,Egfr,Vegfd,Itga11,Col4a4,Lama2,Col6a6,Itgb4,Vwf,Reln
5	mmu05205	Proteoglycans in cancer	11	199	0.00031	Col1a1,Egfr,Ptch1,Wnt2b,Mmp2,Hpse,Fzd4,Gpc3,Dcn,Tiam1,Pice1	Col1a1,Egfr,Ptch1,Wnt2b,Mmp2,Hpse,Fzd4,Gpc3,Dcn,Tiam1,Pl
6	mmu05150	Staphylococcus aureus infection	6	50	0.0006	Cfb,C2,C1ra,Icam1,Cfh,C1s1	Cfb,C2,C1ra,Icam1,Cfh,C1s1
7	mmu04151	PI3K-Akt signaling pathway	13	349	0.0017	Col1a1,Egfr,Csf1r,Fgf,Itga11,Col4a4,Lama2,Col6a6,Itgb4,Vwf,Reln,Pdgfra,Col6a5	Col1a1,Egfr,Csf1r,Vegfd,Itga11,Col4a4,Lama2,Col6a6,Itgb4,Vw
8	mmu04933	AGE-RAGE signaling pathway in diabetic	7	100	0.0021	Col1a1,F3,Fgf,Mmp2,Icam1,Col4a4,Pice1	Col1a1,F3,Vegfd,Mmp2,Icam1,Col4a4,Pice1
9	mmu04340	Hedgehog signaling pathway	5	44	0.0024	Ptch1,Boc,Gas1,Hhip,Cdon	Ptch1,Boc,Gas1,Hhip,Cdon
10	mmu05165	Human papillomavirus infection	12	335	0.0031	Col1a1,Egfr,Wnt2b,Itga11,Fzd4,Col4a4,Lama2,Col6a6,Itgb4,Vwf,Reln,Col6a5	Col1a1,Egfr,Wnt2b,Itga11,Fzd4,Col4a4,Lama2,Col6a6,Itgb4,Vw
11	mmu04974	Protein digestion and absorption	6	90	0.0062	Col1a1,Col12a1,Col4a4,Col6a6,Col14a1,Col6a5	Col1a1,Col12a1,Col4a4,Col6a6,Col14a1,Col6a5
12	mmu04360	Axon guidance	8	174	0.0067	Ntn4,Ptch1,Boc,Gdf7,Epha3,Ephb2,Plxna4,Slit2	Ntn4,Ptch1,Boc,Gdf7,Epha3,Ephb2,Plxna4,Slit2
13	mmu05133	Pertussis	5	74	0.0152	Serp1g1,C2,Calm14,C1ra,C1s1	Serp1g1,C2,Calm14,C1ra,C1s1
14	mmu02010	ABC transporters	4	47	0.0205	Abca8b,Abca6,Abca9,Abca8a	Abca8b,Abca6,Abca9,Abca8a
15	mmu04024	cAMP signaling pathway	7	194	0.045	ViPr2,Ptch1,Gria4,Calm14,Hhip,Tiam1,Pice1	ViPr2,Ptch1,Gria4,Calm14,Hhip,Tiam1,Pice1
16	mmu05217	Basal cell carcinoma	4	63	0.0484	Ptch1,Wnt2b,Fzd4,Hhip	Ptch1,Wnt2b,Fzd4,Hhip
17							

Supplementary Figure S7

A

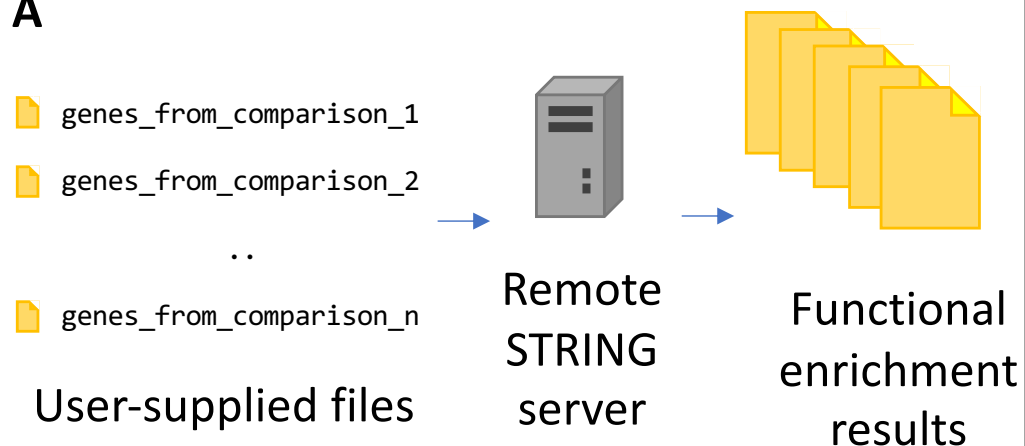

Retrieval of functional enrichment information from STRING. For each supplied gene list table, reString contacts STRING remote servers via STRING APIs to fetch functional enrichment information tables (**A**). reString outputs what it is doing to the textual output frame of the main program's window (**B**).

When running the sample protocol, reString starts with the first file, and creates a subfolder with the same name into the specified results folder. Then, depending on the analysis parameters, it queries STRING for functional information with either all genes (ALL), or upregulated (UP) and/or downregulated (DOWN) ones, naming output tables accordingly (*if the gene list is long enough to generate statistically significant output data*). A table for each one of KEGG, Function, Component, Process and RCTM results type is retrieved. The process is repeated for all files.

In the example depicted (**B**), the genes contained in the input file were divided into up- and downregulated, and each list was used to probe the STRING server. reString outputs the time that took the server to respond. Following STRING APIs instructions, each request is followed by a pause time of 1 second.

To report itself to the STRING server, reString generates a session-unique session ID, shown at each query.

B

```
=====
Aggregation started.
Now in: /Users/manz/sample_tables/output/treatment_t1_red_VS_treatment_t1_blue_FC
Reading from: /Users/manz/sample_tables/treatment_t1_red_VS_treatment_t1_blue_FC.csv
Querying STRING. Session ID: restrstring-ko47u7au, TaxID: 10090, 420 genes/proteins.
STRING replied in 10568.59 milliseconds.
Table written: UP_enrichment.Component.tsv
Table written: UP_enrichment.Function.tsv
Table written: UP_enrichment.KEGG.tsv
Table written: UP_enrichment.Process.tsv
Table written: UP_enrichment.RCTM.tsv
Querying STRING. Session ID: restrstring-ko47u7au, TaxID: 10090, 1236 genes/proteins.
STRING replied in 14024.62 milliseconds.
Table written: DOWN_enrichment.Component.tsv
Table written: DOWN_enrichment.Function.tsv
Table written: DOWN_enrichment.KEGG.tsv
Table written: DOWN_enrichment.Process.tsv
Table written: DOWN_enrichment.RCTM.tsv
```

Supplementary Figure S8

A =====
Finished making functional enrichment tables.
210.99 seconds elapsed.
Getting directories to process.
Python: dirs = get_dirs()

Aggregating data for: Component
=====

```
*Python*: db = aggregate_results(dirs, kind='Component')
Start walking the directory structure.
```

Parameters
-----
folders: 12
kind=Component
directions=['UP', 'DOWN']

```
Processing directory: ctrl_t0_green_VS_ctrl_t0_blue_FC
Processing directory: ctrl_t0_green_VS_ctrl_t0_red_FC
    Processing file DOWN_enrichment.Component.tsv
    Processing file UP_enrichment.Component.tsv
Processing directory: ctrl_t0_red_VS_ctrl_t0_blue_FC
    Processing file DOWN_enrichment.Component.tsv
    Processing file UP_enrichment.Component.tsv
Processing directory: ctrl_t1_green_VS_ctrl_t1_blue_FC
Processing directory: ctrl_t1_green_VS_ctrl_t1_red_FC
    Processing file DOWN_enrichment.Component.tsv
    Processing file UP_enrichment.Component.tsv
```

B Processed 12 directories and 13 files.
Found a total of 26 RCTM elements.
Python: tableize_aggregated(db)
Python: df.to_csv('RCTM_results.tsv')
Python: res = summary(db)
Python: res.to_csv('RCTM_summary.tsv')

=====

Finished aggregating all terms. Tables produced:
Component_results.tsv
Component_summary.tsv
Function_results.tsv
Function_summary.tsv
KEGG_results.tsv
KEGG_summary.tsv
Process_results.tsv
Process_summary.tsv
RCTM_results.tsv
RCTM_summary.tsv

Aggregation of functional enrichment results. After fetching all tables from STRING, reString begins aggregating data from them, detailing each step to the main window (shown in **A**).

When possible, the equivalent Python code of what it is doing is outputted as well, and it should serve as a reference to whomever would like to reproduce or integrate the same analysis when using reString as a Python module (prefixed by “*Python*”).

reString processed all the folders it encounters in the output folder indicated before the beginning of the analysis, produced during the retrieval of data from STRING servers.

For each kind of term retrieved (KEGG, Function, Component, Process and RCTM), the aggregation is started following the chosen analysis type. In the depicted example, the default analysis is run (indicated with “directions”).

After completing the aggregation, reString outputs final, aggregated summaries it produced for each term (**B**). For each one, two types of tables are produced: **results** and **summary**.

Supplementary Figure S9

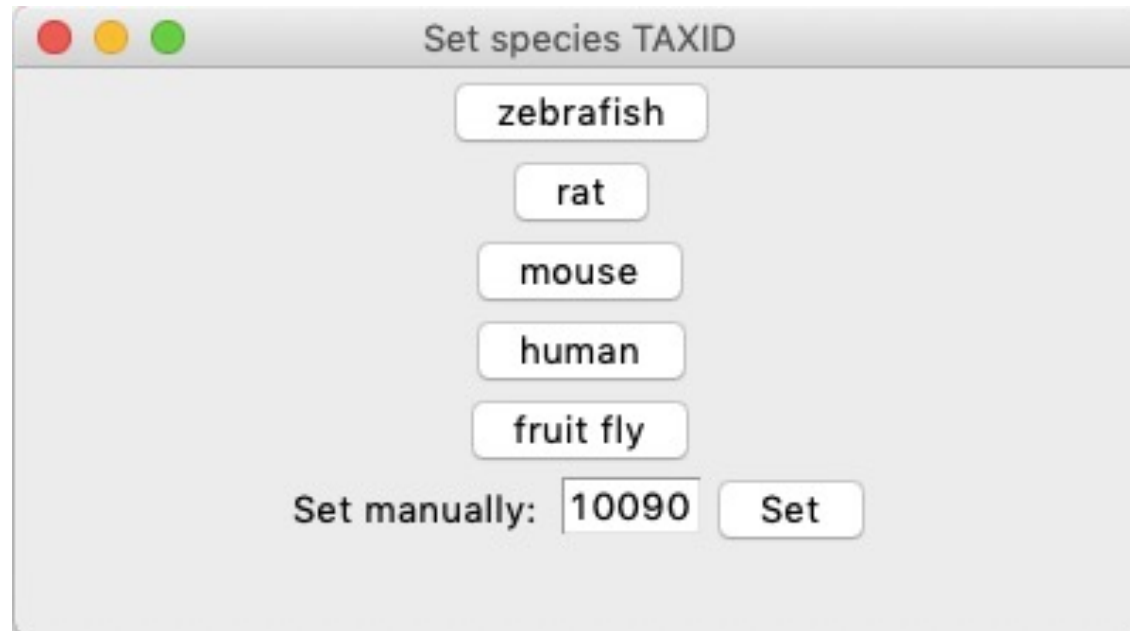

Species selection dialog. STRING requires a species parameter to be indicated when performing PPI network and functional enrichment analysis. reString defaults to mouse (taxonomy identifier 10900). It is possible to choose among the most common species by clicking the corresponding buttons, or directly setting one species by inputting the corresponding numerical taxonomy identifier and clicking “Set”.

Supplementary Figure S10

A

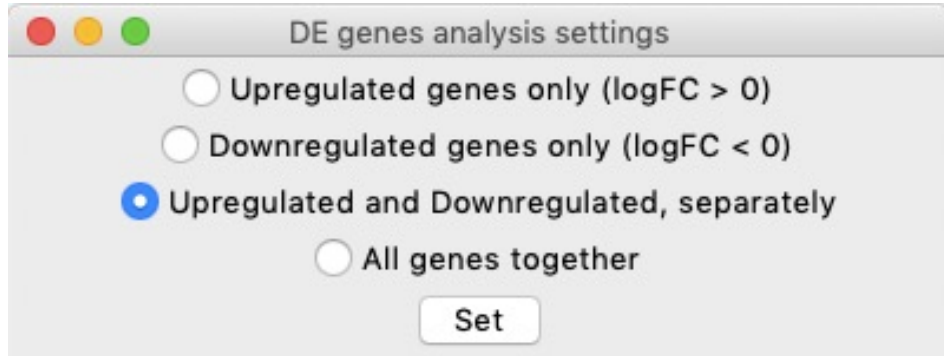

DE genes analysis settings

☐ Upregulated genes only (logFC > 0)

☐ Downregulated genes only (logFC < 0)

☒ Upregulated and Downregulated, separately

☐ All genes together

Set

B

gene ID	condition 1	condition 2	condition 1 /<br>condition 2	log2FC
gene 1	143	748	0.191	-2.38
gene 2	50	4	12.5	3.64

Analysis options. reString knows from the input files if the genes of any given comparison are more expressed in one condition with respect to the other. This directionality information can be exploited to set four possible analysis types (**A**). “up” and “down” follows in reString the convention specified in **B**. Researchers should adjust their input data so that “upregulated” or “downregulated” matches the implied convention.

In the example shown, condition 1 and condition 2 are two experimental conditions where the abundance of the transcript has been estimated. The $\log_2$ of the ratio of the two conditions is calculated as shown, and the following applies:

Upregulated means higher in condition 1 vs condition 2. That is the case of gene 2. The Log2FC is > 0.

Downregulated means lower in condition 1 vs condition 2. That is the case of gene 1. The Log2FC is < 0.

Supplementary Figure S11

Rows/columns are clustered by means of a distance algorithm

If flagged, P-values are log-transformed

If flagged, the clustermap height is adapted to make all individual terms readable

lets the User decide which terms to include in the clustermap

applies settings to the table, updates the stats

reloads the file, clears term selection

drag and drop selection of desired column order. Overridden if columns are clustered

sets the final image resolution in DPI (*dots per inch*). The higher, the bigger the image

applies settings and shows/draws the clustermap

applies a cutoff to the P-values. Rows without *at least one* term that survives the cutoff are not drawn.

sets the base for the logarithm transformation

The screenshot shows a window titled "Draw clustermap" with a text area at the top containing instructions: "Load 'results'-type .tsv files to draw a clustermap. After aggregating functional enrichment info from different comparisons, reString produces two kind of tables: 'results' and 'summary'. 'results'-type tables contain the FDR values for each term in every comparison, and clustermaps are great to get an overall idea of the whole analysis. To draw a heatmap: 1: select a 'results'-type table 2: choose the output image filename 3: hit 'Draw clustermap'". Below the text are two input fields: "Choose input table file" (with "No clustermap input file chosen yet") and "Choose output filename" (with "No output file defined yet"). A row of checkboxes includes "readable", "log transform", "Cluster rows", and "Cluster columns". Below these are three numeric input fields: "P-value cutoff" (set to 1), "Log base" (set to 10), and "DPI" (set to 300). At the bottom are several buttons: "Apply", "Choose terms..", "Choose col order", "Draw clustermap", "Reset", "Help", "Online manual", and "Close". Blue arrows point from various text annotations to specific UI elements: "lets the User decide which terms to include in the clustermap" points to "Choose terms.."; "applies settings to the table, updates the stats" points to "Apply"; "reloads the file, clears term selection" points to "Reset"; "drag and drop selection of desired column order. Overridden if columns are clustered" points to "Choose col order"; "sets the final image resolution in DPI (dots per inch). The higher, the bigger the image" points to "DPI"; "sets the base for the logarithm transformation" points to "Log base"; "applies a cutoff to the P-values. Rows without at least one term that survives the cutoff are not drawn." points to "P-value cutoff"; "applies settings and shows/draws the clustermap" points to "Draw clustermap"; "If flagged, P-values are log-transformed" points to "log transform"; "If flagged, the clustermap height is adapted to make all individual terms readable" points to "readable"; and "Rows/columns are clustered by means of a distance algorithm" points to "Cluster rows" and "Cluster columns".

Draw clustermap window. reString has a built-in tool that produces clustermaps by charting **results**-type tables. By default, it shows and saves to a preferred location a heatmap (no clustering of rows and columns) that fits into a reasonably-sized picture. Options are illustrated in the picture above, please refer to the manual for a complete explanation.

Supplementary Figure S12

If flagged, P-values are log-transformed

applies a cutoff to the P-values. Rows without *at least one* term that survives the cutoff are not drawn.

applies settings to the table, updates the stats

reloads the file, clears term selection

The screenshot shows a window titled "Draw bubble plot" with a text area at the top containing instructions. Below the text area are two file selection fields: "Choose input table file" (with "No input file chosen yet") and "Choose output filename" (with "No output file defined yet"). Below these are settings for "log transform" (checkbox), "P-value cutoff" (input field with "1"), "Log base" (input field with "10"), "DPI" (input field with "300"), and "terms height" (input field with "0.25"). At the bottom are buttons for "Apply", "Reset", "Choose terms..", "Draw bubble plot", "Help", "Online manual", and "Close". Blue arrows point from descriptive text blocks to specific UI elements: from "If flagged, P-values are log-transformed" to the "log transform" checkbox; from "applies a cutoff to the P-values..." to the "P-value cutoff" field; from "applies settings to the table..." to the "Apply" button; from "reloads the file, clears term selection" to the "Reset" button; from "lets the User decide which terms to include..." to the "Choose terms.." button; from "sets the base for the logarithm transformation" to the "Log base" field; from "sets the final image resolution in DPI..." to the "DPI" field; from "sets how much terms are separated in the y axis" to the "terms height" field; and from "applies settings and shows/draws the bubble plot" to the "Draw bubble plot" button.

Load 'summary'-type .tsv files to draw a bubble plot.

After aggregating functional enrichment info from different comparisons, reString produces two kind of tables: 'results' and 'summary'.

'summary'-type tables contain the lower FDR values for each term, how many times it is found enriched in experimental conditions, all identifiers from all conditions and common identifiers.

To draw a bubble plot:
=====

1: select a 'summary'-type table
2: choose the output image filename
3: hit 'Draw bubble plot'

Choose input table file

No input file chosen yet

Choose output filename

No output file defined yet

☐ log transform

P-value cutoff 1 Log base 10 DPI 300 terms height 0.25

Apply Choose terms.. Draw bubble plot

Reset Help Online manual Close

sets the base for the logarithm transformation

sets the final image resolution in DPI (*dots per inch*). The higher, the bigger the image

sets how much terms are separated in the y axis

applies settings and shows/draws the bubble plot

Draw bubble plot window. reString has a built-in tool that produces bubble plots by charting **summary**-type tables. Options are illustrated in the picture above, please refer to the manual for a complete explanation.

Supplementary Figure S13

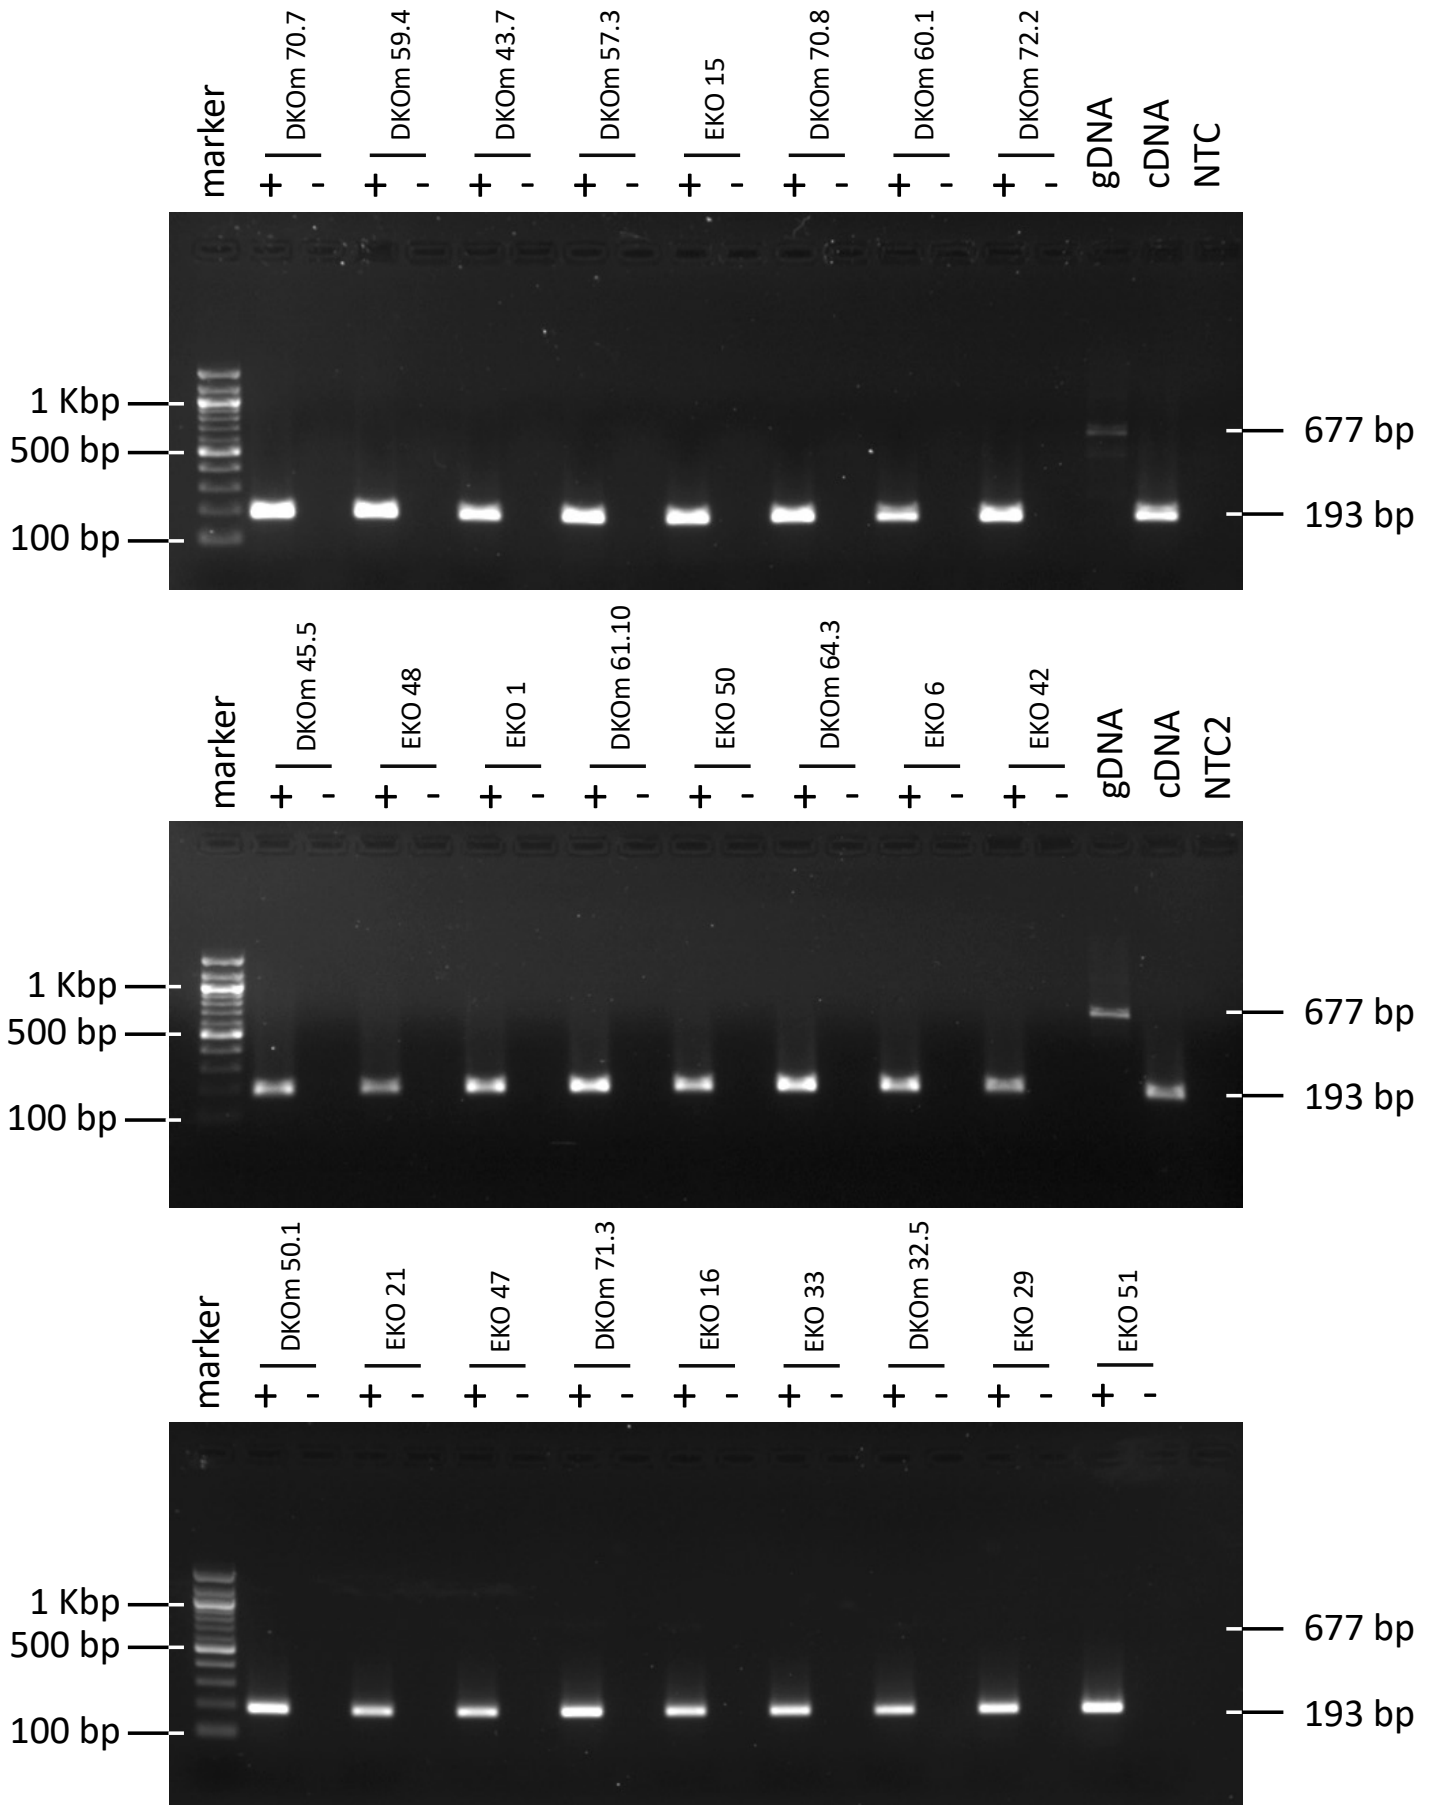

Retrotranscription and DNA contamination test. Specific primers were used to amplify sequences of Srp14 on cDNA (193bp) and gDNA (677) on RT plus and RT minus samples.

Supplementary Figure S14

A

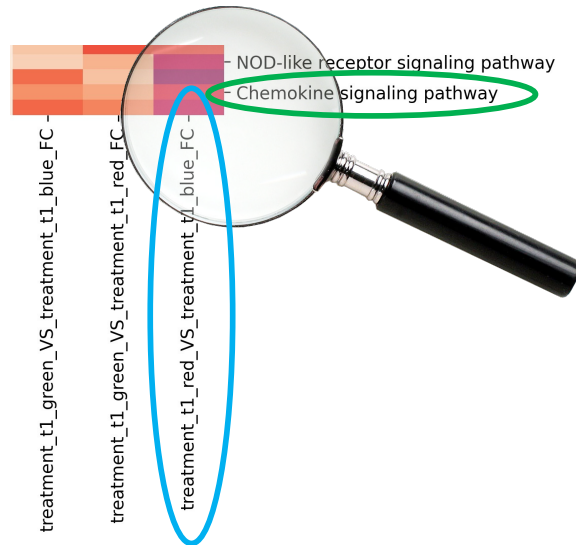

B

- ctrl_t0_green_VS_ctrl_t0_blue_FC
- ctrl_t0_green_VS_ctrl_t0_red_FC
- ctrl_t0_red_VS_ctrl_t0_blue_FC
- ctrl_t1_green_VS_ctrl_t1_blue_FC
- ctrl_t1_green_VS_ctrl_t1_red_FC
- ctrl_t1_red_VS_ctrl_t1_blue_FC
- treatment_t0_green_VS_treatment_t0_blue_FC
- treatment_t0_green_VS_treatment_t0_red_FC
- treatment_t0_red_VS_treatment_t0_blue_FC
- treatment_t1_green_VS_treatment_t1_blue_FC
- treatment_t1_green_VS_treatment_t1_red_FC
- treatment_t1_red_VS_treatment_t1_blue_FC
- Component_results.tsv
- Component_summary.tsv
- Function_results.tsv
- Function_summary.tsv
- KEGG_results.tsv
- KEGG_summary.tsv
- Process_results.tsv
- Process_summary.tsv
- RCTM_results.tsv
- RCTM_summary.tsv

C

DOWN_enrichment.KEGG.tsv

iteration Sans 10

Aa,Pik3cg,H2-Eb1,Irak4,Ccr5,H2-DMb1,Stat3

#term ID	term description	observed gene count	background gene count	false discovery rate	matching proteins in your network (IDs)
mmu0414	Lysosome	58	123	1.51E-27	Gm2a,Naglu,Acp2,Napsa,Dnase2a,Ctsb,Neu1,M6pr,Atp6vC
mmu0414	Phagosome	55	165	1.76E-20	Itgb2,Tubb6,Calr,Atp6v1b2,M6pr,Cd209a,Atp6v0d1,Cybb,C
mmu0519	Tuberculosis	53	172	1.33E-18	Itgb2,Tgfb1,Bid,Cd209a,Atp6v0d1,Ctss,Lbp,Nos2,Vdr,Ciita,
mmu0532	Rheumatoid arthritis	37	81	2.09E-17	Ccl2,Ccl12,Itgb2,Ccl3,Tgfb1,Atp6v1b2,Atp6v0d1,Ctsk,Tnfs
mmu0438	Osteoclast differentiation	42	122	2.91E-16	Spi1,Tgfb1,Ctsk,Ncf1,Cyba,Grb2,Trem2,Tnf,Csf1r,Il1b,Il1a,
mmu0409	Cytokine-cytokine receptor interaction	56	252	1.63E-14	Ccl2,Ccl12,Pdgfb,Acvr1b,Ccl3,Tgfb1,Irf7,Ccl8,Cd40,Tnfsf1
mmu0462	NOD-like receptor signaling pathway	45	164	1.75E-14	Ccl2,Ccl12,Ctsb,Cybb,Cyba,Trpv2,Tnfaip3,Ripk3,Tnf,Irf7,Il
mmu0514	Leishmaniasis	28	65	7.36E-13	Itgb2,Tgfb1,Cybb,Ncf1,Cyba,Nos2,C3,Tnf,Il1b,Il1a,Tlr2,Fcg
mmu0462	Chemokine signaling pathway	44	179	8.11E-13	Ccl2,Ccl12,Ccl3,Hck,Vav1,Ccl8,Ncf1,Cxcl16,Ccl6,Ccl4,Ccl
mmu0519	Staphylococcus aureus infection	25	50	1.05E-12	Itgb2,C3,Cfb,Fcgr1,C1qc,H2-DMA,C1qb,H2-Ab1,H2-Aa,C3a
mmu0464	Hematopoietic cell lineage	29	90	7.1E-11	Il7r,Cd33,Cd44,Cd22,Tnf,Csf1r,Il6,Il1r2,Itga6,Il1b,Il6ra,I
mmu0510	Kaposi's sarcoma-associated herpesvirus infection	42	203	3.05E-10	Pdgfb,Hck,Bid,H2-M2,Pik3r5,Cdkn1a,C3,H2-K1,Irf7,Il6,Ccr
mmu0409	NF-kappa B signaling pathway	28	93	5.41E-10	Lbp,Cd40,Ccl4,Tnfaip3,Plau,Tnf,Il1b,Vcam1,Tnfrsf1a,Btk,P
mmu0514	Malaria	20	45	1.41E-09	Ccl2,Ccl12,Itgb2,Tgfb1,Cd40,Sdc1,Tnf,Il6,Sele,Il1b,Vcam1
mmu0513	Pertussis	24	74	3.49E-09	Itgb2,Nos2,C3,Tnf,Il6,Casp1,Il1b,Il1a,Cxcl5,Myd88,C1qc,Irf
mmu0419	PI3K-Akt signaling pathway	54	349	5.29E-09	Pdgfb,Col1a1,Lamb1,Il7r,Epha2,Ywhah,Grb2,Pik3r5,Osmr,C
mmu0462	Toll-like receptor signaling pathway	27	98	5.29E-09	Ccl3,Irf5,Ctsk,Lbp,Cd40,Ccl4,Tnf,Irf7,Il6,Casp8,Il1b,Tlr2,Pil
mmu0469	Natural killer cell mediated cytotoxicity	28	111	1.22E-08	Itgb2,Bid,Cd244,Vav1,Grb2,H2-K1,Tnf,Nras,Tyrobp,Pik3cb,
mmu0510	Influenza A	34	165	1.85E-08	Ccl2,Ccl12,Ciita,Tnf,Il33,Irf7,Il6,Casp1,Il1b,Il1a,Tnfrsf1a,Pil
mmu0513	Salmonella infection	23	78	2.91E-08	Ccl3,Lbp,Nos2,Ccl4,Il6,Casp1,Il1b,Il1a,Cxcl1,Was,Myd88,T
mmu0421	Apoptosis	30	135	3.45E-08	Ern1,Bid,Ctsb,Ctsk,Ctss,Ctsz,Ctsl,Tnf,Pmaip1,Casp8,Nras
mmu0481	Regulation of actin cytoskeleton	38	208	3.45E-08	Itgb2,Pdgfb,Vav1,Pip4k2a,Myh9,Gna13,Diap1,Baiap2,Itga6
mmu0461	Complement and coagulation cascades	24	88	4.18E-08	Itgb2,Plaur,Plau,Clu,C3,Cfb,Procr,Itgax,F7,C1qc,C1qb,C3a
mmu0469	B cell receptor signaling pathway	21	69	7.56E-08	Vav1,Cd22,Grb2,Nfkbie,Iftm1,Nras,Cd72,Btk,Pik3cb,Lyn,P
mmu0469	TNF signaling pathway	26	108	8.03E-08	Ccl2,Ccl12,Tnfaip3,Edn1,Ripk3,Tnf,Il6,Casp8,Sele,Il1b,Vca
mmu0493	AGE-RAGE signaling pathway in diabetic complicat	25	100	8.03E-08	Ccl2,Ccl12,Col1a1,Tgfb1,Cybb,Edn1,Tnf,Diap1,Il6,Sele,Il1

Results inspection – Inspecting each block of the clustermap is easy. reString organizes all functional enrichment files it retrieves from STRING, for each comparison, into a folder with the same name as the input file. In this example, the term “Immune System” of Reactome Pathways is investigated in the comparison “treatment_t1_red_VS_treatment_t1_blue_FC” (A). The corresponding files for RCTM data are found in the corresponding folder (B), and once opened, it is easy to find if the term was found with the up- or down-regulated gene lists (C) and retrieve the genes of interest (arrows).

Supplementary Figure S15

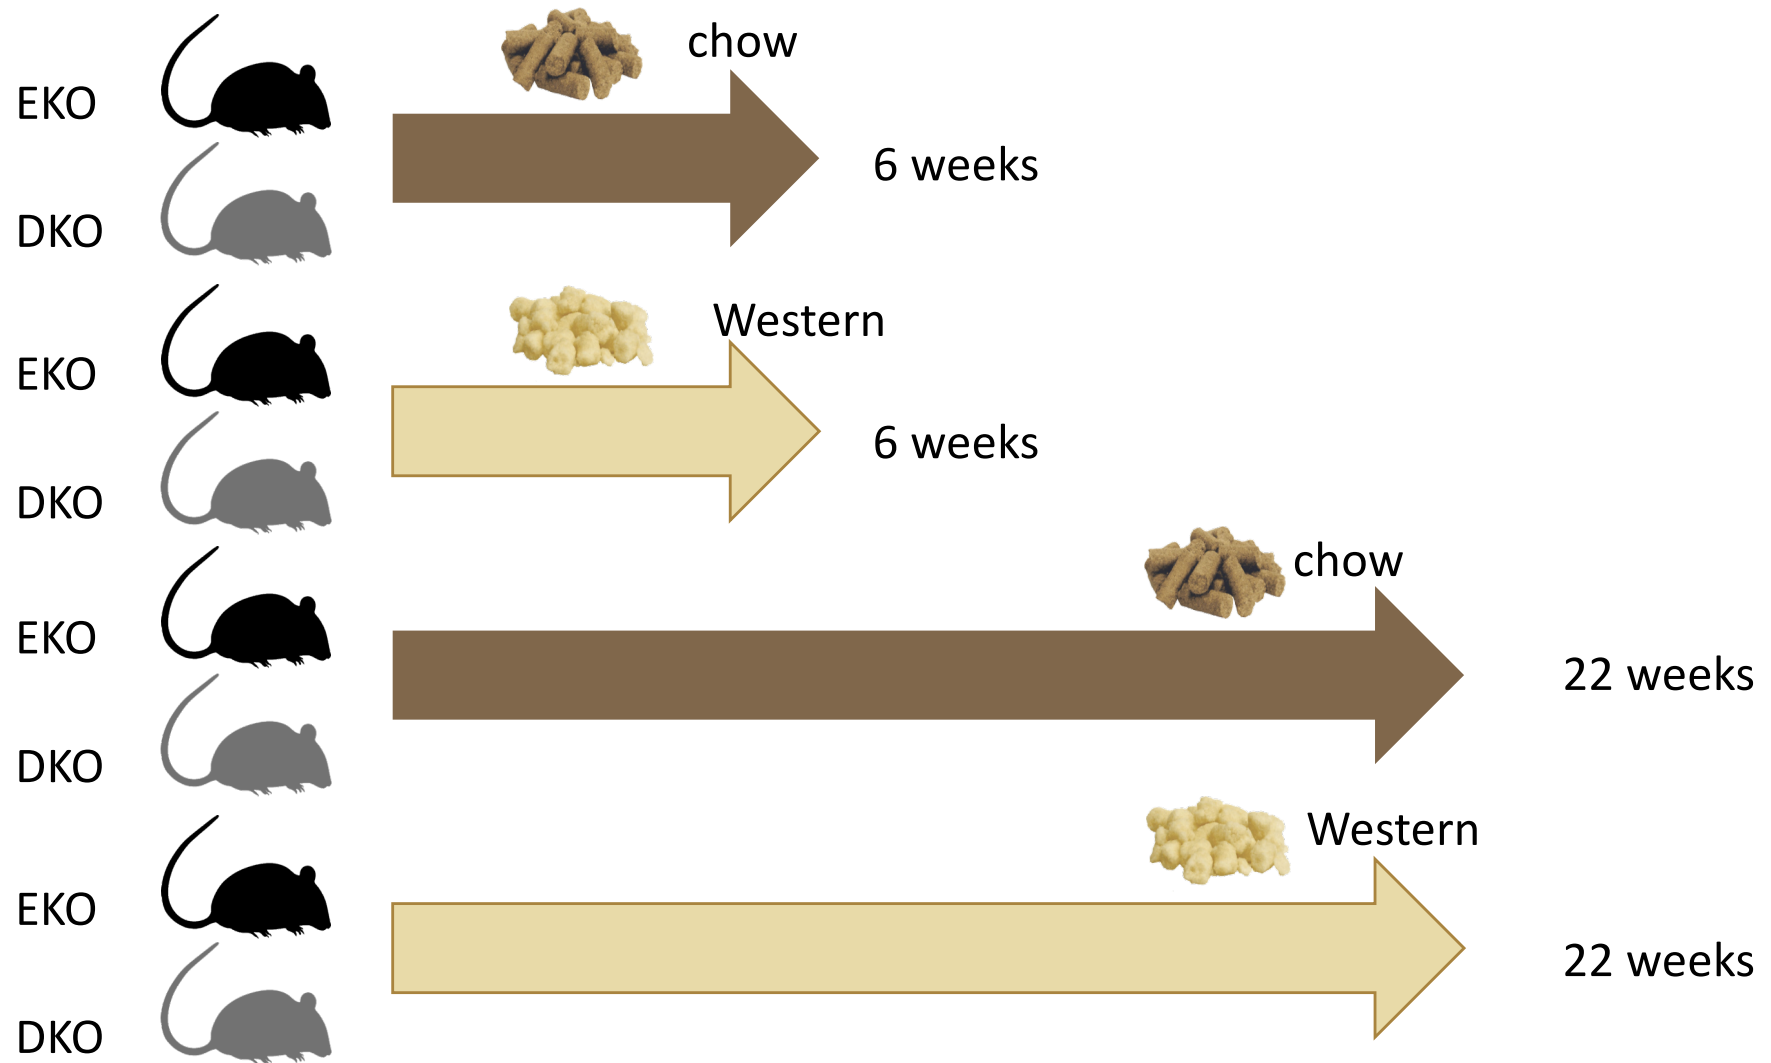

Experimental design. Eight weeks old male mice were randomly divided, genotype-wise, into 8 groups and fed either a normal laboratory diet (NLD, 4RF21, Mucedola, Italy) or a Western-type diet (WD, TD.88137, Envigo, Italy) for 6 or 22 weeks.

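Xist, the RNA that silences an X chromosome in female cells, was between 17.6 and 28.8 FPKM in 10 of the 25 libraries, and Ddx3y, on the Y chromosome, between 0 and 0.174 FPKM in the same 10. In 14 libraries Xist was between 0.0196 and 1.35 FPKM and Ddx3y between 13.1 and 19.9 FPKM. The partial library holds no value for either gene. The 10 libraries with Xist above 10 FPKM fall in each of the 8 groups, with 2 of 4 in DKO on NLD at 6 weeks, 2 of 3 in EKO on NLD at 22 weeks and 1 of 3 in each of the other 6. Adding the level of Xist to the fit without the partial library, an alternative chosen after seeing the data, called 2684 genes in EKO against DKO on WD at 22 weeks.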

Supplementary Figure S16

A

Dunnett's T3 multiple comparisons test	Summary	Adjusted P Value	t	DF
DKO 6 NLD vs. EKO 6 NLD	ns	>0.9999999999	0	10,00
DKO 6 NLD vs. EKO 22 WD	**	0.006507451	3164	6000
EKO 6 NLD vs. EKO 22 WD	**	0.006507451	2105	5000
EKO 22 NLD vs. EKO 22 WD	**	0.006716819	4198	5000
DKO 22 NLD vs. EKO 22 WD	**	0.007111354	3838	5000
DKO 6 WD vs. EKO 22 WD	*	0.010198495	4426	5000
EKO 6 WD vs. EKO 22 WD	*	0.025153616	8092	5000
DKO 6 NLD vs. DKO 22 WD	ns	0.08407745	3164	6000
EKO 6 NLD vs. DKO 22 WD	ns	0.08407745	2105	5000
DKO 6 NLD vs. DKO 6 WD	ns	0.102325199	4198	5000
EKO 6 NLD vs. DKO 6 WD	ns	0.102325199	3838	5000
EKO 22 NLD vs. DKO 22 WD	ns	0.132090987	4426	5000
DKO 6 NLD vs. EKO 6 WD	ns	0.140726879	8092	5000
EKO 6 NLD vs. EKO 6 WD	ns	0.140726879	0,4284	10,29
DKO 22 NLD vs. DKO 22 WD	ns	0.148360436	1015	10,57
DKO 6 WD vs. DKO 22 WD	ns	0.216937032	2236	6912
DKO 6 NLD vs. DKO 22 NLD	ns	0.234282101	3600	5535
EKO 6 NLD vs. DKO 22 NLD	ns	0.234282101	6948	5774
EKO 22 NLD vs. EKO 6 WD	ns	0.471763384	1342	9962
DKO 22 NLD vs. EKO 6 WD	ns	0.576007491	2425	7545
EKO 6 WD vs. DKO 22 WD	ns	0.625856404	3712	5748
DKO 6 NLD vs. EKO 22 NLD	ns	0.650687267	7024	6077
EKO 6 NLD vs. EKO 22 NLD	ns	0.650687267	1591	7285
DKO 22 WD vs. EKO 22 WD	ns	0.834527223	3238	5662
DKO 6 WD vs. EKO 6 WD	ns	0.896062292	6484	5955
EKO 22 NLD vs. DKO 6 WD	ns	0.975162821	2138	7555
DKO 22 NLD vs. DKO 6 WD	ns	0.998894774	4795	8438
DKO 22 NLD vs. EKO 22 NLD	ns	1	1766	9674

B

QQ plot

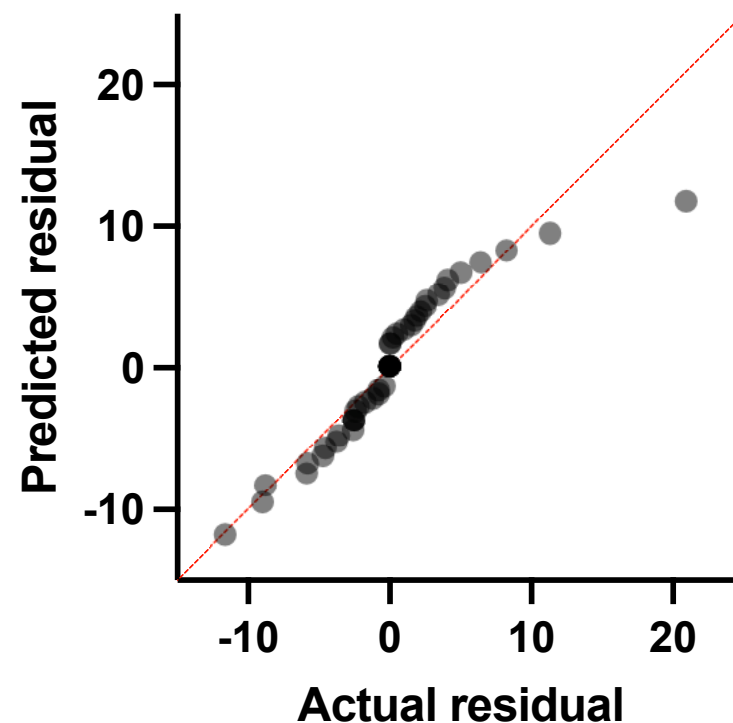

Plaque extent in EKO and DKO mice: detailed statistics. Detailed results of the *post-hoc* testing for each group, including the ones whose differences are not statistically significant, are shown in **A**. In **B**, a quantile-quantile (QQ) plot of all residuals is shown. Plaque extent distributes normally, thus a parametric multi-comparison test (Welch's ANOVA) has been chosen to test for statistical significance among groups.

Supplementary Figure S17

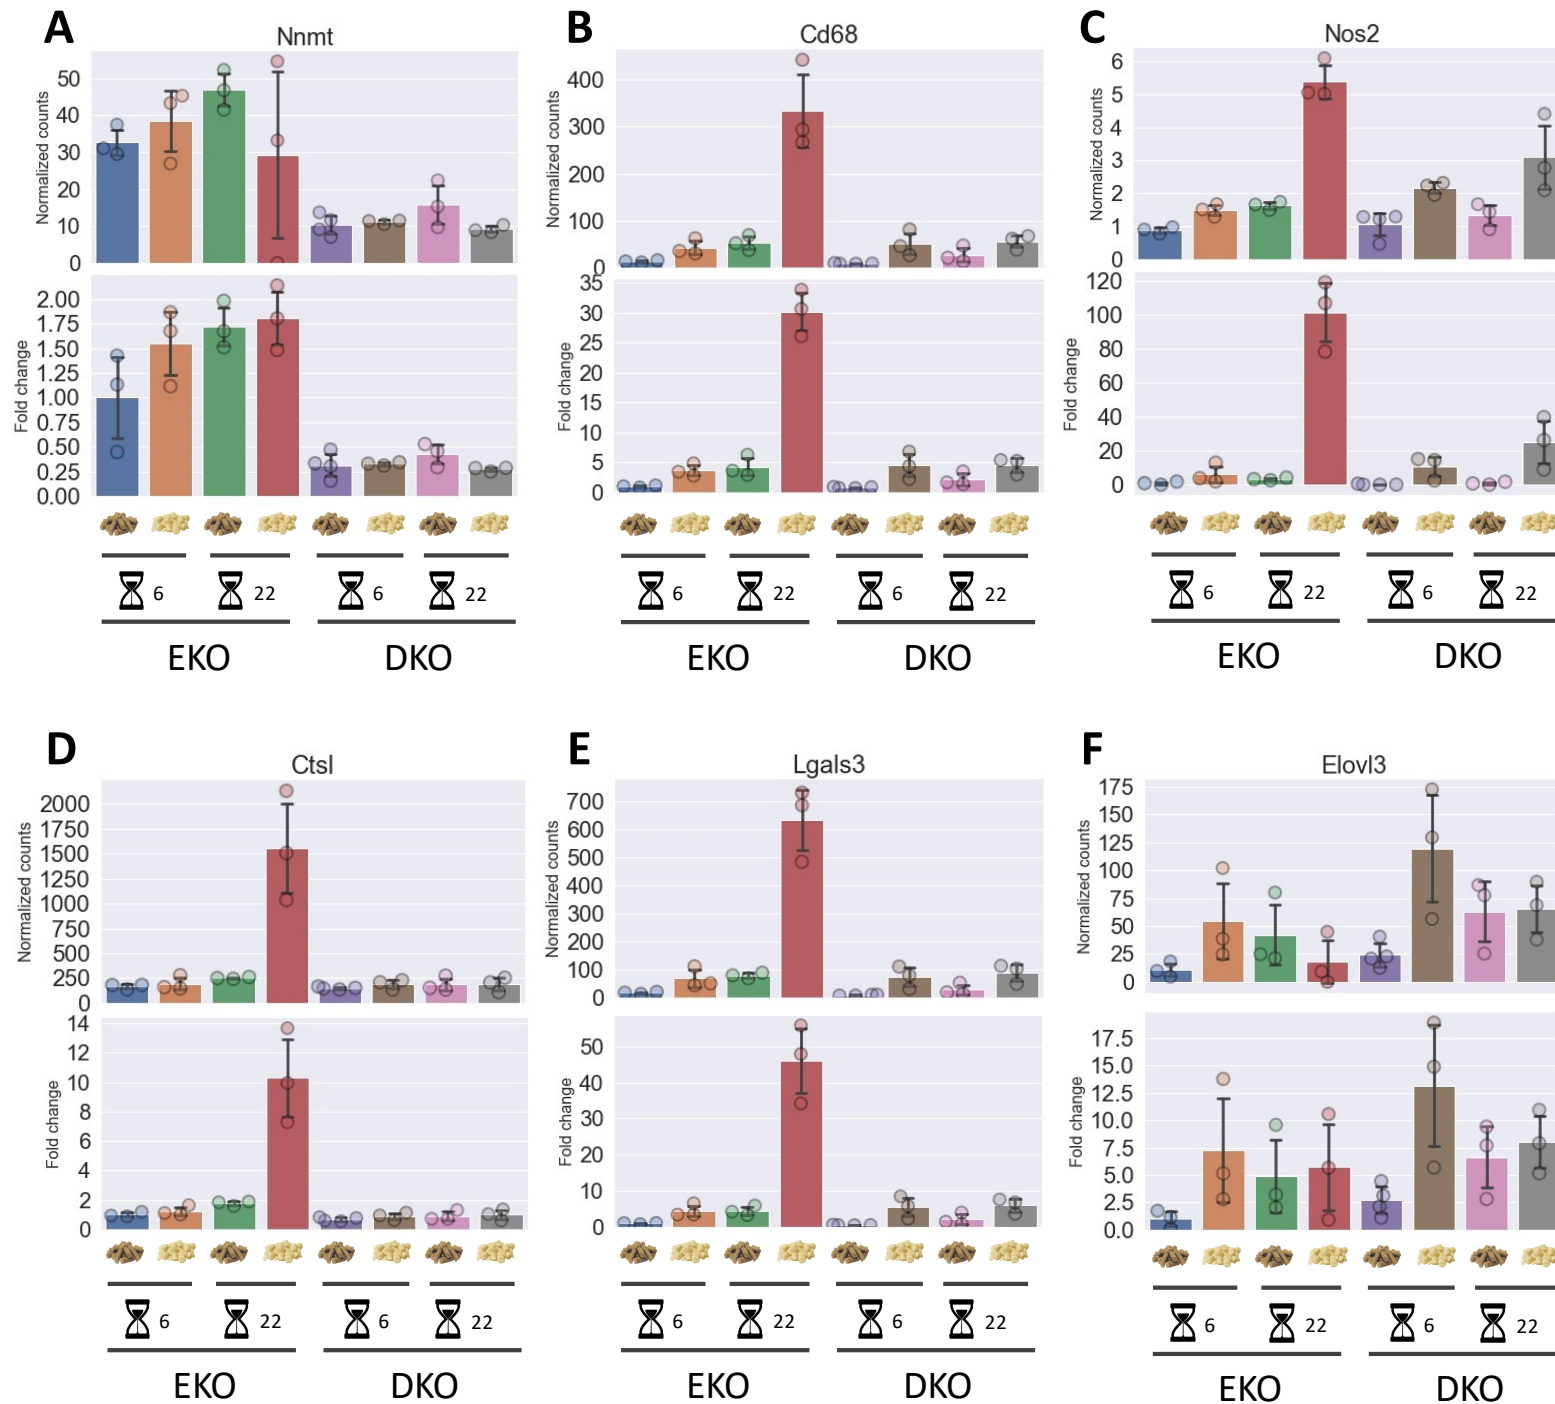

Six genes have been chosen for independent validation by qPCR (A-F). As a proof of principle, all samples were retro-transcribed and the resulting relative expression (EKO, NLD and 6 weeks was set as the relative reference group, blue) are compared head-to-head with corresponding normalized counts from RNAseq (bottom, qPCR data, top, RNAseq data). In every case (150 individual values), the correspondence between qPCR and normalized counts for each gene (converted to fold change vs the same reference group, then standard scaled) is remarkable (G)

G Spearman correlation=0.87
P-value = 1.63×10^{-49}

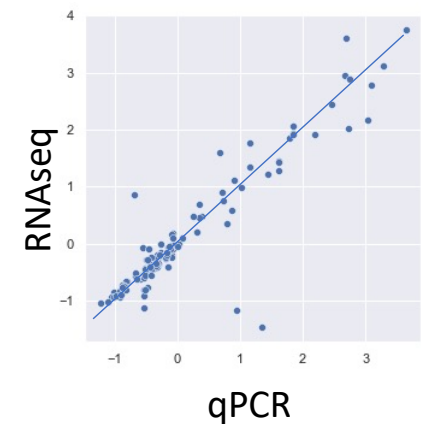

Supplementary Table S1

Target	Primer A (5' → 3')	Primer B (5' → 3')	Size (bp)	Temp (°C)	Type	Accession(s)
Srp14	GGAGGCTTCTGCTGACGGCG	GGGCTCGAGGCCCTCCACA	193 (cDNA)<br>677 (gDNA)	58.5	endpoint PCR	NM_009273.4
Tbp	ACCGTGAATCTTGGCTGTAAAC	GCAGCAAATCGCTTGGGATTA	86 bp	60	qPCR	NM_013684.3
Cd68	TGTTCACTCCAAGCCCAA	GTACCGTCACAACCTCCCTG	123 bp	60	qPCR	NM_001291058.1
CtsI	CAAATAAGAATAAATATTGGCTTGTC	TGTAGCCTTCCATACCCCAT	66 bp	60	qPCR	NM_009984.4
Elovl3	GCCTCTCATCCTCTGGTCCT	TGCCATAAACTTCCACATCCT	76	60	qPCR	NM_007703.2,<br>NM_001374665.1
Lgals3	TGGACCACTGACGGTGCC	GGCAACATCATTCCCTCTCCT	136	60	qPCR	NM_010705.3,<br>NM_001145953.1
Nnmt	GAGCCTTTGACTGGTCCCC	GCACGCCTCAACTTCTCCTC	94	60	qPCR	NM_010924.3,<br>NM_001311062.1
Nos2	CGTGAAGAAAACCCCTTGTGCT	AGGGATTCTGGAACATTCTGTGCT	117	60	qPCR	NM_010927.4

For endpoint PCR, the conditions were as follows: 95 °C for 3 min, followed by 35 cycles of 30 s at 95 °C, 30 s at 58.5 °C, 45 s at 72 °C for 45 s, followed by a final amplification step of 5 min at 72 °C. For qPCR, the conditions were as follows: 95 °C for 1 min, followed by 40 cycles of 10 s at 95 °C, 30 s at 60 °C, followed by a final melting curve performed from 65.0 °C to 95.0 °C with 0.5 °C increments.

Supplementary Materials and Methods

This document mirrors the online documentation currently available (September, 2021) for reString at the GitHub reString repo: <https://github.com/Stemanz>

Please refer to the online doc for the latest changes and updates.

restring

Easy to use functional enrichment terms retriever and aggregator, designed for the wet biology researcher

Overview

restring works on user-supplied differentially expressed (DE) genes list, and **automatically pulls and aggregates functional enrichment data** from [STRING](#). It returns, in table-friendly format, aggregated results from **analyses of multiple comparisons**.

Results can readily be visualized via **highly customizable heat/clustermaps** to produce beautiful publication-grade pics. Plus, it's got a GUI!

What KEGG pathway was found in which comparisons? What pvalues? What DE genes annotated in that pathway were shared in those comparisons? How can I simultaneously show results for all my experimental groups, for all terms, all at once? This can all be managed by restring.

Table of contents

- [Use case](#)
- [Installation](#)
  - [Installation in depth](#)
  - [Installation troubleshooting](#)
- [Procedure](#)
  - [1 | Prepping the files](#)
  - [2 | Set input files and choosing the output path](#)
  - [3 | Running the analysis \(with default settings\)](#)
    - [Results tables](#)
    - [Summary tables](#)
  - [4 | Visualizing the results](#)
    - [Clustermap/Heatmap](#)
    - [Clustermap customization options](#)
    - [Bubble plot](#)

- [Bubble plot options](#)
- [5 | Configuring the analysis](#)
  - [Species](#)
  - [DE genes settings](#)
  - [Set background](#)
  - [Clear background](#)
  - [Choosing a specific STRING version](#)
- [Getting help](#)
  - [Investigating an issue](#)
  - [Reporting a bug](#)
  - [Requesting a new feature](#)
- [Known bugs](#)
- **restring as a Python module**
  - [1 | Download required files from STRING](#)
  - [2 | Aggregating the results](#)
  - [3 | Visualizing the results with `draw\_clustermap\(\)`](#)
  - [4 | Polishing up: making the clutermmap pop](#)

Use case

Modern high-throughput -omic approaches generate huge lists of differentially expressed (DE) genes/proteins, which can in turn be used for functional enrichment studies. Manually reviewing a large number of such analyses is time consuming, especially for experimental designs with more than a few groups. Let's consider this experimental setup:

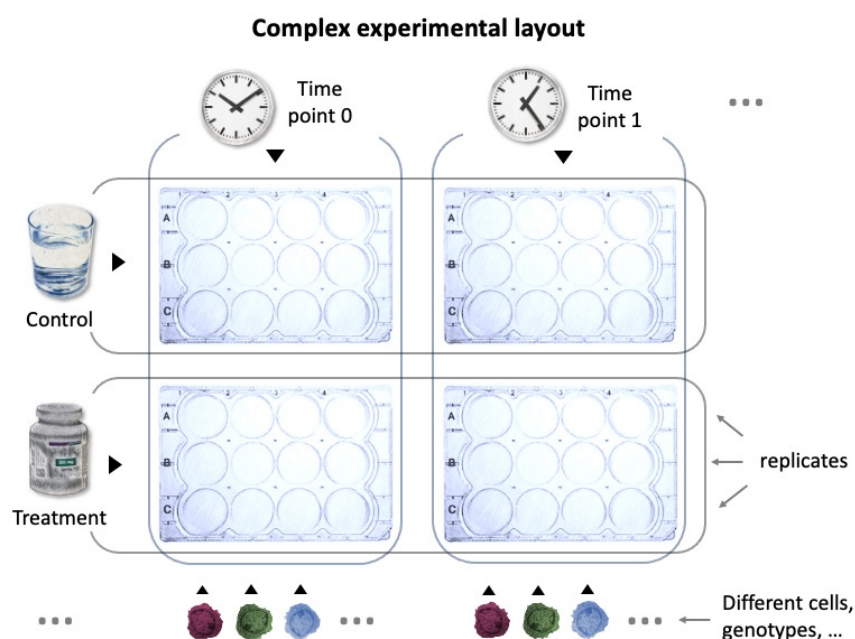

This represents a fairly common experimental design, but manually inspecting functional enrichment results for such all possible combinations would require substantial effort. Let's take a look at how we can tackle this issue with **restring**.

Our sample experimental setup has **two treatments**, given at **two time points** to **three different sample types**. Let's assume those samples are cells of different genotypes, and we'd like to mainly investigate genotype comparisons. After quantifying gene expression by RNAseq, we have DE genes for every comparison. As in many experimental pipelines, each list of DE genes is investigated with functional enrichment tools, such as [String](#). But every comparison generates one or more tables. **restring** makes it easy to generate summary reports from all of them, automatically.

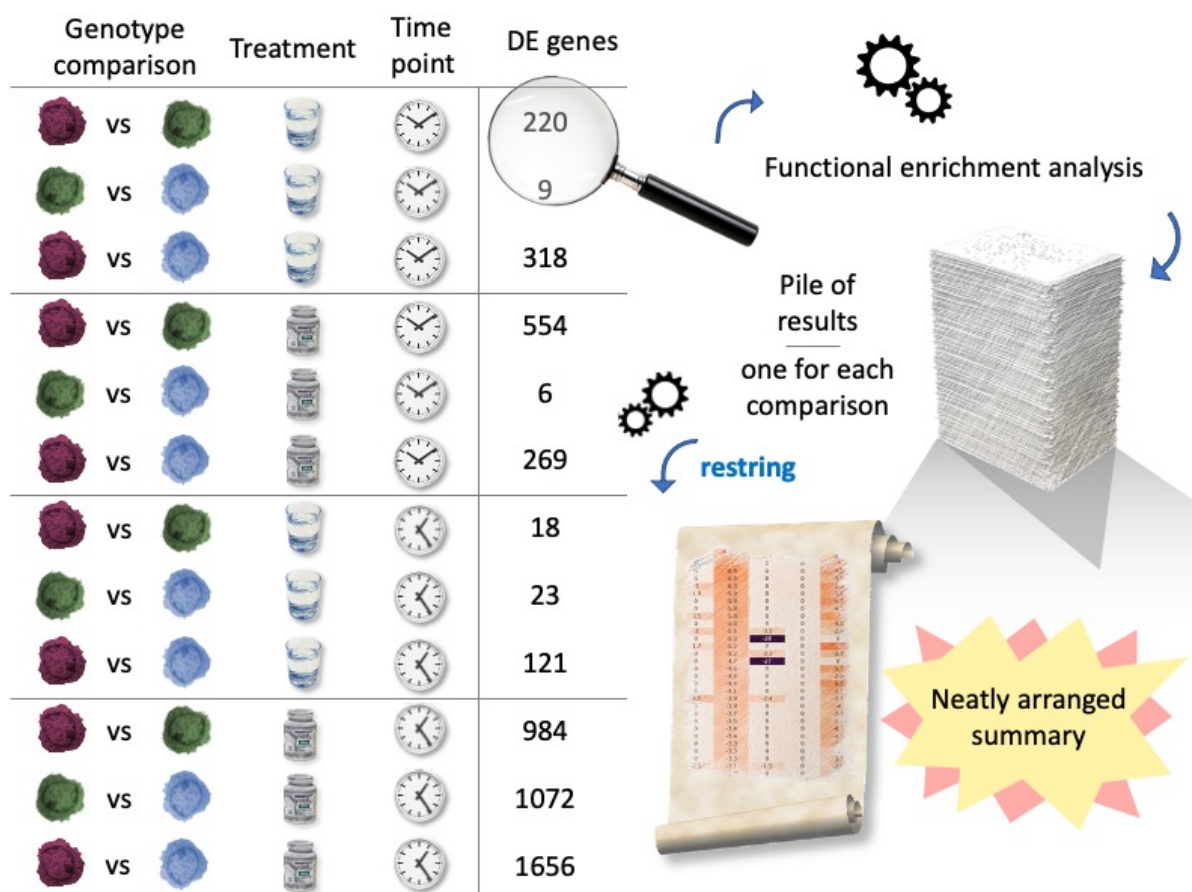

Installation

reString is a Python application, and requires Python to run. Please refer to Python's official page for installation: <https://www.python.org/>.

Once you have Python up and running, installing reString is as simple as opening up a terminal window and typing:

```
pip install restring
```

Here's what the installation process looks like in the Mac:

```
(retest) cln-169-032-dhcp:~ manz$ pip install restring
Collecting restring
```

```

Downloading
https://files.pythonhosted.org/packages/58/4c/03f7f06a15619bd8b53ada077a2e
4f9d7cd187d9e9857ab57b3239963744/restring-0.1.16.tar.gz (1.2MB)
100% |████████████████████████████████████████| 1.2MB 437kB/s
Requirement already satisfied: matplotlib in
/Applications/Anaconda3/anaconda/lib/python3.4/site-packages (from
restring)
Requirement already satisfied: seaborn in
/Applications/Anaconda3/anaconda/lib/python3.4/site-packages (from
restring)
Requirement already satisfied: pandas in
/Applications/Anaconda3/anaconda/lib/python3.4/site-packages (from
restring)
Requirement already satisfied: requests in
/Applications/Anaconda3/anaconda/lib/python3.4/site-packages (from
restring)
Requirement already satisfied: numpy>=1.6 in
/Applications/Anaconda3/anaconda/lib/python3.4/site-packages (from
matplotlib->restring)
Requirement already satisfied: python-dateutil in
/Applications/Anaconda3/anaconda/lib/python3.4/site-packages (from
matplotlib->restring)
Requirement already satisfied: pytz in
/Applications/Anaconda3/anaconda/lib/python3.4/site-packages (from
matplotlib->restring)
Requirement already satisfied: cyclo in
/Applications/Anaconda3/anaconda/lib/python3.4/site-packages (from
matplotlib->restring)
Requirement already satisfied: pyparsing!=2.0.4,>=1.5.6 in
/Applications/Anaconda3/anaconda/lib/python3.4/site-packages (from
matplotlib->restring)
Requirement already satisfied: six>=1.5 in
/Applications/Anaconda3/anaconda/lib/python3.4/site-packages (from python-
dateutil->matplotlib->restring)
Building wheels for collected packages: restring
Running setup.py bdist_wheel for restring ... done
Stored in directory:
/Users/manz/Library/Caches/pip/wheels/25/67/13/73711665f987ae891784bef729f
350429599d2e3cda015a37a
Successfully built restring
Installing collected packages: restring
Successfully installed restring-0.1.16
(restest) cln-169-032-dhcp:~ manz$
To run restring, simply open a terminal and type:

```

```
restring-gui
```

This will launch reString in its GUI form. On Windows systems, the first time the antivirus might want to check restring-gui.exe, but the application should launch without issues once it realizes there are no threats.

This is what it looks like in MacOS:

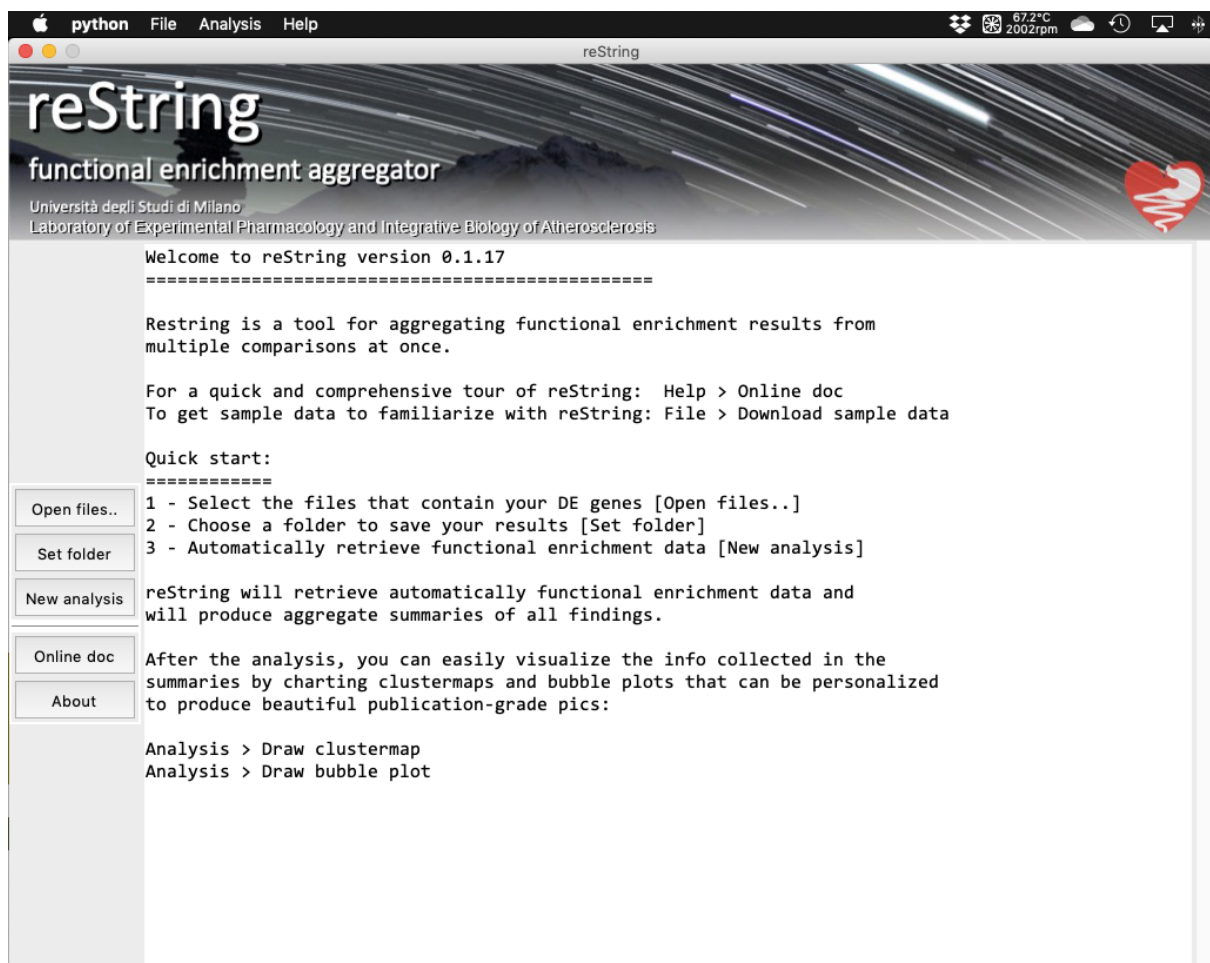

Installation in depth

Here are step-by-step instructions on how to install reString on specific platforms in the form of YouTube videos.

[Windows 10:](https://www.youtube.com/watch?v=agLYg93ticl) <https://www.youtube.com/watch?v=agLYg93ticl>

[Mac OS:](https://www.youtube.com/watch?v=7zRQrWpRi1E) <https://www.youtube.com/watch?v=7zRQrWpRi1E>

[Ubuntu GNU/linux:](https://www.youtube.com/watch?v=Lejia7_Zcp0) https://www.youtube.com/watch?v=Lejia7_Zcp0

[Raspberry Pi OS:](https://www.youtube.com/watch?v=RypteNoaWOI) <https://www.youtube.com/watch?v=RypteNoaWOI>

In each video description, the commands that should be inputted in the terminal to perfect the installation process are handily summarized. This covers both checking/installing Python, eventual missing dependencies and restring itself.

Installation troubleshooting

If you experience hiccups during the installation, maybe we got you covered:

- If you get `SyntaxError` after trying to run `restring`:

make sure you are using Python 3.x and **not** Python 2.x. Python 2.x is *obsolete* and *discontinued*. Many systems still support both, in this case you use `python` and `pip` for Python 2.x and `python3` and `pip3` for Python 3.x. In this case, use `pip3` to install `restring`.

- If you get `SyntaxError` and you are **sure** you're running Python 3.x:

then you're running a version prior to 3.6. Update it.

- If you get errors launching `reString` by typing `restring-gui`:

To the exception of MacOS, we noticed that the installation script is not placed in the `Path`/`PATH` environment variable (*that is: even if the script is in your computer, your computer doesn't know where to pull it from when you type it*).

If this happens, you have two alternatives:

alternative a) start `restring` by typing

```
python -c "import restring; restring.restring_gui()"
```

or

```
python3 -c "import restring; restring.restring_gui()"
```

Use the first command if `python` is Python 3.x in your system, use `python3` if in your system the version 2.x is called instead. These commands are guaranteed to work from within any folder the terminal is in;

alternative b) permanently teach your system where the launch script lies. You will know the location from the installation log ([refer to the YouTube videos](#)). In GNU/Linux systems, it's far easier to google for something like "how to permanently add a folder to `PATH` in YOUR_DISTRO_HERE". In Windows, follow the instructions of the [YouTube installation guide](#). When done, you will be able to launch `restring` by just typing:

```
restring-gui
```

- If you get weird errors:

Get in touch with us: [report a bug](#).

Procedure

`restring` can be used via its graphical user interface (recommended). A full protocol, with sample data and examples, is detailed below.

Alternatively, it can be imported as a Python module. This hands-on procedure is detailed at the end of this document.

restring GUI

1 | Prepping the files

All restring requires is a gene list of choice per experimental condition. This gene list needs to be in tabular form, arranged like this [sample data](#). This is very easily managed with any spreadsheet editor, such as Microsoft's Excel or Libre Office's Calc.

2 | Set input files and output path

In the menu, choose File > Open..., or hit the Open files.. button.

Tip: put all input files you want to process together in one or more analyses in the same folder. Input files can be individually selected from any one folder, but each time input files are added, the input files list is reset.

Then, choose an existing directory where all putput files will be placed: choose File > Set output folder or hit Set folder button (*Choose a different output folder each time the analysis parameters are varied, see section 5*).

3 | Running the analysis with default settings

In the menu, choose Analysis > New analysis, or hit the New analysis button. restring will look for genes in the files you have specified, interrogate STRING to get functional enrichment data back (*these tables, looking exactly the same to the ones you would manually retrieve, will be saved into subfolders of the output folder*), then write aggregated results and summaries.

These are found in the specified output directory, and take the form of **results**- or **summary**-type tables, in .tsv (*tab separated values*) format, that can be opened out-of-the-box by Excel or Calc. Let's take a look at the anatomy of these tables.

Results tables

Retrieved terms		Genes annotated in each term<br>(for the comparisons that contain that term)		p-value for the term<br>(one column per comparison)		
A		B		C	D	E
term				ctrl_id_wt_vs_DKO	ctrl_id_wt_vs_KO	ctrl_id_wt_vs_DKO
1 ABC transporters	{No common gene}			1	0.0093	1
2 AGE-RAGE signaling pathway in diabetic complications	{No common gene}			1	0.00056	1
3 Acute myeloid leukemia	{Spi1, Fcgr1}			1	1	0.0327
4 Adrenergic signaling in cardiomyocytes	{n/a (just one condition)}			1	1	1
5 African trypanosomiasis	{Tir9, Vcam1, Icam1, Sele}			1	1	1
6 Aldosterone synthesis and secretion	{No common gene}			1	1	1
7 Allotrans rejection	{H2-Aa, H2-DMa, H2-Ab1, H2-K1, H2-Eb1, H2-D1, H2-DMb1}			1	1	1
8 Alzheimer's disease	{Ndufb5, Ndufs7, Ndufa13, Ndufb1, Ndufb6, Cox7c, Uqcrl1}			1.01E-24	1	1
9 Amino sugar and nucleotide sugar metabolism	{NagK, Hexb, Hexa, Uap1l1, Npl, Gnpda1, Renbp, Hk3, Nans}			1	1	1
10 Amoebiasis	{Itgb2}			1	1	1
11 Antigen processing and presentation	{No common gene}			1	1	0.0057
12 Apelin signaling pathway	{n/a (just one condition)}			1	1	1
13 Apoptosis	{Ctsa, Ctss, Csf2rb2, Bcl2a1b, Ctst, Csf2rb}			1	1	0.00072
14 Apoptosis - multiple species	{n/a (just one condition)}			1	1	1
15 Arachidonic acid metabolism	{n/a (just one condition)}			1	1	0.0475
16 Arginine and proline metabolism	{n/a (just one condition)}			1	1	1
17 Arginine biosynthesis	{n/a (just one condition)}			1	1	1
18 Arrhythmogenic right ventricular cardiomyopathy (ARVC)	{No common gene}			1	1	1
19 Asthma	{H2-Aa, H2-DMa, H2-Ab1, H2-Eb1, Fcgr1g, H2-DMb1}			1	1	1
20 Autoimmune thyroid disease	{H2-Aa, H2-DMa, H2-Ab1, H2-K1, H2-Eb1, H2-D1, H2-DMb1}			1	1	1
21 Axon guidance	{No common gene}			1	0.0018	1
22 B cell receptor signaling pathway	{Cd72, Pibb, Pik3ap1}			1	1	0.0327
23 Bacterial invasion of epithelial cells	{Arpc5, Hcls1, Actg1, Arpc1b, Arpc4, Fn1, Elmol1, Shc2, Rhog}			1	1	1
24 Basal cell carcinoma	{Fzd4, Hhlp}			1	0.0198	1
25 Bladder cancer	{n/a (just one condition)}			1	1	1
26 Calcium signaling pathway	{Itpr3, Plcg2, Nos1, Nos2, Pik2b, Cd38}			1	1	1
27 Cardiac muscle contraction	{No common gene}			0.003	1	1
28 Cell adhesion molecules (CAMs)				1	1	0.011

The table contains all terms cumulatively retrieved from all comparisons (*each one of the inpt files containing the genes of interest between any two experimental conditions*). For every term, common genes (if any) are listed. These common genes only include comparisons where the term actually shows up. If the term just appears in exactly one comparison, this is explicitly stated: n/a (just one condition). P-values are the ones retrieved from the STRING tables (*the lower, the better*). Missing p-values are represented with 1 (*that is, in that specific comparison the term is 100% likely not enriched*).

Summary tables

How the deposited data were processed for this re-analysis (not part of the article)

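RNA of 25 whole mouse aortas was sequenced, 4 libraries for DKO on NLD at 6 weeks and 3 for each of the other 7 groups of genotype (EKO or DKO), diet (NLD or WD) and time (6 or 22 weeks). The paper's methods give 3 animals per group, feeding from 8 weeks of age, an RNA integrity number of at least 7 and unpaired reads of 50 nt on a Genome Analyzer IIx with 8 or 9 libraries per flowcell. Which library ran on which flowcell is not stated, so groups and flowcells cannot be told apart. The deposited labels call each EKO library a re-analysis of an earlier sample, and DKO carry no such label. Any difference of processing between the 2 sets is therefore confounded with genotype.

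The FPKM values were made by the authors, as deposited, with Cufflinks after alignment to mm10. Their processing notes name Bowtie 0.12.8, TopHat 1.3.2, SAMtools 0.1.19 and Cuffdiff, and the version of Cufflinks and its gene models are not stated. The table holds 23284 gene symbols with 1 column per library and no missing value, and 3048 genes are listed at 0 in every library. The values are not whole multiples of a single read, so read counts and depth could not be recovered, and the precision that depth gives to each value is unknown. Tests on counts (edgeR, DESeq2) were not run for that reason. Library totals were not scaled to a common sum. For the qPCR genes only the RNA levels were computed, since the qPCR values themselves are not in the table.

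Values were taken as log2(FPKM + 1), and the 12797 genes with a mean of at least 1 FPKM over all libraries were tested. Linear models in limma 3.58.1 (R 4.3.3) held 1 mean per group over all 25 libraries, with moderated variances (trend and robust estimation). The 12 comparisons set EKO against DKO, WD against NLD and 22 against 6 weeks within each level of the other 2 factors. A further 6 contrasts tested the difference between 2 of these directly, for diet by genotype, time by genotype and diet by time, and 1 took the genotype difference over the mean of the 4 diet and time groups. Benjamini-Hochberg adjusted p under 0.05 within a contrast counted as called, with no fold threshold, as in the paper's methods.

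Gene lists were written by hand from general knowledge, since no pathway database was at hand, so their members can differ from those of KEGG. They comprise 23 lists modelled on pathways, 13 gene groups, 16 sets of cell-type markers, 1 list by position and 1 check of labels. Each was tested for over-representation among higher and among lower genes by one-sided Fisher's exact test, adjusted over 54 lists and 2 directions in each contrast. That test treats genes as independent. Camera in limma was therefore run as well, with a preset correlation of 0.01 and with a correlation estimated per list. As deposited, members missing from the partial library share a 0 there, which can raise that estimate. A lack of calls with an estimated correlation as deposited is thus weak evidence against a list. Beside each count stands the count with p adjusted over the members of that list alone.

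Replicate 2 of EKO on WD at 22 weeks, called the partial library, stops within chromosome 15 in the text order of the chromosomes. Genes were placed on mm10 by symbol (20722) or synonym (2317), and 245 could not be placed, 83 of them tested. The fit that sets missing values aside drops the values of this library for 8713 tested genes and keeps the same 12797 genes and groups. Its p with an estimated correlation comes from the fit without the partial library, since camera takes no missing values. Level and SD of a gene after the stop are given for the 2 other replicates.

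The comparisons, filters, lists, the alternatives of pseudocount (0.1 and 5), filter, scaling, weighting, libraries, replicate block, threshold and camera, and the rule for named genes were set before the data were examined. The rule takes the genes the paper names (values of 6 were seen in its supplementary figure). It adds up to 10 genes per direction and comparison with the largest called change, a mean of at least 5 FPKM in the higher group and no overlap between the groups. From each list it adds the 4 members with the smallest p in the comparison spoken of, and for markers the 3 with the highest mean. Of these, 2 genes are not reported here. Alternatives that set the missing values aside, combine this with rescaling or with protein-coding genes that share under 5% of their 50 nt stretches with another transcript, add Xist as a covariate, or run camera without the partial library were chosen after seeing the data. Replicate numbers did not pair the libraries. Over 84 pairs with the same number, the deviations from group means correlated with a median r of 0.0276 (lowest -0.393, highest 0.363), and 5 libraries correlated best with their own number.

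The fits were tested on simulated data with each gene's mean and residual SD, where 100 genes per fold were raised or lowered in DKO on WD at 6 weeks. With values in all libraries, 82% of 2-fold and 95% of 4-fold changes were recovered. With 1 library at 0 after the stop the shares were 24% and 48%, and with those values taken as missing 82% and 94%. Other splits of the same libraries into groups of the same sizes were counted, at most 100 per contrast. Tables and figures were made with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.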

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

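The counts of libraries with Xist and of genes near Apoa1, the tests with the missing values set aside or on the partial library and those on flanking DNA and on separate series were chosen only after the result was seen.

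The response to WD differed between EKO and DKO for 25 genes at 22 weeks and 1 at 6 weeks, and the change with time differed between the genotypes for 128 genes on NLD and 239 on WD (limma, as deposited). The response to WD differed between 22 and 6 weeks for 103 genes in EKO and 1 in DKO. Each of these is a test of the difference between 2 effects, and a difference between groups is what set them apart. Other splits of the same libraries were counted for each. For time by genotype on NLD the real groups called 128 and the highest of the other splits 127, with 1 of 100 as large. These counts are nearly equal, and the real count lay between 98 and 115 without single libraries, so chance was not excluded. The splits for contrasts by genotype exchange genotypes within each diet and time. They thus also break a difference between the genotypes that is the same in all groups. Those for diet by time exchange diets within each time. A split that exchanges the labels in 1 of the 2 pairs of groups adds the 2 effects instead of subtracting them. Such a split can call many genes where the effects are large, so these splits cannot decide on chance for the differences between 2 effects. Nor was chance excluded for diet by genotype at 6 weeks (1 against 2, 31 of 100 as large) and at 22 weeks (25 against 592, 10 of 100), time by genotype on WD (239 against 402, 7 of 100), and diet by time in EKO (103 against 222, 6 of 100) and DKO (1 against 3, 22 of 100). The 592 genes of a split at 22 weeks are many times the real count. The difference between the genotypes at 22 weeks, with 217 genes on NLD and 736 on WD as deposited, can give such a count. Whether it does was not tested, and the partial library is among those split. For EKO against DKO over the mean of the 4 groups the real split called 353 genes and the highest other 37, with 1 of 100 as large. This is the smallest share that 100 splits can give, and it argues against chance.

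Single libraries move these counts. Diet by genotype at 22 weeks became 14 without EKO NLD 22-week replicate 2, 7 without EKO NLD 22-week replicate 3, 10 without EKO WD 22-week replicate 1, 613 without EKO WD 22-week replicate 2, 16 without EKO WD 22-week replicate 3, 9 without DKO NLD 22-week replicate 1, 12 without DKO NLD 22-week replicate 3 and 13 without DKO WD 22-week replicate 1. Diet by time in EKO became 36 without EKO NLD 6-week replicate 2, 24 without EKO NLD 6-week replicate 3, 53 without EKO NLD 22-week replicate 2, 32 without EKO NLD 22-week replicate 3, 32 without EKO WD 6-week replicate 2, 18 without EKO WD 6-week replicate 3, 47 without EKO WD 22-week replicate 1, 2885 without EKO WD 22-week replicate 2 and 3004 without EKO WD 22-week replicate 3. Without the partial library, time by genotype on WD called 1130 genes and the mean over the 4 groups 2314. Without single libraries in turn, diet by genotype at 6 weeks lay between 1 and 3 and diet by time in DKO between 1 and 4.

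In the group of 4 libraries, DKO on NLD at 6 weeks, 1 library lies far from the 3 others for 4 of 64 genes tested, and chance gives about 1 in 20. The gap as a share of the range, above its limit for 4 libraries, was 0.905 for Nos2 (0.465, 1.21, 1.28 and 1.29 FPKM), 0.897 for the lysosomal protease gene Lgmn (45.4, 55.1, 55.8 and 56.2 FPKM), 0.838 for the leukocyte integrin gene Itgb2 (4.29, 4.94, 5.08 and 9.19 FPKM) and 0.835 for the apolipoprotein gene Apoc3 (2.35, 6.31, 7.06 and 7.09 FPKM). Xist was above 10 FPKM in 10 libraries, though the paper's methods name male mice, and the paper's text does not name this gene.

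In EKO on NLD the oxidative phosphorylation genes rose with time by a median log2 fold change of 1.35 over 89 genes with the missing values set aside. Against reads shared with pseudogenes as the cause stands a median of 1.29 over the 68 members that share under 5% of their stretches, 60 of them called, and against a difference in scale a median of 1.20 after median-ratio rescaling, with the list still over-represented by Fisher's exact test. Camera with an estimated correlation, without the partial library and without rescaling, called no pathway list in this comparison (lowest adjusted p = 0.88). With the level of 14 brown adipocyte markers as a covariate the median fell to 0.362, so more brown fat on these aortas may account for most of the rise (Ucp1 alone averaged 1911 ± 619 FPKM (SD, n = 3)). The markers' own median went from 1.73 to 0.13, which is built in, since the covariate is the mean level of 14 of them. With the covariate 26 of 89 genes were still called (list adjusted p = 1.2e-04 by Fisher's exact test), 14 of the 68 members that share under 5% (median 0.277) and 11 of the 20 that share more (median 0.61), so shared reads may carry part of these calls and whether brown fat is the whole cause stays open. For EKO against DKO on NLD at 22 weeks the same covariate moved the list median only from 0.66 to 0.57. There 64 of the 89 were called with it and 17 without it, so the covariate did not take up that difference between the genotypes. Aging of the vessel, dissection and the processing of the EKO 22-week libraries stay open, untested.

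In the partial library, EKO on WD at 22 weeks replicate 2, most genes are listed at 0. Of genes with a mean over 5 FPKM in the 2 other replicates, 0.911% were at 0 before a point on chromosome 15 in text order and 99.88% after it, so a table that ends early may be the cause. Low depth is argued against, since genes at 0 had a median of 15.2 FPKM in the other replicates and genes above 0 a median of 15.1. No biological explanation was tested.

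With the missing values set aside, 33 genes had an unadjusted p under 0.05 and 1 direction between EKO and DKO on both diets at both times, where 0.455 would be expected of independent comparisons, and 6 of these lie within 20 Mb of Apoa1 on chromosome 9 (Trappc4, Apoc3, Fam55d, Nnmt, 2310030G06Rik and Gldn, all but Apoc3 and Nnmt chosen after their values were seen). These are 6 of 267 tested genes, against 15 of 11985 on all other chromosomes (odds ratio 18.3), and such genes are about as frequent elsewhere on chromosome 9, where 12 of 462 start between 96.9 and 115.2 Mb, or within 20 Mb of Apoe on chromosome 7 (8 of 338 tested), with 7 of 11647 on the rest of the genome. DNA that flanks the targeted Apoa1 allele and differs between the strains may be the source of the genes near it (Fisher's exact test p = 4.17e-06), the cause of the other 2 clusters was not tested, and a separate preparation of EKO and DKO libraries is argued against as the cause of clustering near Apoa1 by the odds ratio there. Reads of a variant strain that map less often in DKO cannot be told apart from it, since 2 of the 6 genes were lower in EKO and 6 are too few (binomial p = 0.114). The list of 70 neighbours of Apoa1 written beforehand was not over-represented on NLD at 6 weeks (adjusted p = 0.087, 2 higher and 1 lower with the missing values set aside).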

How the results depend on the processing

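Letters A to L stand for the 12 comparisons of Fig. 8. A to D set EKO against DKO (NLD and WD at 6 weeks, NLD and WD at 22 weeks), E to H set WD against NLD (EKO and DKO at 6 weeks, EKO and DKO at 22 weeks), and I to L set 22 against 6 weeks (EKO and DKO on NLD, EKO and DKO on WD). M and N are the difference between the genotypes in the response to WD at 6 and 22 weeks, O and P their difference in the change with time on NLD and WD. Q and R are the difference between 22 and 6 weeks in the response to WD in EKO and DKO, and S is EKO against DKO over the mean of the 4 groups. The alternatives that set missing values aside, add Xist or combine camera with leaving out the partial library were chosen after seeing the data, and the others were set beforehand. For every count that moved, the cause was not tested, except where the alternative itself tests fewer genes or libraries or asks for a smaller p or a larger fold. As deposited, limma called A 1, B 3, C 217, D 736, E 7, F 16, G 757, H 10, I 612, J 4, K 785, L 13, M 1, N 25, O 128, P 239, Q 103, R 1 and S 353 genes. The number of the 12 comparisons with an enriched list was hematopoietic cell lineage 0, lysosome 3, phagosome 3, PPAR signaling 1, fatty acid metabolism 1, oxidative phosphorylation 1 and thermogenesis 1.

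With a pseudocount of 0.1 the number of genes became A 2, D 480, G 252, L 7, N 2, Q 20 and R 0, and the number of comparisons became PPAR signaling 0 and fatty acid metabolism 0, with 17 of 26 counts within 1.5 times. R held 119 genes at an unadjusted p under 0.05 in limma there. With a pseudocount of 5 the number of genes became A 2, G 2342, H 19, M 2, N 104, Q 521 and R 2, and the number of comparisons became PPAR signaling 3, fatty acid metabolism 4, oxidative phosphorylation 2 and thermogenesis 2, with 15 of 26 counts within 1.5 times. Without a filter on low values the number of genes became A 2, B 6, C 509, D 1142, E 11, H 39, I 1051, L 25, N 79, O 273, Q 170, R 3 and S 664, and the number of comparisons became PPAR signaling 0 and fatty acid metabolism 0, with 11 of 26 counts within 1.5 times. With a mean of at least 5 FPKM the number of genes became B 0, C 127, D 447, G 309, H 5, K 437, L 7, M 0, O 57, P 125 and Q 55, with 15 of 26 counts within 1.5 times. At an unadjusted p under 0.05, limma gave 123 genes in B and 51 in M there. After median-ratio rescaling the number of genes became H 16 and R 2, with 24 of 26 counts within 1.5 times. After quantile normalization the number of genes became A 7, B 7, D 1767, E 12, G 2313, H 34, K 1964, M 3, N 86, Q 836 and R 2, and the number of comparisons became hematopoietic cell lineage 1, PPAR signaling 6, fatty acid metabolism 6, oxidative phosphorylation 3 and thermogenesis 3, with 10 of 26 counts within 1.5 times. With only the libraries of the 2 groups compared the number of genes became A 11, B 19, C 673, D 71, E 25, F 965, G 6, H 29, I 3496, J 12, K 97 and L 23, and the number of comparisons became hematopoietic cell lineage 1, PPAR signaling 2, fatty acid metabolism 2 and oxidative phosphorylation 2, with 3 of 19 counts within 1.5 times. With arrayWeights the number of genes became A 333, B 333, C 1577, D 1440, E 3093, F 2051, H 1732, I 5999, J 185, K 1460, L 74, M 21, N 236, O 1648, P 833, Q 1288, R 33 and S 2719, and the number of comparisons became hematopoietic cell lineage 4, lysosome 6, phagosome 6, PPAR signaling 4, fatty acid metabolism 3, oxidative phosphorylation 3 and thermogenesis 3, with 1 of 26 counts within 1.5 times. The estimate of these weights did not converge. With a replicate block the number of genes became F 2, G 356, M 2, Q 46 and R 2, and the number of comparisons became PPAR signaling 0, fatty acid metabolism 0 and thermogenesis 0, with 18 of 26 counts within 1.5 times. At adjusted p under 0.01 the number of genes became B 1, D 336, E 4, F 3, G 187, H 3, I 214, K 393, L 3, N 4, P 143, Q 16 and S 215, and the number of comparisons became PPAR signaling 0, fatty acid metabolism 0, oxidative phosphorylation 0 and thermogenesis 0, with 9 of 26 counts within 1.5 times. With a log2 fold change of at least 1 as well the number of genes became D 484, I 352 and S 109, with 23 of 26 counts within 1.5 times. In camera with the preset correlation the number of comparisons became hematopoietic cell lineage 8, lysosome 6, phagosome 5, PPAR signaling 6, fatty acid metabolism 8, oxidative phosphorylation 10 and thermogenesis 11, with no count of 7 within 1.5 times. In camera with an estimated correlation the number of comparisons became lysosome 0, phagosome 0, PPAR signaling 0, fatty acid metabolism 0, oxidative phosphorylation 0 and thermogenesis 0, with 1 of 7 counts within 1.5 times.

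With the missing values set aside the number of genes became A 18, B 17, C 1004, D 2742, E 43, F 665, G 2496, H 223, I 4693, J 7, K 2457, L 28, M 4, N 557, O 498, P 1146, Q 2759, R 5 and S 2284, and the number of comparisons became hematopoietic cell lineage 4, lysosome 5, PPAR signaling 4, fatty acid metabolism 3, oxidative phosphorylation 3 and thermogenesis 3, with 1 of 26 counts within 1.5 times. With that and median-ratio rescaling the number of genes became A 19, B 20, C 782, D 2222, E 46, F 431, G 2403, H 209, I 4406, J 7, K 2440, L 29, M 4, N 522, O 398, P 1005, Q 2816, R 5 and S 1684, and the number of comparisons became hematopoietic cell lineage 4, phagosome 5, PPAR signaling 4, fatty acid metabolism 3, oxidative phosphorylation 2 and thermogenesis 2, with 1 of 26 counts within 1.5 times. Setting the missing values aside and keeping only the 10502 tested genes that are protein-coding and share under 5% of their stretches, the number of genes became A 11, B 8, D 1918, F 664, G 2135, H 143, I 3614, J 0, K 1667, N 464, O 63, P 570, Q 2306, R 2 and S 1424, and the number of comparisons became hematopoietic cell lineage 2, lysosome 5, oxidative phosphorylation 2 and thermogenesis 2, with 7 of 26 counts within 1.5 times. This drops the small RNA genes as well, so its moves are not those of shared stretches alone. J held 645 genes at an unadjusted p under 0.05 in limma there. Without the partial library and with the level of Xist as a covariate the number of genes became A 18, B 16, C 910, D 2684, E 37, F 499, G 2449, H 180, I 4546, J 9, K 2269, L 29, M 4, N 559, O 463, P 1081, Q 2781, R 5 and S 2253, and the number of comparisons became hematopoietic cell lineage 4, lysosome 5, PPAR signaling 3, fatty acid metabolism 3, oxidative phosphorylation 2 and thermogenesis 2, with 1 of 26 counts within 1.5 times. In camera with the preset correlation and without the partial library the number of comparisons became hematopoietic cell lineage 8, lysosome 7, phagosome 6, PPAR signaling 7, fatty acid metabolism 8, oxidative phosphorylation 11 and thermogenesis 11, with no count of 7 within 1.5 times. In camera with an estimated correlation and without it the number of comparisons became lysosome 0, phagosome 0, PPAR signaling 0, fatty acid metabolism 0, oxidative phosphorylation 0 and thermogenesis 0, with 1 of 7 counts within 1.5 times. Setting the values aside changes counts of comparisons without the partial library too, since limma moderates each variance with those of all genes and the variance of a gene after the stop no longer holds a 0 beside 2 measured values.

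Leaving out 1 library of the groups compared at a time gave ranges of A 1 to 3, B 1 to 3, C 162 to 172, D 439 to 6621, E 4 to 8, F 3 to 28, G 226 to 7435, H 2 to 16, I 203 to 515, J 3 to 9, K 413 to 7150, L 3 to 9, M 1 to 3, N 7 to 613, O 98 to 115, P 170 to 1130, Q 18 to 3004, R 1 to 4 and S 278 to 2314 genes. The lists were called in 0 to 2 (hematopoietic cell lineage), 3 throughout (lysosome), 2 to 3 (phagosome), 0 to 4 (PPAR signaling), 0 to 4 (fatty acid metabolism), 0 to 4 (oxidative phosphorylation) and 0 to 4 (thermogenesis) comparisons, with those the library does not belong to kept as deposited. Where this leaves 2 libraries in a group, their spread is pooled with that of the other groups. Without EKO WD 22-week replicate 1 or 3, the partial library is 1 of 2 left in its group, with 6303 and 6621 genes in D, 7329 and 7435 genes in G and 7015 and 7150 genes in K.

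Changes of the named genes kept their direction and side of the threshold in 2883 values under the alternatives set beforehand, and 161 fell short, 119 passed in addition and 2 turned. Under those chosen after seeing the data, 345 stayed, 160 passed in addition, 3 turned and none fell short. The values that turned are those of Ctsd, the cathepsin D gene, in S. Its log2 fold change was -0.22 as deposited, -0.74 without EKO WD 22-week replicate 3, 0.73 with arrayWeights, 0.75 without the partial library or with its missing values set aside, 0.70 with rescaling as well and 0.75 with Xist as a covariate. Ctsd lies after the point where the partial library stops, so its 0 there sets the sign as deposited.

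Tests on read counts (edgeR, DESeq2) were not run, since whole reads could not be recovered from FPKM. Depth is therefore unknown, and how far it limits the calls for genes of low level was not tested.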

Differences from the paper's values

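The paper counts, at adjusted p under 0.05 and with no fold threshold, in how many of its 12 comparisons a KEGG pathway was enriched in STRING. The counts beside them use the same threshold, hand-written lists and Fisher's exact test. By the paper's methods the background of STRING defaults to the entire genome, and here it is the 12797 tested genes. The gene calls differ too, since those here come from limma and the paper's from its own pipeline. How far these differences move the counts was not tested. A count is said to differ where 1 of the 2 is over 1.5 times the other, whichever comparisons make it up. The alternatives of the next paragraph were all set before the data were examined, and those chosen after seeing the values follow it.

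The hematopoietic cell lineage was enriched in 8 comparisons in the paper and in 0 as deposited here (Fisher's exact test, 0 also at an unadjusted p under 0.05). Camera with the preset correlation gave 8 and does not differ in number, though 1 of its 8 is EKO against DKO on WD at 6 weeks among the lower genes and neither comparison of genotype at 22 weeks is among them. Every other alternative set beforehand differs, with 0 to 4. The lysosome had the paper's 6 and 3 here. Array weights (6) and camera with the preset correlation (6) do not differ, and every other alternative does, with 0 to 3. For the phagosome the paper's 6 stand beside 3 here. Array weights (6) and camera with the preset correlation (5) do not differ, and every other alternative does, with 0 to 3. PPAR signaling had the paper's 5 and 1 here. Quantile normalization (6), array weights (4), leaving out EKO WD 22-week replicate 3 (4) and camera with the preset correlation (6) do not differ, and every other alternative does, with 0 to 3. Fatty acid metabolism had the paper's 5 and 1 here. A pseudocount of 5 (4), quantile normalization (6) and leaving out EKO WD 22-week replicate 3 (4) do not differ, and every other alternative does, with 0 to 3 and 8 in camera with the preset correlation. Oxidative phosphorylation was enriched in the paper's about 5 comparisons in Fig. 8, read by eye, and in 1 here. Leaving out EKO WD 22-week replicate 1 or 3 gave 4 and does not differ, and every other alternative does, with 0 to 3 and 10 in camera with the preset correlation. Thermogenesis was enriched in the paper's about 4 comparisons in Fig. 8, read by eye, and in 1 here. Quantile normalization (3), array weights (3) and leaving out EKO WD 22-week replicate 1 or 3 (4) do not differ, and every other alternative does, with 0 to 2 and 11 in camera with the preset correlation.

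With the missing values set aside, chosen after seeing the values, the counts were 4 (hematopoietic cell lineage), 5 (lysosome), 4 (phagosome), 4 (PPAR signaling), 3 (fatty acid metabolism), 3 (oxidative phosphorylation) and 3 (thermogenesis). Camera with the preset correlation and without the partial library, chosen then too, gave 8, 7, 6, 7, 8, 11 and 11 in the same order. With the missing values set aside, lysosome, phagosome, PPAR signaling and thermogenesis do not differ in number from the paper by the rule above. Hematopoietic cell lineage, fatty acid metabolism and oxidative phosphorylation do differ there, each with a lower count. In that camera run, fatty acid metabolism, oxidative phosphorylation and thermogenesis differ and the other lists do not. The alternatives set beforehand keep the zeros of the partial library, apart from leaving out that library. How many of the paper's own calls the alternatives chosen after seeing the values drop cannot be counted over all 12, since the text names the comparisons for some pathways only.

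The paper ranks the hematopoietic cell lineage as the most affected pathway. As deposited it passed in none of the 12 comparisons, the lysosome and phagosome in 3 each, and with the missing values set aside (chosen after seeing the values) it passed in 4, fewer than the lysosome, chemokine and cytokine receptor lists with 5 each. The paper gives this pathway as enriched in EKO against DKO at the later time on both diets. Here it passed in neither as deposited (adjusted p = 1 and 0.80) or with the missing values set aside (1 and 0.35), nor under any alternative. For its rise with time in EKO on NLD (adjusted p = 1 as deposited), array weights and camera with the preset correlation called it. The paper has WD change the lysosome at the earlier time in both genotypes. In EKO the list did not pass there (adjusted p = 1 as deposited, 0.43 with the missing values set aside) and camera with the preset correlation called it. In DKO it passed with the missing values set aside, with the 2 groups' libraries alone, with array weights and in camera with the preset correlation. The paper has the phagosome enriched by WD in DKO at both times and with time in EKO on both diets. In DKO at 22 weeks it had adjusted p = 1 as deposited and 0.79 with the missing values set aside, and camera with the preset correlation called it. In EKO on NLD over time it had adjusted p = 1 and 0.067, and array weights, the 2 groups' libraries alone and the missing values set aside with rescaling (chosen after seeing the values) called it. On WD it passed. The paper has the oxidative phosphorylation and thermogenesis pathways enriched with time in EKO on WD too. Neither passed as deposited or with the missing values set aside (adjusted p = 1 and 1). Quantile normalization, leaving out EKO WD 22-week replicate 1 or 3 and camera with the preset correlation called them. Camera placed them among genes that fell, so its calls are not the paper's enrichment with time. The oxidative phosphorylation list had a median log2 fold change of -0.34 there with the missing values set aside. Without replicate 1 or 3 the zeros of the partial library weigh more in its group, so those calls do not show a rise. The methods name male mice, and Xist was above 10 FPKM in 10 of 25 libraries.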

Other observations

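The tests with the missing values set aside and those on the EKO libraries of 22 weeks were chosen only after the result was seen. Nr1d1, a repressor gene of the circadian clock, fell with time in EKO on WD from 129 ± 15.9 FPKM (SD, n = 3) to 36.8 ± 6.79 FPKM (SD, n = 3), a log2 fold change of -1.79 (standard error 0.36, adjusted p = 0.0012), and Per1, a core clock gene, with a log2 fold change of -1.27 (standard error 0.28, adjusted p = 0.0025). Of 17 circadian clock genes in EKO on WD over time, 6 fell and 11 did not pass with the missing values set aside (7 fell adjusted over the list alone). The adjusted p of the list was 4.6e-04 among the lower genes in Fisher's exact test, with adjusted p = 0.34 with an estimated correlation. As deposited, 2 fell and 15 did not pass (10 fell adjusted over the list alone, Fisher's exact test adjusted p = 0.58). Mmp14, a membrane metalloprotease gene, rose with WD in EKO at 22 weeks from 22.0 ± 1.59 FPKM (SD, n = 3) to 93.0 ± 15.2 FPKM (SD, n = 3), a log2 fold change of 2.02 (standard error 0.26, adjusted p = 3.1e-05). Plau, the urokinase gene, rose with a log2 fold change of 1.70 (standard error 0.27, adjusted p = 2.1e-04). Of 18 matrix degradation genes in EKO at 22 weeks with WD, 12 rose and 6 did not pass with the missing values set aside (12 rose adjusted over the list alone). Tested as a list, they had adjusted p = 1.3e-07 in Fisher's exact test and adjusted p = 0.23 with an estimated correlation. As deposited, 3 rose and 15 did not pass (4 rose and 1 fell adjusted over the list alone, Fisher's exact test adjusted p = 0.074). Of 42 complement and coagulation genes in EKO at 22 weeks with WD, 17 rose, 2 fell and 23 did not pass with the missing values set aside (17 rose and 2 fell adjusted over the list alone). The list had adjusted p = 2.2e-06 by Fisher's exact test and adjusted p = 0.38 with an estimated correlation. In the values as deposited, 4 rose and 38 did not pass (4 rose and 1 fell adjusted over the list alone, Fisher's exact test adjusted p = 0.12).

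Col2a1, a collagen gene of cartilage, rose with WD in DKO at 22 weeks from 0.203 ± 0.214 FPKM (SD, n = 3) to 9.94 ± 11.4 FPKM (SD, n = 3), a log2 fold change of 2.63 (standard error 0.48, adjusted p = 0.014, 0.20 as deposited). On WD its SD exceeded its mean, so the libraries of this group differ widely. In replicate 1 of the group the highest gene was Scgb1a1, a secretory gene of the airway, at 6187 FPKM, as in no other library. Whether other tissue on these aortas carries the rise was not tested. Of 9 cartilage and bone matrix genes in DKO at 22 weeks with WD, 3 rose and 6 did not pass with the missing values set aside (5 rose adjusted over the list alone). Together they had adjusted p = 0.0012 in Fisher's exact test and adjusted p = 0.0081 with an estimated correlation. As deposited, 1 rose and 8 did not pass (3 rose adjusted over the list alone, Fisher's exact test adjusted p = 0.32). Neutrophil markers rose there too with the missing values set aside, with 7 of 10 called (median log2 fold change 3.66). The 8 erythroid markers had a median of 1.73, and none of them was called in limma (7 higher at an unadjusted p under 0.05). Cnn1, the calponin gene of smooth muscle, fell in the same comparison with a log2 fold change of -1.36 (standard error 0.30, adjusted p = 0.036, 1 as deposited). Among 20 smooth muscle marker genes in DKO at 22 weeks with WD, 4 fell and 16 did not pass with the missing values set aside (16 fell adjusted over the list alone). Fisher's exact test gave adjusted p = 1.0e-03 among the lower genes for the list and adjusted p = 0.26 with an estimated correlation. In limma as deposited no member passed (5 fell at an unadjusted p under 0.05, 2 fell adjusted over the list alone). Casq1, a calcium-binding protein gene of skeletal muscle, fell with time in DKO on WD from 11.7 ± 1.83 FPKM (SD, n = 3) to 2.01 ± 0.828 FPKM (SD, n = 3), a log2 fold change of -2.11 (standard error 0.34, adjusted p = 0.0081), and in EKO on NLD with a log2 fold change of -2.12 (standard error 0.34, adjusted p = 2.0e-04). It was the only one of 19 skeletal muscle marker genes called in these 2 comparisons, in either fit.

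The 5 EKO libraries of 22 weeks other than the partial one differ from the other 19 as a set. Gapdh, a glycolysis gene chosen after its values were seen, was between 668 and 2042 FPKM in them and between 16.8 and 65.6 FPKM in the other 19. Rpl21, a ribosomal protein gene, was higher in EKO than in DKO on NLD at 22 weeks with a log2 fold change of 5.78 (standard error 0.14, adjusted p = 2.0e-16), and Rpl34, another, lower with a log2 fold change of -4.46 (standard error 0.26, adjusted p = 1.6e-10). Of genes below every other library by over 1 log2 unit, 31 of 52 are small RNA genes or pseudogenes by annotation. For any other pair of groups at most 1 gene stood apart this way. This set is confounded with EKO at 22 weeks, and thus with the comparisons of genotype at 22 weeks and of time in EKO. The summed FPKM was between 508235 and 556933 in EKO on NLD at 22 weeks and between 360421 and 415555 in the 19 libraries outside EKO at 22 weeks. In EKO on WD at 22 weeks it was 448239 and 524506 in replicates 1 and 3, and 152809 in the partial library.

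Other splits of the same libraries were counted for the 12 comparisons. For WD against NLD in DKO at 6 weeks the real groups called 16 genes and the highest of the other splits 1 (1 of 35 as large). For 22 against 6 weeks in DKO on NLD they called 4, all small RNA genes, and the highest other split 1 (1 of 35). Such a share is the smallest that 35 splits can give and was not adjusted over the comparisons. It argues against chance in these comparisons but does not exclude it. Chance was not excluded for EKO against DKO on NLD at 6 weeks either (1 and 1, 2 of 35). The 10 splits of the other 9 comparisons are too few for a share under 0.05. The real groups and the highest other split called 3 and 2 for EKO against DKO on WD at 6 weeks, 217 and 0 for EKO against DKO on NLD at 22 weeks, 736 and 212 for EKO against DKO on WD at 22 weeks, 7 and 1 for WD against NLD in EKO at 6 weeks, 757 and 264 for WD against NLD in EKO at 22 weeks, 10 and 1 for WD against NLD in DKO at 22 weeks, 612 and 82 for 22 against 6 weeks in EKO on NLD, 785 and 409 for 22 against 6 weeks in EKO on WD and 13 and 1 for 22 against 6 weeks in DKO on WD. In the same order the pairs were 17 and 4, 1004 and 0, 2742 and 760, 43 and 7, 2496 and 222, 223 and 3, 4693 and 194, 2457 and 471 and 28 and 1 with the missing values set aside.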
